# Microarray and Pathway Analysis Reveal Distinct Mechanisms Underlying Cannabinoid-Mediated Modulation of LPS-Induced Activation of BV-2 Microglial Cells

**DOI:** 10.1371/journal.pone.0061462

**Published:** 2013-04-24

**Authors:** Ana Juknat, Maciej Pietr, Ewa Kozela, Neta Rimmerman, Rivka Levy, Fuying Gao, Giovanni Coppola, Daniel Geschwind, Zvi Vogel

## Abstract

Cannabinoids are known to exert immunosuppressive activities. However, the mechanisms which contribute to these effects are unknown. Using lipopolysaccharide (LPS) to activate BV-2 microglial cells, we examined how Δ^9^-tetrahydrocannabinol (THC), the major psychoactive component of marijuana, and cannabidiol (CBD) the non-psychoactive component, modulate the inflammatory response. Microarray analysis of genome-wide mRNA levels was performed using Illumina platform and the resulting expression patterns analyzed using the Ingenuity Pathway Analysis to identify functional subsets of genes, and the Ingenuity System Database to denote the gene networks regulated by CBD and THC. From the 5338 transcripts that were differentially expressed across treatments, 400 transcripts were found to be upregulated by LPS, 502 by CBD+LPS and 424 by THC+LPS, while 145 were downregulated by LPS, 297 by CBD+LPS and 149 by THC+LPS, by 2-fold or more (p≤0.005). Results clearly link the effects of CBD and THC to inflammatory signaling pathways and identify new cannabinoid targets in the MAPK pathway (*Dusp1, Dusp8, Dusp2*), cell cycle related (*Cdkn2b, Gadd45a*) as well as JAK/STAT regulatory molecules (*Socs3, Cish, Stat1*). The impact of CBD on LPS-stimulated gene expression was greater than that of THC. We attribute this difference to the fact that CBD highly upregulated several genes encoding negative regulators of both NFκB and AP-1 transcriptional activities, such as *Trib3* and *Dusp1* known to be modulated through Nrf2 activation. The CBD-specific expression profile reflected changes associated with oxidative stress and glutathione depletion via Trib3 and expression of ATF4 target genes. Furthermore, the CBD affected genes were shown to be controlled by nuclear factors usually involved in regulation of stress response and inflammation, mainly via Nrf2/Hmox1 axis and the Nrf2/ATF4-Trib3 pathway. These observations indicate that CBD, and less so THC, induce a cellular stress response and that this response underlies their high immunosuppressant activities.

## Introduction

*Cannabis sativa* extracts (marijuana and hashish) have been used for centuries both as therapeutic agents and recreational drugs, primarily due to their ability to regulate neurobehavioral processes including memory, mood and appetite [1], [2]. The spectra of possible therapeutic uses of marijuana and its active constituents, the cannabinoids, range from handling nausea, vomiting and cachexia (in cancer chemotherapy and AIDS patients) to treatment of chronic pain, glaucoma, epileptic seizures, Parkinsonian tremor as well as multiple sclerosis [1], [2]-[6]. Amongst the 60 different cannabinoids identified from *Cannabis* preparations, Δ^9^-tetrahydrocannabinol (THC), the major psychoactive *Cannabis* constituent, and the non-psychoactive cannabidiol (CBD) are the most abundant and important.

Many of the beneficial effects of cannabinoids have been attributed to their potent immunosuppressive and anti-inflammatory properties [7]–[14]. Additionally, cannabinoids are known to possess pro-apoptotic, neuroprotective and anti-tumor properties [15]–[17]. To date, two cannabinoid receptors have been characterized: the CB_1_ and the CB_2_ receptors. The CB_1_ receptor is highly expressed in neural cells and mediates the psychoactive and addictive activities of cannabinoids, while the CB_2_ receptor is abundantly present in the periphery including the immune system and is involved in cannabinoid immunomodulation [18]–[20]. THC binds to both of these receptors with similar efficiency [21] and has been reported to have effects on both the nervous and the immune systems [7], [11], [18], [22].

In the last years, attention has been turned to several other phytocannabinoids, most notably to CBD. CBD displays a diversity of actions, including anticonvulsive, sedative, hypnotic, antipsychotic, anti-inflammatory and neuroprotective properties [11]–[14], [23]–[28]. CBD, unlike THC, is not an efficient ligand of either CB_1_ or CB_2_ and therefore, is devoid of the unwanted psychotropic effects (mediated via CB_1_) characteristic of marijuana or THC. Thus, the effects of CBD are probably mediated through other receptors/targets, as described below and elsewhere [23], [29], [30].

Phytocannabinoids were reported to affect various populations of immune cells [7], [11]–[14], [31]. Both THC and CBD have been shown to decrease cytokine production in human immune cell lines [32] and to suppress T cell proliferation and their effector functions [12], [33], [34]. In response to stimulation with the bacterial endotoxin lipopolysaccharide (LPS), both monocytes and microglial cultures treated with either THC or CBD produce lower levels of cytokines such as tumor necrosis factor α (TNFα), interleukin-1α (IL-1α), IL-1β and IL-6 [11], [35]. However, the molecular mechanisms involved in these cannabinoid-mediated effects are not yet fully characterized. Eljaschewitsch *et al*., [36] showed that activation of CB_1_ and/or CB_2_ receptors in the murine microglial BV-2 cell line leads to rapid induction of mitogen-activated protein kinase phosphatase-1 (MKP-1) and that this event switches off MAPK signal transduction which was activated by LPS stimulation. Altered adenosine signaling (through inhibition of its uptake) has been reported as a potential non-cannabinoid receptor mechanism by which CBD, but less so THC, can decrease inflammation [37]. Other studies identified the nuclear receptor peroxisome proliferator-activated receptor γ (PPARγ) as a novel intracellular target, which mediates the cannabinoid-associated immunosuppression in a manner that is independent of the known cannabinoid receptors CB_1_ and CB_2_ [38], [39]. Other targets including the G-protein-coupled receptors GPR55 and GPR18 as well as the transient receptor potential (TRP) channels were also suggested [19], [20], [30], [40].

Microglial cells are the resident macrophage-like cells of the CNS. They are highly ramified cells and their processes are very dynamic under non-pathological conditions, actively scanning their environment. These cells have important roles in brain's innate immunity and neuronal homeostasis as well as in neuroinflammatory pathologies [41]. Microglia can be activated by infection, injury or by endogenously released neurotoxic factors and their activation is associated with the production and secretion of a variety of compounds such as cytokines, reactive oxygen species (ROS), reactive nitrogen species, matrix metalloproteinases and prostaglandins. Although microglial activation is considered a protective mechanism involved in the clearance of pathogen infection and in regulating tissue repair and recovery, excessive or chronic activation can lead to harmful effects [42]. Interestingly, the mechanisms that give rise to either the protective or the damaging microglial phenotypes are not fully elucidated. Enhancing the microglial-mediated innate immunity in the CNS and/or preventing the harmful effects associated with their chronic activation may offer new therapeutic approaches for the treatment of brain injury and neurodegenerative diseases [43].

One of the most potent stimuli for microglia activation is the bacterial endotoxin LPS, that mimics infection by Gram-negative bacteria. LPS activates intracellular signaling pathways in a complex way leading to secretion of cytokines and to overexpression of several markers of the immune response. Previous studies reported that LPS stimulation induces gene expression of *TNFα*, *IL-1β*, *IL-6*, *iNOS* and *COX-2* as well as the production of NO and PGE_2_ in primary and BV-2 microglial cell cultures [11], [44], [45]. We reported that CBD reduces the activity of the NF-κB pathway and upregulates the activation of STAT3 transcription factor in LPS-stimulated BV-2 cells, and that both CBD and THC decrease the activation of the LPS-induced STAT1 transcription factor, a key player in IFNβ-dependent pro-inflammatory processes [11]. Moreover, performing comparative microarray analysis of genome-wide mRNA levels in the BV-2 cells, we reported that CBD, but less so THC, shows a specific gene expression profile associated with oxidative stress and glutathione depletion involving the GCN2/eIF2α/p8/ATF4/Chop-Trib3 pathway [13]. Furthermore, the CBD-stimulated genes were shown to be controlled by nuclear factors known to be involved in regulation of stress response and inflammation, mainly via the (EpRE/ARE)-Nrf2/Atf4 system and the Nrf2/Hmox axis. We reported that CBD, but less so THC, affects the expression of genes involved in zinc homeostasis, suggesting that the regulation of zinc levels could have an important role through which CBD may exert its antioxidant and anti-inflammatory effects [14].

Although the inhibitory functions of cannabinoids on LPS-activated NF-κB and IFN-β/STAT proinflammatory pathways and on the secretion of selected cytokines in BV-2 microglial cells has been studied [11], a genome-wide search for cannabinoid molecular targets in LPS-activated BV-2 cells has not yet been performed. We have, therefore, performed gene array studies and comparative gene profiling analysis of BV-2 cells treated with LPS, CBD+LPS or THC+LPS. This approach allowed us to analyze the changes induced by CBD and THC on gene expression patterns in LPS-treated BV-2 cells and to explore the genome-wide interaction network affected by these treatments. In this regard, a structured network knowledge-based approach to analyze genome-wide transcriptional responses in the context of known functional interactions among proteins, small molecules and phenotypes has been established [46]. We applied this analysis to show the interactions and signaling networks elicited by the cannabinoids in LPS-stimulated BV-2 cells. Our results show that CBD is a potent modulator of microglial activation. Identification of the CBD- and THC-regulated genes and related networks provides a molecular basis for understanding the effects of these cannabinoids on LPS-activated microglia.

## Materials and Methods

### Materials

LPS from *Escherichia coli* (serotype 055:B5) was purchased from Sigma (St. Louis, MO, USA). THC and CBD were obtained from the National Institute on Drug Abuse (NIDA; Baltimore, MD, USA). Stock solutions of cannabinoids were prepared in ethanol and diluted into culture medium before experiments. Final ethanol concentration in the medium did not exceed 0.1%.

### Microglial cell culture

The immortalized murine BV-2 microglial cell line was kindly provided by Prof. E.J. Choi from the Korea University (Seoul, Korea). Cells were grown in Dulbecco's modified Eagle's medium (DMEM; Gibco-BRL, Gaithersburg, MD, USA) containing 4.5 g/L glucose, supplemented with 5% fetal calf serum, penicillin (100 U/ml) and streptomycin (100 µg/ml) (Biological Industries Ltd., Kibbutz Beit Haemek, Israel), under a humidified 5% CO_2_ atmosphere at 37°C. Cells were pretreated for 2 h with either THC or CBD (both at 10 µM) followed by addition of LPS (100 ng/ml) for another 4 h.

### Total RNA extraction

Extraction, quantification and quality of extracted RNA were performed and analyzed as described previously [13].

### Microarray transcript analysis

Comparative microarray analysis was performed using the Illumina MouseRef-8 BeadChip platform, as described previously [13]. Four replicates of each experiment were carried out, resulting in four independent microarrays for each individual treatment and controls (24 total arrays). Gene products that were affected by 2-fold or more were further analyzed as described in the Result section. Differentially expressed genes were classified according to their gene ontology (GO; http://www.geneontology.org/; [47]), using **DAVID** Bioinformatics online tools (**D**atabase for **A**nnotation, **V**isualization and **I**ntegrated **D**iscovery; http://david.abcc.ncifcrf.gov/; [48]). Cellular pathway association was analyzed according to the **K**yoto **E**ncyclopedia of **G**enes and **G**enomes (**KEGG**) database (http://www.genome.jp/kegg/) and pathway maps according to **BioCarta** (http://www.biocarta.com/genes/index.asp).

### Ingenuity pathway analysis

Pathway and global functional analyses were performed using **I**ngenuity **P**athway **A**nalysis 6.0 (**IPA**; Ingenuity® Systems, www.ingenuity.com). A data set containing gene identifiers and corresponding expression values was uploaded into the application, and each gene identifier was mapped using the **I**ngenuity **P**athways **K**nowledge **B**ase (**IPKB**). The IPKB analyses identify the biological functions as well as the pathways from the IPA library that are most significant to the data set. Genes from the data sets associated with biological functions or with a canonical pathway in the IPKB, that met the p-value cutoff of 0.005 were used to build the interactome as described below. Fisher's exact test was used to calculate a *p*-value determining the probability that each biological function and/or canonical pathway assigned to this data set was not due to chance alone.

### Interactome/network analysis of differentially expressed genes

The accession number and the ratio (CBD+LPS *versus* LPS and THC+LPS *versus* LPS) for each gene whose expression was changed by at least 2-fold by one of the treatments (focused genes), were uploaded into the IPA system. This IPA application was used to query databases for interactions between sets of differentially expressed genes and all other genes stored in the knowledge base to generate a set of interactive networks taking into consideration canonical pathways, relevant biological interactions as well as cellular and disease processes. The IPA system computes a score for each network according to the fit of the set of the supplied “focus genes”. The *p* value scores for such a set indicate the likelihood of focused genes to belong to a network *versus* those obtained by chance.

### Microarray data validation by quantitative real time PCR

Many of the gene products that were found to be affected using the microarray gene analysis were validated by quantitative real time reverse transcription polymerase chain reaction (qPCR). Primer sets for qPCR were designed using Primer Quest, an online tool provided by Integrated DNA Technologies (http://eu.idtdna.com/Scitools/Applications/Primerquest/) (**Table S1**). Wherever possible, designs with at least one of the primer sequences located on an intron–exon boundary were chosen, thus avoiding co-amplification of minor contaminating amounts of genomic DNA that could be present in the RNA samples. All primers were analyzed using the nucleotide program BLAST to ensure primer specificity for the gene of interest (http://blast.ncbi.nlm.nih.gov/Blast.cgi). cDNA was generated by using the QuantiTect Reverse Transcription kit containg “genomic DNA wipe out” (to eliminate contamination with genomic DNA), according to the manufacturer's instructions (Qiagen, AG, Basel, Switzerland). qPCR was carried out as detailed by Juknat *et al*., [13] using the Rotor-Gene 3000 instrument (Corbett Research, Sydney, Australia). Expression levels of genes of interest were normalized to the reference gene, *β_2_-microglobulin* (*B2m*), whose expression was found not to be affected by the various treatments, and are expressed as fold change using the calculation method described previously [13]. The qPCR experiments were repeated 3 to 4 times using different mRNA batches from independent experiments and reactions were performed in duplicates for each cDNA sample.

### Statistics

qPCR data were plotted as the mean±SEM of 3-4 independent experiments. Statistical significance was assessed using a one-way or two-way ANOVA, followed by Bonferroni post hoc multiple comparison test as implemented with the Statistics Toolbox Software MATLAB, Version 6.1 (R2007b), MathWorks (http://www.mathworks.com/help/toolbox/stats/rn/brasjn_.html). A *p* value <0.05 was defined as statistically significant.

## Results

### Effect of cannabinoids on LPS-stimulated gene expression in BV-2 microglial cells

BV-2 microglial cells were pretreated for 2 h with either THC or CBD (both at 10 µM) followed by the addition of LPS (100 ng/ml) to the incubation medium for another 4 h. The control treatment with cannabinoids alone lasted for 6 h and with LPS alone for 4 h. The choice of these time points for transcriptional profiling was guided by our previous studies [11], [13] as well as by other reports [44], [45] which investigated the general temporal pattern of microglial activation by LPS. Moreover, according to our previous results, neither THC nor CBD treatments (both at 10 µM) significantly affected the viability of the BV-2 microglial cells during this 6 h period [11].

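BV-2 is an immortalized line of mouse microglia, the resident macrophages of the brain, and LPS is a bacterial cell wall component recognized by Toll-like receptor 4. CBD and THC are isomeric phytocannabinoids, in which CBD has a free phenol group where THC has a closed pyran ring, and both were given at 10 µM for 6 h. The deposited labels give 24 arrays in 6 groups. Untreated cells (Cntr) and cells given LPS at 100 ng/ml for 4 h have 6 arrays each, THC and THC+LPS have 4 each, and CBD and CBD+LPS have 2 each, and in the combined groups the cannabinoid was added 2 h before LPS. For the number of replicates per treatment, the Methods of the paper give 4 and its Results give sextuplicates. The paper states that the replicates are of each experiment and the arrays independent, and it does not say whether each array had its own culture, so the p-values measure the spread between these samples, which may be technical, and the number of arrays limits the precision, most of all for CBD. The authors deposited the mean bead signal intensity of each of 24611 probes with its detection p-value, and log2 values that equal the quantile-normalized log2 of those signals. The signals were here corrected for background from the detection p-values, given an offset of 16, quantile normalized and put on the log2 scale (limma neqc). All fold changes are therefore on the scale of log2 of the corrected signal plus this offset. These values have a high floor, which understates the fold of genes with low signals. The lowest value over all arrays was 7.54 in log2. On Cntr replicate 1 the median was 7.70, against 7.00 in the authors' log2 values. A linear model with all 6 groups was fitted to every probe with limma, and p-values were adjusted over all probes by the method of Benjamini and Hochberg. A gene was called where its adjusted p was under 0.05, while counts of transcripts use the unadjusted threshold of 0.005 that the paper uses. Where a probe was not detected (detection p of 0.05 or more) on any array of a group, the fold is given as a lower bound and the gene counts as not well above background in that group. Each gene is represented by the probe of the accession the paper prints, or else by its brightest probe. 25 gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation. The paper was known when the lists were written. It reports several of their themes in these samples, so those lists are not independent of its findings.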

The RNA prepared from these samples (in sextuplicates) was analyzed for changes in transcriptional levels using the MouseRef-8 v1.1 Expression BeadChip Illumina Arrays. Each of these arrays has >24,000 mouse targets based on the NCBI mouse Reference Sequence Database, including 16,287 constitutive exons/islands based on the splice variants in the mouse transcriptome (Molecular Signature Database; MouSDB3) and NCBI LocusLink databases. The results of the analyses of the arrays showed that 32% of the transcripts were consistently “present” in the BV-2 RNA samples across all arrays. Moreover, clustering based on inter-array Pearson correlation coefficient indicated no batch effects. 

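BV-2 cells held transcripts of the microglial lineage and few markers of other brain cells. Of 21 measured genes of homeostatic microglia, 17 were detected on at least 1 array. In control cells the normalized log2 signal of Trem2, a phagocytic receptor of myeloid cells, was 13.58 ± 0.28 (SD, n = 6), and that of C1qb, a subunit of complement component 1q, was 12.64 ± 0.47 (SD, n = 6). Mef2c, a transcription factor of mature microglia, reached 12.78 ± 0.14 (SD, n = 6), whereas the purinergic receptor P2ry12, the ectonucleotidase Entpd1 and the transcription factor Sall1 were not detected on any array. Among markers of other cells, 2 of 7 astrocyte genes, 2 of 8 neuron genes, 1 of 7 oligodendrocyte genes and 1 of 8 fibroblast genes were detected. The highest signal among these was that of Cnp, an enzyme of myelin that is also present in other cells, at 8.38 ± 0.10 (SD, n = 6). Signals of different probes do not rank the amounts of their transcripts. None of these markers was called in LPS against control (limma, unadjusted p under 0.05 for 0, 1, 0 and 0 genes higher and 0, 0, 0 and 0 genes lower, in the same order). Over the whole array, 36.3% of the probes were detected on all 24 arrays and 46.2% on none, and at a detection p under 0.01 the share detected on all arrays was 31.0%. Homeostatic microglia genes counted higher and lower were 0 and 3 with median scaling, 1 and 6 without any 1 of Cntr replicates 2 and 3 and THC replicates 1, 2, 3 and 4, 1 and 5 without any 1 of Cntr replicates 4, 5 and 6 and LPS replicate 2 and 0 and 7 without LPS replicate 1. Neuron markers counted higher and lower were 1 and 0 without LPS replicate 4.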

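Il1b, the proinflammatory cytokine interleukin 1 beta, separated the arrays with LPS from those without, while the arrays within the CBD groups differed in Ddit3 and Aqp9. Its log2 signal was between 13.85 and 14.98 on the LPS arrays and between 7.69 and 7.83 on the control arrays. With CBD and LPS together Il1b stood at 13.29 on replicate 1 and 10.36 on replicate 2. Ddit3, the stress-induced transcription factor CHOP, stood at 13.24 and 11.00 on the CBD arrays and at 10.24 and 12.69 on the CBD+LPS arrays. For Aqp9, a channel for water and glycerol, these values were 12.46, 11.20, 12.53 and 13.36. Over all probes the Pearson correlation between arrays ran from 0.957 to 0.998, with a mean of 0.993 within groups and 0.979 between groups. These are correlations across probes, which are not independent replicates. What remained after the group means were removed had a main component that held 38.0% of the spread.

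**Figure D1:**
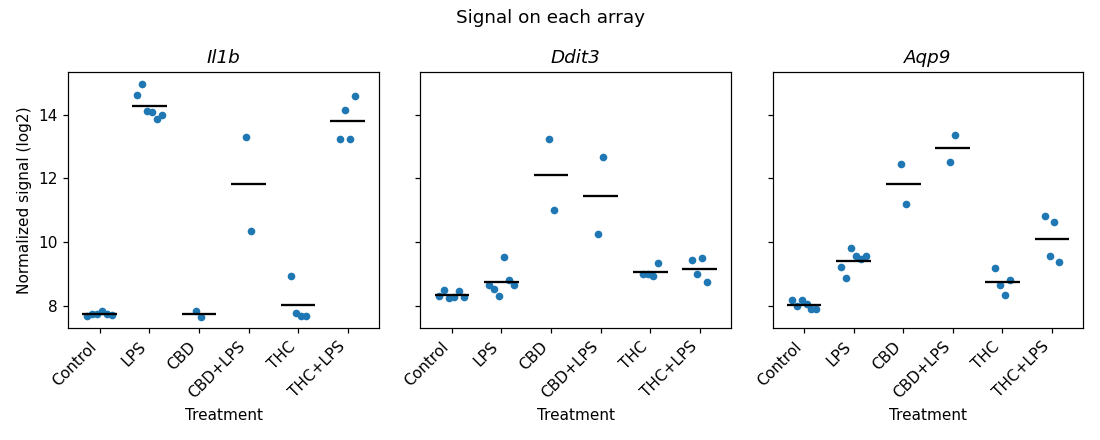
Normalized log2 signal of Il1b, Ddit3 and Aqp9 on each of the 24 arrays (points) with the mean of each group (lines). Il1b lies far above control in every group given LPS, and the 2 arrays of CBD and of CBD+LPS lie apart from each other in Ddit3.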

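Il1b, raised by LPS, and Aqp9, raised by CBD, were among the transcripts that differed between the groups. Tested over all 5 treatments at once (moderated F of limma), 3795 of 24611 probes (15.4%) had a p of 0.005 or less, and 4245 had an adjusted p under 0.05. Counted as probes past the same unadjusted threshold in at least 1 of the 5 comparisons with control, the number was 4926 (20.0%). Chance alone would give 123 probes per comparison at this threshold. Herpud1, which serves the degradation of misfolded proteins of the endoplasmic reticulum, was the single named gene called in each of the 5 comparisons with control, at a log2 fold change of 1.88 with LPS, 1.91 with CBD, 1.33 with THC, 2.35 with CBD+LPS and 2.42 with THC+LPS (standard errors 0.15, 0.22, 0.17, 0.22 and 0.17; adjusted p = 5.09e-08, 8.98e-05, 0.00678, 6.57e-07 and 1.25e-08). Herpud1 no longer passed in THC against control without THC replicate 1 or without THC replicate 4 (adjusted p = 0.0595 and 0.0522). Herpud1 did not pass in CBD against control with median scaling or with the compared groups alone. Herpud1 did not pass in THC against control with median scaling or with the compared groups alone. With median scaling in place of quantile normalization the F test counted 1533 probes.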

Microarray analysis based on a threshold of p≤ 0.005, revealed that a total of 22% (5338 out of 24,000 transcripts) of the Illumina gene set was differentially regulated across treatments. Of these, 1319 gene probe sets were upregulated and 1829 transcripts were downregulated by the LPS treatment (**Figure 1A**); and from these numbers of genes, 400 transcripts were found to be upregulated and 145 downregulated by LPS by 2-fold or more. 

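LPS raised Tnf, Cd40, Ccl5 and Clec4e and lowered Nfam1 and P2ry1. Tnf, the cytokine tumor necrosis factor, rose 30.1-fold (log2 4.91, standard error 0.26, adjusted p = 1.65e-10, n = 6 and 6 arrays), and Cd40, a costimulatory receptor, rose 32.4-fold (log2 5.02, adjusted p = 3.94e-10). Ccl5, a chemokine for T cells and monocytes, rose 23.7-fold (log2 4.57, adjusted p = 1.25e-09), and Clec4e, a receptor for mycobacterial glycolipids, rose 21.9-fold (log2 4.45, adjusted p = 8.66e-09). Nfam1, an immunoreceptor with an activation motif, was lower by 77.2% (log2 -2.13, adjusted p = 1.12e-08) and the purinergic receptor P2ry1 by 75.4% (log2 -2.02, adjusted p = 9.03e-09). At a p of 0.005 or less, 1247 probes were higher and 1770 lower with LPS. Of these, 345 and 142 changed by 2-fold or more, and 194 and 35 by 3-fold or more. Another probe of Cd40 did not pass. With median scaling 635 probes were higher and 764 lower.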

When the fold change was set on ≥3-fold (p≤ 0.005), we found that 226 gene products were upregulated and 33 were downregulated by LPS **(** **Figure 1A** **)**. 

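Most transcripts that LPS changed did not pass the threshold with CBD or THC alone, and more of those that passed with CBD moved the same way than the opposite way. Cdkn1a, the cell cycle inhibitor p21, was 6.84-fold higher with LPS (log2 2.77, standard error 0.26, adjusted p = 3.10e-07) and 3.77-fold higher with CBD (log2 1.91, standard error 0.37, adjusted p = 0.00804). Sqstm1, an autophagy adaptor, was 2.37-fold higher with LPS (log2 1.25, adjusted p = 7.57e-05) and 3.24-fold higher with CBD (log2 1.70, adjusted p = 0.00173). Usp2, a deubiquitinating enzyme, was lower by 56.7% with CBD (log2 -1.21, adjusted p = 0.00896) and Ccne1, cyclin E1, by 65.3% (log2 -1.53, adjusted p = 0.00688), and LPS lowered both. Of the probes higher with LPS, 1149 (92.1%) were not higher with CBD or THC alone, and of those lower with LPS, 1571 (88.8%) were not lower with either. LPS and CBD shared 95 higher and 188 lower probes, while CBD lowered 29 probes that LPS raised and raised 90 that LPS lowered. Independent lists of these sizes would share 35.2 and 33.9, and simulated data without effects but with the same shared control arrays gave means of 4.55 and 4.30. The simulated lists held false calls alone and were much shorter, so these means are no benchmark for lists of these sizes. With 3 separate control arrays for each comparison the medians were 65 and 102. The fold changes of LPS and CBD correlated at r = 0.204 over the detected probes, below the 0.355 that the shared controls alone give in simulated data, while their covariance of 0.0376 was above the simulated 0.00795. With split controls r was 0.180 and the covariance 0.0336. Cdkn1a, Sqstm1, Usp2 and Ccne1 missed the threshold in CBD against control without CBD replicate 1 (adjusted p = 0.541, 0.280, 0.802 and 0.648). Ccne1 had a log2 fold change of -2.15 in CBD against control without CBD replicate 2. Another probe of Usp2 did not pass in CBD against control. Cdkn1a, Sqstm1, Usp2 and Ccne1 did not pass in CBD against control with median scaling, and Sqstm1, Usp2 and Ccne1 with the compared groups alone. Without CBD replicate 1, CBD alone passed the threshold for 249 probes.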

The vast majority of the LPS-affected transcripts (89% or 1181 gene probe sets of the upregulated genes, p≤ 0.005 and 90% or 1641 gene probes of the downregulated transcripts, p≤ 0.005) represented genes that were exclusively responsive to LPS stimulation, and not to treatment with CBD alone or THC alone (**Figure 1B**).

**Figure 1:**
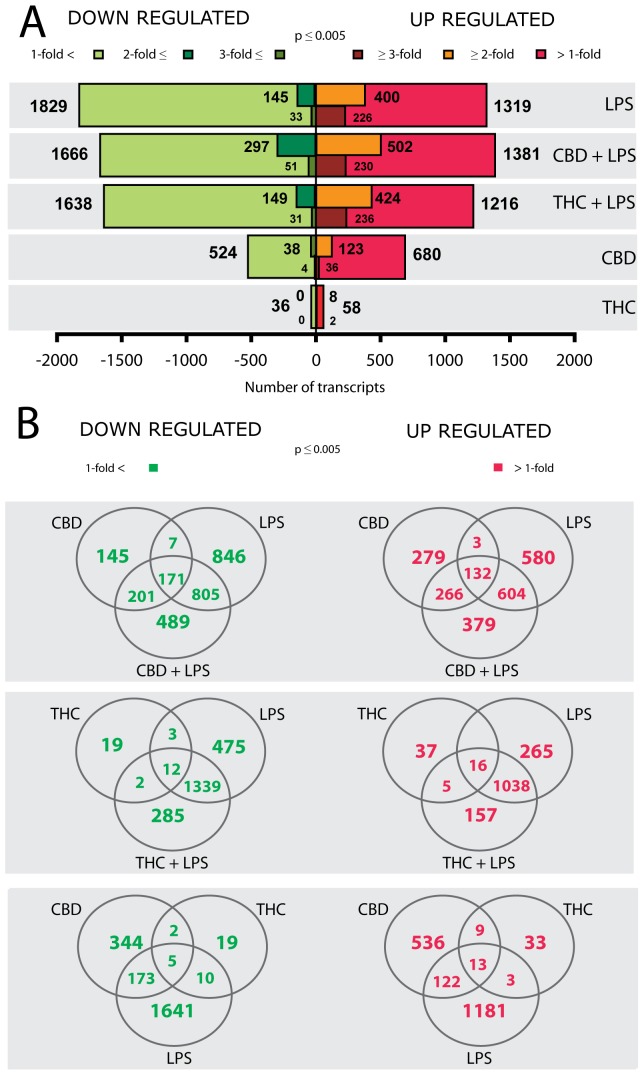
Gene array analysis of the mRNA of BV-2 cells following treatment with LPS and cannabinoids. mRNA was prepared from BV-2 cells treated with LPS and cannabinoids and subjected to array analysis as described in Methods. (A) Number of differentially expressed genes that were either significantly upregulated (red) or downregulated (green) across the different treatment conditions versus control untreated cells (p ≤0.005). The different shades of color represent the indicated fold of change (>1, ≥2 and ≥3). (B) Venn diagrams representing the numbers of BV-2 microglial transcripts that were either upregulated or downregulated at a significance of p≤0.005 following treatments with LPS, CBD and THC, or with a combination of LPS and one of the cannabinoids.

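With CBD+LPS, Ddit3, Chac1, Cxcl10 and Saa3 were higher and Ccnd1 was lower than in control cells. Ddit3 was 8.66-fold higher than in control cells (log2 3.11, standard error 0.49, adjusted p = 2.19e-04, n = 2 and 6 arrays) and Chac1, which degrades glutathione, 13.9-fold (log2 3.80, adjusted p = 6.17e-04). Cxcl10, an interferon-induced chemokine, was 20.4-fold higher (log2 4.35, adjusted p = 1.36e-07) and Saa3, an acute phase protein, 43.7-fold (log2 5.45, adjusted p = 3.66e-04). Ccnd1, cyclin D1, was lower by 87.5% (log2 -3.00, adjusted p = 7.96e-07). At a p of 0.005 or less, 1348 probes were higher and 1543 lower with CBD+LPS than in control cells, 402 and 254 of them by 2-fold or more. Ddit3 and Ccnd1 had log2 fold changes of 4.34 and -3.79 without CBD_LPS replicate 1. Ddit3 and Ccnd1 had log2 fold changes of 1.89 and -2.20 without CBD_LPS replicate 2. The total was 2891, and 1568 without CBD_LPS replicate 2. With median scaling 711 were higher and 373 lower.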

the CBD+LPS treatment was analyzed, 1381 gene probe sets (25.8%) were upregulated and 1666 transcripts (31.2%) were downregulated by CBD+LPS (**Figure 1A**). From these numbers of genes, 379 gene products were found to be upregulated and 489 downregulated exclusively as a response to the combination of CBD+LPS and not affected by LPS or CBD alone (**Figure 1B**). 

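Among the transcripts higher with CBD+LPS but not past the threshold with LPS or CBD alone were those of Gsr, Txnrd1 and Shmt2. Gsr, glutathione reductase, was 3.18-fold higher than in control cells (log2 1.67, standard error 0.34, adjusted p = 0.00220), Txnrd1, thioredoxin reductase, 2.65-fold (log2 1.40, adjusted p = 0.00190) and Shmt2, a mitochondrial enzyme of serine metabolism, 1.48-fold (log2 0.57, adjusted p = 0.0385). C1qb was lower by 54.5% (log2 -1.14, adjusted p = 0.0167) and Slc19a1, a folate transporter, by 47.4% (log2 -0.93, adjusted p = 0.00435). This set held 466 higher and 422 lower probes. In the direct test of CBD+LPS against LPS, 147 of the higher and 51 of the lower probes differed at an adjusted p under 0.05. LPS alone moved 110 and 185 of them the same way at an unadjusted p under 0.05. LPS and CBD+LPS shared 640 higher and 949 lower probes, where independent lists would share 68.3 and 111, and split controls gave medians of 492 and 656. Simulated shared controls gave 4.40 and 3.80, in shorter lists of false calls alone that are no benchmark for these. Gsr, Txnrd1 and Slc19a1 did not pass without CBD_LPS replicate 2 (adjusted p = 0.204, 0.208 and 0.354). Shmt2 no longer passed without any 1 of Cntr replicates 1, 2 and 4 and CBD_LPS replicates 1 and 2 (adjusted p = 0.0527 to 0.290). C1qb missed the threshold without CBD_LPS replicate 1 or without CBD_LPS replicate 2 (adjusted p = 0.0682 and 0.175). Gsr and Txnrd1 had log2 fold changes of 2.40 and 2.11 without CBD_LPS replicate 1. Another probe of Shmt2 did not pass. Gsr, Shmt2, C1qb and Slc19a1 did not pass with median scaling, Txnrd1, Shmt2, C1qb and Slc19a1 with the compared groups alone, and Shmt2 and C1qb with array weights.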

When the fold change was set on ≥2-fold, 502 transcripts were upregulated and 297 gene probe sets were downregulated by the CBD+LPS treatment (**Figure 1A**).

When LPS was applied in the presence of THC, 1216 gene probe sets (22.8%) were upregulated and 1638 transcripts (30.7%) were downregulated; and from these, 424 transcripts were found to be upregulated and 149 downregulated by 2-fold or more (**Figure 1A**). 

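THC left the response to LPS close to that of LPS alone. Il1b was 66.6-fold higher with THC+LPS than in control cells (log2 6.06, standard error 0.41, adjusted p = 6.71e-09, n = 4 and 6 arrays), Cxcl10 33.8-fold (log2 5.08, adjusted p = 7.03e-10) and Tnf 31.0-fold (log2 4.96, adjusted p = 1.16e-09). Gpr183, a receptor for oxysterols, was lower by 91.7% (log2 -3.59, adjusted p = 3.52e-07). Over the detected probes the fold changes of LPS and of THC+LPS against control correlated at r = 0.975 (across genes, which are not independent replicates), where the shared control arrays alone gave 0.447 in simulated data and split controls gave 0.934. Their covariance was 0.278, against 0.00790 in simulated data. For CBD+LPS in place of THC+LPS, r was 0.808, with a simulated value of 0.351 and a split value of 0.776. At the threshold for counts 1134 probes were higher and 1550 lower with THC+LPS, of which 363 and 137 changed by 2-fold or more. With median scaling 772 were higher and 467 lower.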

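Hmox1, the heme-degrading enzyme heme oxygenase 1, was 2.59-fold higher with THC+LPS than in control cells (log2 1.37, standard error 0.29, adjusted p = 0.00290), and Hspa5, the main chaperone of the endoplasmic reticulum, 2.07-fold (log2 1.05, adjusted p = 0.0108). For Hmox1 this differs from the paper, which states that its arrays and PCR show a rise with CBD+LPS and none with THC+LPS. Srxn1, which repairs oxidized peroxiredoxins, was 2.58-fold higher (log2 1.36, adjusted p = 0.00319). Hexim1, an inhibitor of transcription elongation, was lower by 32.4% (log2 -0.56, adjusted p = 0.0146). These genes belong to 164 higher and 241 lower probes that passed the threshold with THC+LPS and not with LPS or THC alone. In the direct test of THC+LPS against LPS, none of them differed at an adjusted p under 0.05 (limma), and 14 and 5 differed at an unadjusted p of 0.005 or less. LPS alone moved 110 of the higher and 194 of the lower probes the same way at an unadjusted p under 0.05. LPS and THC+LPS shared 963 higher and 1309 lower probes, where independent lists would share 57.5 and 111, and split controls gave 709 and 804. Simulated shared controls gave 5.25 and 6.25, in shorter lists of false calls alone that are no benchmark for these. Hspa5 and Hexim1 did not pass without THC_LPS replicate 2 (adjusted p = 0.0600 and 0.0725). Hspa5 and Hexim1 did not pass with median scaling, and Hspa5 with the compared groups alone.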

From the 1216 upregulated genes, 157 transcripts were exclusively responsive to THC+LPS treatment alone and from the 1638 downregulated transcripts, 285 gene probes were affected only when THC and LPS were together (**Figure 1B**). When the fold change was set on ≥3-fold, we found that 230 gene products were upregulated by CBD+LPS and 236 transcripts by THC+LPS whereas 51 gene products were downregulated by CBD+LPS and 31 transcripts by THC+LPS (**Figure 1A**).

Our results also reveal that from the 5338 transcripts found to be differentially regulated by the various treatments (p ≤ 0.005), 680 gene probe sets were found to be upregulated by CBD alone and 58 gene products by THC alone. 

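CBD alone raised Aqp9, Nupr1 and Mt2, and THC alone raised few transcripts. Aqp9 rose 13.8-fold with CBD (log2 3.79, standard error 0.36, adjusted p = 1.19e-05, n = 2 and 6 arrays), Nupr1, a stress-induced nuclear protein, 9.07-fold (log2 3.18, adjusted p = 1.31e-04) and Mt2, metallothionein 2, 9.18-fold (log2 3.20, adjusted p = 1.19e-06). The iron exporter Slc40a1 rose 7.32-fold (log2 2.87, adjusted p = 0.0244), the neutral amino acid transporter Slc1a4 6.87-fold (log2 2.78, adjusted p = 0.00222), the angiopoietin-like factor Angptl6 6.40-fold (log2 2.68, adjusted p = 0.00532) and Csprs 5.60-fold (log2 2.48, adjusted p = 0.0278). With THC, Aqp9 had a log2 fold change of 0.71 (95% interval 0.11 to 1.31), Nupr1 of 1.12 (0.50 to 1.74) and Mt2 of 0.42 (0.02 to 0.82), and none passed. At a p of 0.005 or less, 695 probes were higher with CBD and 65 with THC. At an adjusted p under 0.05 these were 408 and 1, the latter being Herpud1 alone. THC has more arrays than CBD, and with THC reduced to 2 arrays the total of higher and lower probes ran from 59 to 182, around the 123 that chance would give. CBD and THC shared 18 higher probes (independent lists 1.84, simulated shared controls with false calls alone 3.95, split controls 7.50). Slc40a1, Slc1a4, Angptl6 and Csprs no longer passed in CBD against control without CBD replicate 1 (adjusted p = 0.904, 0.135, 0.570 and 0.999). Aqp9 had a log2 fold change of 3.16 in CBD against control without CBD replicate 1. Aqp9, Slc40a1, Angptl6 and Csprs had log2 fold changes of 4.42, 3.85, 3.72 and 3.66 in CBD against control without CBD replicate 2. Slc40a1, Slc1a4, Angptl6 and Csprs did not pass in CBD against control with median scaling or with the compared groups alone. With median scaling the folds for CBD were 9.01 for Aqp9, 5.08 for Nupr1 and 5.21 for Mt2, each still past the test. The total for CBD was 1166, and 249 without CBD replicate 1. With median scaling 66 were higher and 253 lower with CBD, and 9 and 72 with THC.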

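Among genes lower with CBD alone, Nfam1 fell by 66.0% (log2 -1.56, standard error 0.22, adjusted p = 6.72e-04), Mertk, a receptor for the uptake of apoptotic cells, by 41.9% (log2 -0.78, adjusted p = 0.00688) and Kctd12, an auxiliary subunit of GABA-B receptors, by 63.8% (log2 -1.47, adjusted p = 0.0139). Igfbp4, which binds insulin-like growth factors, fell by 61.1% (log2 -1.36, adjusted p = 0.0303), the glycosyltransferase Pomgnt2 by 57.2% (log2 -1.22, adjusted p = 0.00785), the nucleoside transporter Slc29a2 by 56.8% (log2 -1.21, adjusted p = 0.00650) and Cyrib, a binding partner of RAC1, by 56.8% (log2 -1.21, adjusted p = 8.80e-04). In THC-treated cells Nfam1, Mertk and Kctd12 had log2 fold changes of -0.29, -0.11 and -0.03 (95% intervals -0.66 to 0.08, -0.36 to 0.13 and -0.55 to 0.48). The direct difference between CBD and THC passed for Nfam1 (log2 -1.27, adjusted p = 0.0170) and Kctd12 (log2 -1.43, adjusted p = 0.0484) and not for Mertk (log2 -0.67, adjusted p = 0.0526). CBD alone lowered 471 probes and THC alone 31 at a p of 0.005 or less, and 232 and 0 at an adjusted p under 0.05 (limma, 1090 probes higher or lower with THC at an unadjusted p under 0.05). Tested directly, 128 probes were higher and 54 lower with CBD than with THC at an adjusted p under 0.05. For CBD versus THC the counts were 5 and 0 with median scaling, 14 and 10 with the replicate block, 11 and 2 without CBD replicate 1, 432 and 224 without CBD replicate 2, 35 and 17 without THC replicate 3, and 0 and 0 with the compared groups alone (limma, 2004 at an unadjusted p under 0.05). The lists of CBD and THC shared 6 lower probes (independent lists 0.593, simulated shared controls with false calls alone 3.40, split controls 3.50). Over the detected probes the effects of CBD and THC correlated at r = 0.516 (simulated 0.317, split 0.329; covariance 0.0247, simulated 0.00800). Nfam1, Mertk, Kctd12, Pomgnt2, Slc29a2 and Cyrib missed the threshold in CBD against control without CBD replicate 1 (adjusted p = 0.135 to 0.767). Igfbp4 did not pass in CBD against control without any 1 of Cntr replicates 4 and 5 and CBD replicate 1 (adjusted p = 0.0519 to 0.999). Nfam1 no longer passed in CBD against THC without CBD replicate 1 or without THC replicate 3 (adjusted p = 0.777 and 0.0574). Kctd12 missed the threshold in CBD against THC without any 1 of Cntr replicates 1, 2, 3, 4, 5 and 6, LPS replicates 1, 2, 3, 4, 5 and 6, CBD replicate 1, THC replicates 1, 2 and 4 and THC_LPS replicates 1, 2, 3 and 4 (adjusted p = 0.0503 to 1.000). Mertk passed in CBD against THC without any 1 of Cntr replicate 3, CBD replicate 2, CBD_LPS replicates 1 and 2 and THC_LPS replicate 4 (adjusted p = 0.0107 to 0.0490). Another probe of Igfbp4 and Cyrib did not pass in CBD against control. Nfam1, Mertk, Kctd12, Igfbp4, Pomgnt2, Slc29a2 and Cyrib did not pass in CBD against control with the compared groups alone, Mertk with no background correction or with the authors' processed values, and Kctd12, Igfbp4, Pomgnt2, Slc29a2 and Cyrib with median scaling. Nfam1 and Kctd12 did not pass in CBD against THC with median scaling or with the compared groups alone, and Kctd12 with an offset of 50 or with array weights.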

CBD had also a much larger effect compared to THC on the number of downregulated genes, 524 gene products were downregulated by CBD and 36 by THC (**Figure 1A**).

The groups of LPS-upregulated and downregulated genes that showed a change in expression of ≥2-fold (p≤0.005) in either direction were subjected to gene ontology (GO) analysis allowing functional annotation using the DAVID Bioinformatics Resources and the KEGG pathways (**Figure S1**). 

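LPS raised the genes of the NF-κB pathway and its feedback inhibitors together. Of 30 measured genes of this list, 27 rose and 0 fell with LPS (28 and 0 adjusted over the list alone), and the median over the 27 members above background was 3.92-fold. Camera gave an adjusted p of 7.62e-44, and adjusted p = 7.87e-04 with an estimated correlation. Nfkbiz, a nuclear IκB protein, rose 15.0-fold (log2 3.91, standard error 0.41, adjusted p = 1.16e-06) and Tnfaip3, the inhibitor A20, 12.5-fold (log2 3.64, adjusted p = 4.08e-08). Nfkbia, the inhibitor IκBα, rose 3.39-fold (log2 1.76, adjusted p = 1.23e-05) and the NF-κB subunit Relb 3.96-fold (log2 1.98, adjusted p = 1.03e-09). Traf1, an adaptor of TNF receptors that was not well above background in control cells, rose at least 13.8-fold (adjusted p = 8.79e-14). Among 15 genes of cell cycle arrest and p53 targets, 5 rose and 2 fell (5 and 2 adjusted over the list alone). Cell cycle arrest and p53 target genes counted higher and lower were 4 and 1 with median scaling.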

All major Biological Processes, Cellular Components and Molecular Functions within GO for the LPS-upregulated transcripts, were for the most part, genes associated with the immune and defense responses as well as apoptosis and cell death. 

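Tap1, H2-K1 and Cd74, genes of antigen presentation, rose with LPS. Of 18 measured genes, 9 rose and 0 fell (10 and 1 adjusted over the list alone), with a median of 1.62-fold over the 13 members above background (camera, adjusted p = 5.33e-05, and adjusted p = 0.207 with an estimated correlation). Tap1, a peptide transporter, rose 3.06-fold (log2 1.61, standard error 0.30, adjusted p = 7.06e-04) and the class I heavy chain H2-K1 2.28-fold (log2 1.19, adjusted p = 0.00280). Cd74, the invariant chain of class II molecules, rose 1.54-fold (log2 0.63, adjusted p = 0.00569). The class II genes H2-Aa, H2-Ab1 and H2-Eb1 were not detected on any array. Of 11 phosphatases that inactivate MAP kinases, 4 rose and 2 fell with LPS (6 and 3 adjusted over the list alone). Dusp16, a phosphatase of JNK and p38, rose 5.16-fold (log2 2.37, adjusted p = 1.84e-10). Of 11 genes of the AP-1 family, 7 rose and 2 fell (7 and 2 adjusted over the list alone). MAPK phosphatases counted higher and lower were 3 and 1 without Cntr replicate 6 or with median scaling and 4 and 1 without any 1 of Cntr replicates 3 and 5 and LPS replicates 1, 2, 3, 5 and 6. AP-1 family counted higher and lower were 6 and 1 without LPS replicate 2 or with median scaling and 7 and 1 without any 1 of Cntr replicates 1, 2, 4 and 6 and LPS replicates 3, 5 and 6. Antigen presentation counted higher and lower were 5 and 0 with median scaling and 7 and 1 without LPS replicate 1. Cd74 did not pass with median scaling.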

KEGG database analysis included genes related to Toll-like receptor pathways and antigen processing as well as to the MAPK pathways. IPA global functional analysis of the LPS-upregulated and downregulated genes (≥2-fold; p≤ 0.005) confirmed the DAVID representation of genes within IPA-specific GO categories (**Figure S2**). IPA global functional analysis of the LPS-upregulated transcripts show gene products mainly implicated in cell-to-cell signaling, cellular movements, growth and proliferation, as well as cell death, immune response and signaling, including genes involved in the NF-κB pathway and in the activation of the liver X receptor/retinoic X receptor (LXR/RXR). The largest subsets of downregulated transcripts included genes known to be involved in the regulation of macromolecules and nucleotide metabolism, differentiation and development as well as regulation of gene expression and transcription (**Figures S1 and S2**).

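LPS lowered Bcl9l, Mef2c, Mertk, Pdk1, Egln1 and Daglb. Bcl9l, a coactivator of beta-catenin, was lower by 49.0% (log2 -0.97, standard error 0.06, adjusted p = 2.42e-09, n = 6 and 6 arrays). Among 21 genes of homeostatic microglia 6 fell and 3 rose (9 and 4 adjusted over the list alone), and Mef2c fell by 54.7% (log2 -1.14, adjusted p = 2.29e-04) and Mertk by 62.7% (log2 -1.42, adjusted p = 1.07e-08). Of 21 genes of glycolysis and the hypoxia response, 3 fell and 3 rose (3 and 3 adjusted over the list alone). Pdk1, which limits the entry of pyruvate into mitochondria, fell by 35.0% (log2 -0.62, adjusted p = 6.04e-04), and the oxygen sensor Egln1 by 34.8% (log2 -0.62, adjusted p = 3.92e-05). Daglb, which makes the endocannabinoid 2-arachidonoylglycerol, fell by 60.6% (log2 -1.34, adjusted p = 1.01e-04). Homeostatic microglia genes counted higher and lower were 0 and 3 with median scaling, 1 and 6 without any 1 of Cntr replicates 2 and 3 and THC replicates 1, 2, 3 and 4, 1 and 5 without any 1 of Cntr replicates 4, 5 and 6 and LPS replicate 2 and 0 and 7 without LPS replicate 1. Glycolysis and hypoxia response counted higher and lower were 1 and 0 with median scaling. Mef2c, Pdk1 and Egln1 did not pass with median scaling.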

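Table S2 of the paper gives, for each gene, the fold change of each treatment against control and the share by which the cannabinoid changed the response to LPS. Of its 183 entries, 169 different genes were measured here, and 165 of these rose with LPS. The list was chosen by the study on these samples and is not independent evidence of its direction. Ikbke, a kinase that activates interferon regulatory factors, rose 8.07-fold with LPS (log2 3.01, standard error 0.19, adjusted p = 1.08e-09) and Irf1, an interferon-induced transcription factor, 8.00-fold (log2 3.00, adjusted p = 3.32e-08). Gpr84, a receptor for medium-chain fatty acids, rose 13.0-fold (log2 3.70, adjusted p = 1.97e-11) and Slc2a6, a hexose transporter of lysosomes, 13.1-fold (log2 3.72, adjusted p = 1.65e-10). Klf7, a transcription factor, rose 3.65-fold (log2 1.87, adjusted p = 2.43e-10).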

A list of 183 LPS-upregulated genes (stimulated by 2-fold or more; p≤ 0.005) are presented in **Table S2**. This list includes LPS-upregulated genes that were (in most cases) significantly affected by CBD+LPS or by THC+LPS. They appear in the Table according to their categories and specific annotations based on their GO and IPA. The highly upregulated transcripts were related to inflammation, host defense and adaptive response. 

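LPS raised Lcn2, Hp, Il15, Tnfaip2, Tlr2, Socs3 and Cish. Lcn2, a siderophore-binding protein that was not well above background in control cells, rose at least 5.53-fold (adjusted p = 0.00970, n = 6 and 6 arrays), and Hp, the hemoglobin-binding protein haptoglobin, rose 10.3-fold (log2 3.37, standard error 0.71, adjusted p = 0.00226). Il15, a cytokine for natural killer cells, rose 4.11-fold (log2 2.04, adjusted p = 0.00994) and Tnfaip2, a protein of membrane nanotubes, 14.2-fold (log2 3.83, adjusted p = 4.10e-09). Tlr2, a receptor for bacterial lipoproteins, rose 3.06-fold (log2 1.61, adjusted p = 3.50e-06). Socs3, a feedback inhibitor of cytokine signaling, rose 19.3-fold (log2 4.27, adjusted p = 9.44e-09) and Cish, another member of its family, 13.6-fold (log2 3.76, adjusted p = 1.65e-06). Of 22 genes of the JAK/STAT pathway and its regulators, 7 rose and 3 fell with LPS (8 and 6 adjusted over the list alone). Another probe of Il15 did not pass. JAK/STAT pathway and regulators counted higher and lower were 5 and 1 with median scaling.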

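Cytokines and chemokines rose with LPS and none of them fell. Of 31 measured genes of this list, 19 rose and 0 fell (22 and 0 adjusted over the list alone), with a median of 4.11-fold over the 17 members above background (camera, adjusted p = 2.75e-25, and adjusted p = 0.0111 with an estimated correlation). The monocyte chemokines Ccl12, Ccl7 and Ccl2 rose 9.62-fold, 9.37-fold and 4.74-fold (log2 3.27, 3.23 and 2.25, standard errors 0.46, 0.50 and 0.40, adjusted p = 4.13e-05, 1.19e-04 and 4.68e-04). Il1a and Il6, cytokines that were not well above background in control cells, rose at least 10.5-fold and at least 4.49-fold (adjusted p = 4.39e-05 and 4.86e-05). Il18, a cytokine that induces interferon gamma, rose 3.90-fold (log2 1.96, adjusted p = 8.64e-06). Ccl4, a chemokine with high expression in control cells, did not pass (log2 0.74, 95% interval 0.22 to 1.26). Ccl4 reached the threshold without Cntr replicate 1 or without Cntr replicate 4 (adjusted p = 0.00795 and 0.0120). Another probe of Ccl4 passed.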

Inflammatory cytokines and chemokines together with their cognate receptors comprised a large group of more than 20 genes. Interferon related transcripts formed a significant population comprised of 12 genes. 

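Interferon-stimulated genes rose with LPS as a group. Of 40 measured genes of this list, 32 rose and 0 fell (35 and 0 adjusted over the list alone), with a median of 3.94-fold over the 32 members above background (camera, adjusted p = 2.93e-30, and adjusted p = 0.0392 with an estimated correlation). Isg15, a ubiquitin-like modifier, rose 20.6-fold (log2 4.36, standard error 0.51, adjusted p = 3.88e-06), Cmpk2, a mitochondrial nucleotide kinase, 19.3-fold (log2 4.27, adjusted p = 7.52e-07) and Rsad2, the antiviral protein viperin, 14.5-fold (log2 3.86, adjusted p = 5.89e-06). Ifit2, an antiviral RNA-binding protein, rose 14.4-fold (log2 3.85, adjusted p = 5.65e-08) and Usp18, which removes Isg15 from proteins, 10.6-fold (log2 3.41, adjusted p = 8.47e-05). Ifnb1, interferon beta itself, was not well above background in control cells and rose at least 5.11-fold (adjusted p = 6.41e-05).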

Based on GO and relevant literature references, genes were also classified into other functional categories including metabolic enzymes, membrane transport and secretion, kinases, phosphatases as well as transmembrane G-protein coupled receptors. The remainder of the LPS-upregulated genes was grouped according to their involvement in several other cellular processes such as apoptosis, proliferation and cell cycle progression, transcriptional and translational control as well as stress response. Additionally, we have identified a cluster of genes associated with regulation of extracellular matrix that are known to be involved in molecular recognition between cells, cell adhesion and migration. Genes implicated in cytoskeleton remodeling and control of cell motility and morphogenesis form a separate category.

The gene transcripts upregulated by LPS to the highest extent consist of *interleukin 1b* (*Il1b*; 135-fold), *colony stimulating factor 3 (Csf3*; 118-fold), *chemokine (C-X-C motif) ligand 2* (*Cxcl2*; also known as *MIP-2α*; 109-fold), *chemokine (C-X-C motif) ligand 10* (*Cxcl10*; 44-fold), *serum amyloid A3* (*Saa3*; 38-fold), *chemokine (C-C motif) receptor-like 2* (*Ccrl2*; 33-fold) and *CD69 antigen* (C*d69*; 30-fold); (**Table S2**).

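Il1b, the gene of interleukin 1 beta on chromosome 2 of GRCm38.p6 from 129364569 to 129371164, rose with LPS. Its log2 signal was 14.27 ± 0.44 (SD, n = 6) with LPS and 7.74 ± 0.05 (SD, n = 6) in control cells, a rise of 92.4-fold (log2 6.53, standard error 0.37, adjusted p = 3.05e-10). Cxcl2, a chemokine for neutrophils, rose at least 59.1-fold (adjusted p = 1.40e-15) and Csf3, the granulocyte growth factor, at least 49.0-fold (adjusted p = 7.42e-13), and both were not well above background in control cells. Saa3 rose 45.7-fold (log2 5.51, standard error 0.64, adjusted p = 4.09e-06), Cxcl10 38.3-fold (log2 5.26, standard error 0.25, adjusted p = 4.87e-11) and the chemerin receptor Ccrl2 25.9-fold (log2 4.69, standard error 0.31, adjusted p = 3.27e-09). Cd69 was not analysed here.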

Analysis of expression levels for the various transcripts affected by LPS showed that a much higher number of LPS-induced genes were significantly affected by pretreatment with CBD as compared to THC. 

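Genes that LPS had raised had larger fold changes against LPS with CBD than with THC, and few of them differed between the 2 in the direct test. Dusp2, a phosphatase of MAP kinases, was lower with CBD+LPS than with THC+LPS (log2 -1.29, standard error 0.28, adjusted p = 0.0314, n = 2 and 4 arrays), and Aqp9 was 7.19-fold higher (log2 2.85, standard error 0.38, adjusted p = 0.00112). Of the 345 probes raised 2-fold or more by LPS, 18 fell and 8 rose with CBD+LPS against LPS at an adjusted p under 0.05. With THC+LPS none passed this test of limma, and 3 were lower and none was higher at an unadjusted p of 0.005 or less. Their median absolute log2 fold change was 0.38 with CBD and 0.12 with THC. Fewer arrays make absolute changes larger by noise alone, and CBD+LPS has 2 arrays against 4 for THC+LPS. With CBD 66.4% of the 345 probes had a value below 0, and 45.2% with THC. Tested directly, CBD+LPS was lower than THC+LPS for 5 of these probes and higher for 1. Dusp2 missed the threshold without any 1 of CBD_LPS replicate 2 and THC_LPS replicates 2, 3 and 4 (adjusted p = 0.0544 to 0.667). Dusp2 and Aqp9 did not pass with median scaling or with the compared groups alone, and Dusp2 with array weights. The counts over all probes for CBD+LPS against LPS were 1324 at the threshold for counts, 462 without CBD_LPS replicate 2, 2006 without CBD_LPS replicate 1 and 429 with median scaling.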

From the 183 LPS-upregulated genes (by 2-fold or more; p≤0.005), 73 transcripts were inhibited by 30% or more, and 13 genes were repressed by more than 60% by CBD. These later genes are shown in **Table 1** and contain *Il-1b* (reduced by 81%), *dual specificity phosphatase 2* (*Dusp2*; by 78%), *chemokine (C-C motif) ligand 12* (*Ccl12*; by 77%), *chemokine (C-C motif) ligand 9* (*Ccl9*; by 76%), *endothelin 1* (*Edn1*; by 71%), *interferon beta 1* (*Ifnb1*; by 70%); *chemokine (C-C motif) ligand 7* (*Ccl7*; by 70%), *Cd69* by 69%, *formyl peptide receptor, related sequence 2* (*Fpr-rs2*; by 69%), *Il-1a* (by 68%), *interleukin 4 induced 1* (*Il4i1*; by 63%); *interleukin 27* (*Il27*; by 62%), *paired immunoglobin-like type 2 receptor alpha* (*Pilra*; by 62%), *matrix metalloproteinase 13* (*Mmp 13*; by 53%) and *chemokine (C-C motif) ligand 2* (*Ccl2*; by 52%).

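Of the 169 measured genes of Table S2, which was chosen by the study on these samples and is not independent evidence, 62 were lower with CBD+LPS than with LPS by 30% or more and 14 by more than 60%. At an adjusted p under 0.05, 9 of them fell (18 adjusted over the list alone), and all of these fell by 30% or more. The genes lower by 30% or more without passing the test included Irf7, an interferon regulatory factor (log2 -0.94, 95% interval -2.25 to 0.36), and Tnfsf9, a costimulatory ligand (log2 -0.89, 95% interval -1.45 to -0.33). Cysltr1, a receptor for leukotrienes, fell by 70.4% (log2 -1.76, standard error 0.29, adjusted p = 0.00202). Tnf, Nfkbiz and Ccl5 were nearly level, at log2 -0.22, 0.03 and -0.20 (95% intervals -0.99 to 0.55, -1.18 to 1.25 and -1.04 to 0.64). Cysltr1 did not pass without CBD_LPS replicate 2 (adjusted p = 0.205). Tnfsf9 reached the threshold without LPS replicate 4 (adjusted p = 0.0370). Cysltr1 had a log2 fold change of -2.48 without CBD_LPS replicate 1. Cysltr1 did not pass with median scaling or with the compared groups alone.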

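CBD lowered the LPS-raised signals of Il1b, Dusp2, Ccl9, Fpr2 and Il4i1 among the genes of Table 1. Il1b was lower by 81.7% than with LPS alone (log2 -2.45, standard error 0.52, adjusted p = 0.0122, n = 2 and 6 arrays) and Dusp2, on chromosome 2 of GRCm38.p6 from 127336159 to 127338377, by 78.4% (log2 -2.21, standard error 0.26, adjusted p = 6.73e-05). Ccl9, a monocyte chemokine, was lower by 77.9% (log2 -2.18, standard error 0.54, adjusted p = 0.0318), Fpr2, a receptor for formyl peptides, by 65.6% (log2 -1.54, adjusted p = 0.0438), and Il4i1, an amino acid oxidase, by 66.8% (log2 -1.59, adjusted p = 0.0235). The other genes of this table did not pass. Their log2 fold changes were -2.25 for Ccl12 (95% interval -3.63 to -0.88), -1.83 for the vasoconstrictor Edn1 (-2.98 to -0.68), -1.63 for Ifnb1 (-2.69 to -0.57), -1.79 for Ccl7 (-3.28 to -0.29) and -1.79 for Il1a (-3.26 to -0.32). For Il27, a cytokine of activated macrophages, the value was -1.08 (-2.17 to 0.0022), and for Pilra, an inhibitory receptor, -1.32 (-2.20 to -0.44). Table 1 was chosen by the study on these samples and is not independent evidence. For Ccl12 and Ccl2 the paper also gives PCR from independent experiments, in which CBD+LPS lay below LPS. Il1b and Il4i1 missed the threshold without CBD_LPS replicate 2 (adjusted p = 0.621 and 0.529). Ccl9 did not pass without any 1 of LPS replicates 1 and 2 and CBD_LPS replicate 2 (adjusted p = 0.0538 to 0.618). Fpr2 no longer passed without any 1 of Cntr replicates 1, 2, 3, 4, 5 and 6, LPS replicates 1, 2 and 3, THC replicates 3 and 4, CBD_LPS replicate 2 and THC_LPS replicate 2 (adjusted p = 0.0509 to 0.619). Ccl12 passed without Cntr replicate 4 or without CBD_LPS replicate 1 (adjusted p = 0.0314 and 0.0273). Edn1 passed without THC_LPS replicate 4 (adjusted p = 0.0402). Ifnb1 reached the threshold without LPS replicate 4 or without THC_LPS replicate 4 (adjusted p = 0.0319 and 0.0262). Pilra passed without THC replicate 1 (adjusted p = 0.0176). Il1b and Ccl9 had log2 fold changes of -3.92 and -2.91 without CBD_LPS replicate 1. Another probe of Ccl12 passed. Il1b, Ccl9, Fpr2 and Il4i1 did not pass with the compared groups alone, Ccl9 and Il4i1 with median scaling, and Ccl9, Fpr2 and Il4i1 with array weights. Fpr2 did not pass with no background correction or with the authors' processed values.

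**Figure D2:**
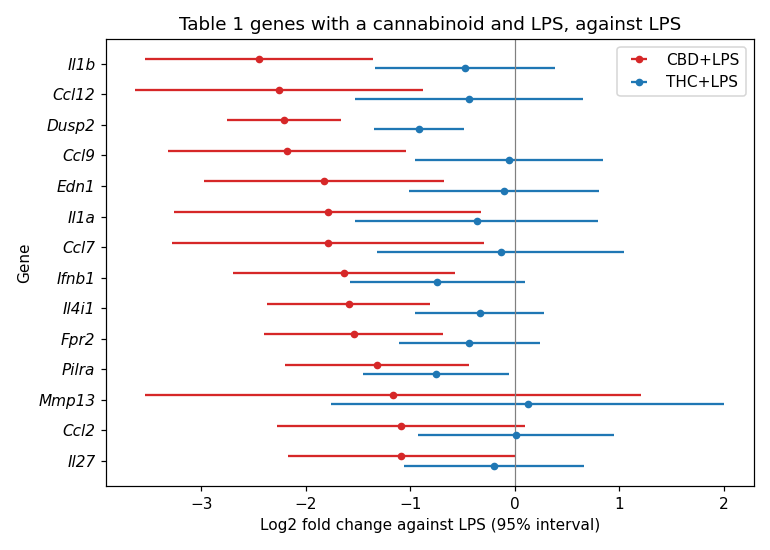
Log2 fold change against LPS of the measured Table 1 genes with CBD+LPS and with THC+LPS (points) and their 95% intervals (lines). With CBD+LPS all points lie below 0, and with THC+LPS they lie closer to 0.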

**Table 1:** Repressive effect of CBD and THC on LPS-upregulated genes.

Gene Name	Description	Accession	Fold Change (versus untreated)					Effect on LPS	
*Proinflammatory cytokines*			LPS	CBD+LPS	THC+LPS	CBD	THC	CBD	THC
*Il1b*	interleukin 1 beta	NM_008361	135.3	26.4	97.7	1.0	1.3	**−81%**	**−28%**
*Il1a*	interleukin 1 alpha	NM_010554	22.9	7.3	18.1	0.9	1.2	**−68%**	**−21%**
*Il27*	interleukin 27	NM_145636	7.7	2.9	6.8	0.9	1.0	**−62%**	**−12%**
***Anti-inflammatory cytokines***									
*Il4i1*	interleukin 4 induced 1	NM_010215.3	10.0	3.7	8.1	1.0	0.9	**−63%**	**−19%**
***Proinflammatory chemokines***									
*Ccl12*	chemokine (C-C motif) ligand 12	NM_011331	9.7	2.3	7.3	0.6	1.3	**−77%**	**−25%**
*Ccl7*	chemokine (C-C motif) ligand 7	NM_013654	8.6	2.5	7.9	0.3	1.2	**−70%**	**−9%**
*Ccl9*	chemokine (C-C motif) ligand 9	NM_011338.2	4.9	1.2	4.7	0.5	1.2	**−76%**	**−3%**
*Ccl2 (MCP-1)*	chemokine (C-C motif) ligand 2	NM_011333.3	4.5	2.1	4.5	0.3	1.0	**−52%**	**0%**
***Interferon regulated***									
*Ifnb1* *	interferon beta 1	NM_010510.1	11.1	3.3	6.9	1.2	1.0	**−70%**	**−38%**
***Host defense and adaptive response***									
*Cd69* **	CD69 antigen	NM_001033122	29.9	9.2	27.5	1.0	1.5	**−69%**	**−8%**
*Edn1* **	endothelin 1	NM_010104.2	11.8	3.4	11.2	0.9	1.0	**−71%**	**−5%**
*Pilra* **	paired immunoglobin-like type 2 receptor alpha	NM_153510.3	6.3	2.4	3.9	0.7	1.5	**−62%**	**−38%**
***Phosphatases***									
*Dusp2*	dual specificity phosphatase 2	NM_010090	3.1	0.7	1.7	0.6	1.0	**−78%**	**−45%**
***Motility and morphogenesis***									
*Fpr-rs2* **	formyl peptide receptor, related sequence 2	NM_008039.2	11.7	3.6	8.9	0.9	1.6	**−69%**	**−24%**
***Adhesion and migration***									
*Mmp13* *	matrix metalloproteinase 13	NM_008607.1	17.4	8.1	19	0.8	1.2	**−53%**	**9%**

* genes related to proinflammatory signaling.

** genes related to inflammatory responses.

When CBD was applied without LPS stimulation, it did not have a significant effect on these genes, except for *Ccl7, Ccl2* and *Ccl9* which were downregulated by CBD by 71.4%, 71.4% and 50%, respectively. 

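In cells without LPS, CBD left Il1b at its control level (log2 0.0031, 95% interval -1.09 to 1.09, n = 2 and 6 arrays), and none of Ccl7, Ccl2 and Ccl9 passed. Ccl2, the main chemokine for monocytes, had a log2 fold change of -2.06 (95% interval -3.24 to -0.87, adjusted p = 0.0589). Ccl7 had -1.99 (95% interval -3.48 to -0.50, adjusted p = 0.176) and Ccl9 -1.16 (95% interval -2.30 to -0.02, adjusted p = 0.373). Dusp2 had -0.55 (95% interval -1.10 to -0.01) and Ccl12 -0.54 (95% interval -1.92 to 0.83). Of 31 cytokines and chemokines, 0 rose and 0 fell with CBD alone (0 and 2 adjusted over the list alone; limma, 0 and 5 at an unadjusted p under 0.05). Ccl2 passed without Cntr replicate 5 or without THC replicate 3 (adjusted p = 0.0276 and 0.0407). Proinflammatory cytokines and chemokines counted higher and lower were 0 and 2 without Cntr replicate 5 and 0 and 1 without any 1 of THC replicates 1, 2 and 3.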

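Cytokines and chemokines as a list were lower with CBD+LPS than with LPS at the preset correlation alone, with few single genes past the test. Of 31 measured genes fixed beforehand, 2 fell and 1 rose (6 and 1 adjusted over the list alone). Their median over the 23 members above background was log2 -0.79 (camera, adjusted p = 1.82e-04, and adjusted p = 0.580 with an estimated correlation). Cxcl16, a membrane-bound chemokine and scavenger receptor, was the member that rose (log2 0.48, standard error 0.09, adjusted p = 0.00589). Of 40 interferon-stimulated genes, 0 fell and 0 rose (0 and 0 adjusted over the list alone; limma, 2 lower and 0 higher at an unadjusted p under 0.05), with a median of log2 -0.36 over the 34 members above background (camera, adjusted p = 0.00885, and adjusted p = 0.658 with an estimated correlation). Usp18 stood at -0.94 (95% interval -2.47 to 0.59) and Isg15 at -0.67 (-2.17 to 0.82). In the study's own categories, chosen on these samples and not independent evidence, the median effect of CBD was -43.0% over 13 genes of cytokines and receptors, -39.9% over 10 of chemokines and -36.5% over 13 interferon regulated genes. Cxcl16 no longer passed without CBD_LPS replicate 2 (adjusted p = 0.415). Proinflammatory cytokines and chemokines counted higher and lower were 0 and 1 with median scaling, 1 and 4 without Cntr replicate 4, 1 and 1 without any 1 of LPS replicates 1 and 2 and 1 and 5 without CBD_LPS replicate 1. Of the same proinflammatory cytokines and chemokines these were 0 and 0 without CBD_LPS replicate 2. Interferon-stimulated genes counted higher and lower were 0 and 1 without CBD_LPS replicate 1. Cxcl16 did not pass with median scaling or with the compared groups alone.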

Careful evaluation of the list of genes reveals that the inhibitory effect of CBD on LPS-upregulated genes was concentrated mainly within gene categories related to inflammation. These included cytokines and chemokines, interferon regulated components of the immune response as well as molecules involved in host defense and adaptive immune response. 

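In the categories of Table S2 other than cytokines, chemokines and interferon-regulated genes, the median effect of CBD on the LPS response was negative for some and positive for others. The study chose these categories on the same samples, so they are not independent evidence. The median was -21.7% for 17 genes of host defense, -15.6% for 11 regulatory molecules, -22.8% for 5 kinases, -26.5% for 8 metabolic enzymes and -16.8% for 3 G protein-coupled receptors. For 18 genes of transcription it was 1.10%, and for 5 phosphatases 70.4%. Klf7 had a log2 fold change of -0.35 with CBD+LPS against LPS (95% interval -0.65 to -0.04), Ikbke of 0.07 (-0.48 to 0.62), Gpr84 of -0.27 (-0.76 to 0.23) and Slc2a6 of 0.23 (-0.35 to 0.81), and none of them passed. No test compared the categories with each other.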

The inhibitory effect of CBD on LPS-upregulated genes was less strong on other gene products such as those for regulatory molecules, kinases, phosphatases, metabolic enzymes, G protein-coupled receptors and molecules related to regulation of transcription.

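None of the LPS-raised genes passed the test with THC+LPS against LPS. Dusp2 had a log2 fold change of -0.92 (95% interval -1.35 to -0.49, n = 4 and 6 arrays), Pilra of -0.75 (-1.45 to -0.05) and Ifnb1 of -0.74 (-1.58 to 0.10). Il1b stood at -0.47 (-1.33 to 0.39), Ccl12 at -0.44 (-1.52 to 0.65), Fpr2 at -0.43 (-1.11 to 0.24) and Il1a at -0.36 (-1.53 to 0.80). Directly compared, Il1b was at log2 -1.98 with CBD+LPS against THC+LPS (95% interval -3.13 to -0.82, adjusted p = 0.114), Ccl12 at -1.82 (-3.28 to -0.36, adjusted p = 0.289) and Ccl9 at -2.12 (-3.33 to -0.91, adjusted p = 0.103), and none of these differences passed. Of 31 cytokines and chemokines none was called (0 higher and 0 lower adjusted over the list alone; limma, 0 and 0 at an unadjusted p under 0.05), with a median of log2 -0.05 over the 24 members above background. With CBD+LPS against THC+LPS, 1 gene of this list was higher and 0 lower (1 and 4 adjusted over the list alone). Camera passed the list as lower at the preset correlation (adjusted p = 8.96e-04) and not with an estimated correlation (adjusted p = 0.509). Il1b and Ccl9 passed in CBD+LPS against THC+LPS without CBD_LPS replicate 1 (adjusted p = 3.58e-04 and 0.0261). Proinflammatory cytokines and chemokines counted higher and lower in CBD+LPS against THC+LPS were 0 and 0 without any 1 of CBD_LPS replicate 2 and THC_LPS replicates 1, 2 and 3 or with median scaling, 1 and 1 without LPS replicate 4 and 1 and 4 without CBD_LPS replicate 1.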

THC inhibited the expression of only some of the LPS-upregulated genes and in most cases its effect was smaller than that of CBD: *Dusp2* was reduced by 45%; *Ifnb1*, by 38%; *Pilra*, by 38%; *IL-1b*, by 28%; *Ccl12*, by 25%; *Fpr-rs2*, by 24% and *IL-1a*, by 21%); (**Table 1**). The expression of genes downregulated exclusively by THC by more than 30% included only *haptoglobin* (*Hp*; reduced by 45%); (**Table S2**). 

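Hp had a log2 fold change of -0.89 with THC+LPS against LPS (95% interval -2.55 to 0.78, adjusted p = 1.000, n = 4 and 6 arrays) and of 0.53 with CBD+LPS against LPS (95% interval -1.57 to 2.63), and neither passed. The difference between CBD+LPS and THC+LPS was 1.42 (95% interval -0.81 to 3.65, adjusted p = 0.714). In cells without LPS Hp stood at 1.04 with THC (95% interval -0.62 to 2.71). Hp was also among the genes that varied most between arrays of the same group, with log2 signals on the LPS arrays from 9.85 to 12.76. Of the measured genes of Table S2, chosen by the study and not independent evidence, 4 were lower by 30% or more with THC+LPS and none passed (1 adjusted over the list alone).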

Analyzing the relationship (using DAVID Bioinformatics, KEGG pathways and BioCarta pathway maps) between the list of genes affected by LPS and those downregulated when CBD or THC were added, we found that the downregulated genes are related to a number of inflammatory pathways including Toll-like receptor, Jak/STAT, IL-10 or IFNβ signaling pathways.

Interestingly, we found a significant number of LPS-upregulated genes whose expression was increased by CBD pretreatment. CBD enhanced the expression of 165 genes from the list of the ≥2-fold LPS-upregulated genes (**Table S2**). 

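Among measured genes of Table S2, 52 had a CBD effect above 0 and 29 an effect of 30% or more. At an adjusted p under 0.05, 7 of them rose (9 adjusted over the list alone), in a list chosen by the study that is not independent evidence. Relb stood at log2 0.32 (95% interval -0.04 to 0.68), Cdkn1a at 0.44 (-0.34 to 1.22) and Ppp1r15a, a phosphatase subunit of the stress response, at 0.44 (-0.13 to 1.01), and none passed. By the study's categories the median CBD effect was 18.4% over 8 genes of membrane transport and 36.1% over 5 of the cell cycle. It was -2.75% over 9 genes of apoptosis and -16.3% over 21 of adhesion and migration. With THC 8 genes had an effect of 30% or more and none passed (limma).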

The expression of 28 of these genes was enhanced by more than 30%. These genes were present mainly within the categories of regulation of transcription, cell cycle and proliferation, apoptosis, membrane transport and secretion, phosphatases, cell adhesion as well as of host defense and adaptive responses. Among them, we would like to mention (**Table 2**) 15 genes whose expression was largely enhanced by CBD. These included *aquaporin 9* (*Aqp9*; upregulated by 877%), growth differentiation factor 15 (*Gdf15*; also known as macrophage inhibitory cytokine 1, *MIC-1*; by 592%), *lipocalin 2* (*Lcn2*; by 421%), *Cdkn2b/p15* (by 314%), *prostaglandin 1 receptor* (*Ptgir*; by 207%), *solute carrier family 7 member 11* (*Slc7a11*; by 157%), *sequestosome 1/p62* (*Sqstm1/p62*; by 117%), *Jun dimerization protein 2* (*Jundm2*; by 117%); *villin 2* (*Vil2*; by 110%), *dual specificity phosphatase 8* (*Dusp8*; by 107%), *nuclear protein 1/p8* (*Nupr1/p8*; by 107%), *mucolipin 2* (*Mcoln2/TRPML2*; by 104%), *Dusp1* (by 103%), *C-type (calcium dependent*, *carbohydrate recognition domain) lectin* (*Clecsf9*; by 59%) and *homocysteine-inducible*, *endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1* (*Herpud1*; 37%). It is important to note that synergistic-like effect between CBD and LPS was observed regarding the expression of *Aqp9, Gdf15, Lcn2, Cdkn2b, Ptgir, Slc7a11* and *Clecsf9*.

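Aqp9, Cdkn2b, Slc7a11, Sqstm1, Jdp2, Mcoln2 and Dusp8 rose with CBD+LPS above their level with LPS. Aqp9, on chromosome 9 of GRCm38.p6 from 71110659 to 71167849, rose 11.6-fold (log2 3.53, standard error 0.36, adjusted p = 2.09e-05, n = 2 and 6 arrays) and the cell cycle inhibitor Cdkn2b 4.51-fold (log2 2.17, standard error 0.46, adjusted p = 0.0121). Slc7a11, which imports cystine, rose 2.77-fold (log2 1.47, adjusted p = 0.0422), Sqstm1 2.19-fold (log2 1.13, adjusted p = 0.0226), the AP-1 repressor Jdp2 2.28-fold (log2 1.19, adjusted p = 0.0276) and the lysosomal channel Mcoln2 2.08-fold (log2 1.06, adjusted p = 0.0103). Lcn2 had a log2 fold change of 2.53 (95% interval 0.61 to 4.44), the prostacyclin receptor Ptgir of 1.74 (0.36 to 3.12) and Nupr1 of 1.08 (0.29 to 1.86), and none of these passed. Ezr, a linker of membrane and actin, stood at 1.10 (95% interval 0.21 to 1.99), Clec4e at 0.60 (-0.35 to 1.55) and Herpud1 at 0.47 (0.02 to 0.93), and none passed. For Ptgir the paper also gives PCR, in which CBD+LPS lay above LPS. Gdf15 was not analysed here. Cdkn2b, Sqstm1, Jdp2 and Mcoln2 did not pass without CBD_LPS replicate 2 (adjusted p = 0.477, 0.384, 0.414 and 0.532). Slc7a11 no longer passed without any 1 of Cntr replicates 1, 2, 3, 4 and 5, LPS replicates 1, 2, 3, 5 and 6, THC replicates 2, 3 and 4, CBD_LPS replicate 2 and THC_LPS replicates 2, 3 and 4 (adjusted p = 0.0505 to 0.748). Lcn2 passed without THC replicate 1 or without CBD_LPS replicate 1 (adjusted p = 0.00905 and 0.0440). Ptgir and Ezr passed without CBD_LPS replicate 1 (adjusted p = 0.00692 and 0.00781). Cdkn2b and Slc7a11 had log2 fold changes of 2.95 and 2.19 without CBD_LPS replicate 1. Cdkn2b, Slc7a11, Sqstm1, Jdp2 and Mcoln2 did not pass with the compared groups alone, Slc7a11, Sqstm1, Jdp2 and Mcoln2 with median scaling, and Slc7a11, Sqstm1 and Jdp2 with array weights.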

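None of Aqp9, Cdkn2b, Slc7a11, Lcn2, Ptgir and Clec4e passed the test for an interaction of CBD with LPS on the log2 scale. The interaction, which is the effect of CBD with LPS less its effect without, was -0.26 for Aqp9 (95% interval -1.33 to 0.81, adjusted p = 1.000), 0.50 for Cdkn2b (-0.86 to 1.87, adjusted p = 1.000) and -0.88 for Slc7a11 (-2.02 to 0.27, adjusted p = 1.000). Ptgir had -0.20 (95% interval -2.15 to 1.76) and Clec4e -0.33 (-1.67 to 1.02). Lcn2 did not pass (adjusted p = 1.000) and is given no value, since it was not well above background in control cells. On the linear scale of the signal, the rise with CBD+LPS over control was 1.91 times the sum of the rises with LPS and CBD alone for Aqp9, 2.39 times for Cdkn2b and 1.65 times for Slc7a11. It was 1.80 times for Ptgir and 1.38 times for Clec4e, and these ratios were not tested. Over all probes 0 were higher and 2 lower in the test of the CBD by LPS interaction (limma, 1188 at an unadjusted p under 0.05). The counts were 64 and 14 without CBD_LPS replicate 1, 8 and 3 without CBD_LPS replicate 2, 5 and 45 without CBD replicate 2, and 0 and 0 without CBD replicate 1 (1097 at an unadjusted p under 0.05).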

**Table 2:** Enhanced effect of CBD and THC on LPS-upregulated genes.

Gene Name	Description	Accession	Fold Change (versus untreated)					Effect on LPS	
*Anti-inflammatory cytokines*			LPS	CBD+LPS	THC+LPS	CBD	THC	CBD	THC
*Gdf15*	growth differentiation factor 15	NM_011819.2	8.1	55.7	15.5	8.2	2.4	592%	92%
***Regulatory molecules***									
*Sqstm1/p62*	sequestosome 1	NM_011018	2.3	5.1	3.3	3.2	1.2	117%	40%
***Membrane transport and secretion***									
*Slc7a11*	solute carrier family 7 (cationic amino acid transporter, y+ system), member 11	NM_011990.1	8.0	20.5	10.1	7.1	1.7	157%	26%
*Aqp9*	aquaporin 9	NM_022026.2	3.1	30.3	4.8	14.3	2.0	877%	55%
*Mcoln2 (TRPML2)*	mucolipin 2	NM_026656.4	2.8	5.7	3.6	1.8	1.3	104%	28%
***Phosphatases***									
*Dusp1 (MKP-1)*	dual specificity phosphatase 1	NM_013642	2.5	5.1	2.9	2.8	1.1	103%	16%
*Dusp8*	dual specificity phosphatase 8	NM_008748	2.5	5.1	2.5	1.6	1.0	107%	0%
***G protein-coupled receptors***									
*Ptgir*	prostaglandin I receptor	NM_008967.1	3.8	11.7	4.3	5.4	1.3	207%	13%
***Apoptosis***									
*Lcn2*	lipocalin 2	NM_008491.1	13.3	69.1	10.9	2.5	2.5	421%	−18%
***Regulation of transcription***									
*Nupr1*	nuclear protein 1	NM_019738.1	4.3	8.8	5.4	7.9	2.0	107%	27%
*Jundm2*	Jun dimerization protein 2	NM_030887.2	3.0	6.5	4.1	3.0	1.5	117%	38%
***Cell cycle and proliferation***									
*Cdkn2b*	cyclin-dependent kinase inhibitor 2B (p15,inhibits CDK4)	NM_007670.2	2.2	9.1	3.1	2.9	1.1	314%	41%
***Stress response***									
*Herpud1*	homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1	NM_022331.1	3.2	4.4	4.6	3.3	2.3	37%	42%
***Adhesion and migration***									
*Clecsf9* *	C-type (calcium dependent, carbohydrate recognition domain) lectin	NM_019948.2	20.3	32.3	26.5	2.3	1.7	59%	30%
*Vil2/Ezrin*	villin 2	NM_009510.2	2.6	5.4	2.9	1.6	1.0	110%	12%

* gene involved in proinflammatory signaling.

In contrast to CBD, a smaller number of LPS-upregulated genes showed increased expression as a result of treatment with THC+LPS (**Table 2**). These included *Gdf15* (enhanced by 92%), *Aqp9* (by 55%), *interleukin 15* (*Il15*; by 47%), *Herpud1* (by 42%), *Cdkn2b* (by 41%), *Sqstm1/p62* (by 40%), *Jundm2* (by38%) and *Clecsf9* (by 30%). 

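With THC+LPS against LPS no gene of Table 2 passed, and the values of those that follow lay above 0. Aqp9 had a log2 fold change of 0.69 (95% interval 0.09 to 1.28, n = 4 and 6 arrays), Il15 of 0.75 (-0.46 to 1.96) and Herpud1 of 0.54 (0.18 to 0.90). Cdkn2b stood at 0.56 (-0.21 to 1.32), Sqstm1 at 0.50 (0.06 to 0.94), Jdp2 at 0.50 (0.02 to 0.98) and Clec4e at 0.38 (-0.37 to 1.13). The difference between CBD+LPS and THC+LPS in Sqstm1 was 0.63 (95% interval 0.05 to 1.22), in Jdp2 0.69 (0.05 to 1.33) and in Herpud1 -0.07 (-0.55 to 0.41), and none passed. The interaction of THC and LPS for Clec4e was -0.17 (95% interval -1.23 to 0.89), and its rise with THC+LPS over control was 1.20 times the sum of the rises with LPS and THC alone.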

From these transcripts, only two gene products, *Gdf15* and *Clecsf9*, were induced synergistically by the combination of THC+LPS. As for the remainder of THC sensitive genes, only in two cases we have seen enhancement of the LPS-upregulated mRNA expression levels by THC and not by CBD. These included *guanylate nucleotide binding protein 5* (*Gbp5*; 36%) and *myxovirus resistance 1* (*Mx1*; 33%); (**Table S2**).

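Gbp5, an interferon-induced guanylate-binding protein, had a log2 fold change of 0.31 with THC+LPS against LPS (95% interval -0.24 to 0.87, adjusted p = 1.000, n = 4 and 6 arrays) and of 0.02 with CBD+LPS against LPS (95% interval -0.68 to 0.73). The difference between CBD+LPS and THC+LPS was -0.29 (95% interval -1.04 to 0.46, adjusted p = 0.859), and none of these passed. LPS alone raised Gbp5 at least 1.66-fold (adjusted p = 0.0214), and it was not well above background in control cells. Of 40 interferon-stimulated genes none was called with THC+LPS against LPS (0 higher and 0 lower adjusted over the list alone; limma, 0 and 0 at an unadjusted p under 0.05), with a median of log2 0.07 over the 34 members above background (camera, adjusted p = 0.378). With CBD+LPS against THC+LPS the list had a median of log2 -0.49. Camera passed it as lower at the preset correlation (adjusted p = 3.80e-04) and not with an estimated correlation (adjusted p = 0.610). In this comparison 0 genes were lower and 0 higher (0 and 0 adjusted over the list alone, and 1 and 0 by limma at an unadjusted p under 0.05). Mx1 was not analysed here. Gbp5 no longer passed in LPS against control without LPS replicate 1 (adjusted p = 0.0582).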

As for the 145 transcripts that were downregulated by ≥2-fold (i.e., by 50% or more; p≤ 0.005) after LPS treatment, **Table S3** shows 82 gene products that were affected by CBD+LPS or by THC+LPS. 

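LPS lowered genes of the G1/S transition and of DNA replication. Of 35 measured genes of the cell cycle and DNA replication, 15 fell and 0 rose (20 and 0 adjusted over the list alone), with a median of log2 -0.35 over the 31 members above background (camera, adjusted p = 3.51e-09, and adjusted p = 0.0392 with an estimated correlation). The transcription factor E2f2 was lower by 73.2% (log2 -1.90, standard error 0.14, adjusted p = 1.72e-08), Ccne1 by 53.6% (log2 -1.11, adjusted p = 6.25e-04) and Ccnd1 by 56.6% (log2 -1.20, adjusted p = 2.46e-04). Cdc6, which licenses replication origins, was lower by 50.2% (log2 -1.01, adjusted p = 6.13e-05), and Mcm2 and Mcm5, subunits of the replicative helicase, by 29.8% and 22.0% (log2 -0.51 and -0.36, adjusted p = 1.41e-04 and 8.95e-05). Another probe of E2f2 and Cdc6 did not pass. Cell cycle and DNA replication counted higher and lower were 0 and 5 with median scaling and 1 and 14 without Cntr replicate 4. Ccnd1, Mcm2 and Mcm5 did not pass with median scaling.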

The largest subsets of LPS-downregulated transcripts include genes known to be involved in cell cycle and proliferation, as well as in regulation of gene expression and transcription. 

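Gpr183, the oxysterol receptor, fell by 90.8% with LPS (log2 -3.43, standard error 0.30, adjusted p = 1.01e-07, n = 6 and 6 arrays). Klhl6, an adaptor of ubiquitin ligases in B cells, fell by 88.8% (log2 -3.15, standard error 0.24, adjusted p = 2.27e-08), Cytip, a binding partner of cytohesins, by 83.7% (log2 -2.62, adjusted p = 3.91e-07) and the hematopoietic transcription factor Lyl1 by 83.4% (log2 -2.59, adjusted p = 4.38e-05). The costimulatory receptor Cd28 fell by 81.0% (log2 -2.40, adjusted p = 3.21e-07), the sialyltransferase St6gal1 by 80.9% (log2 -2.39, adjusted p = 1.75e-07), the chemokine receptor Cxcr4 by 79.3% (log2 -2.27, adjusted p = 1.23e-07) and Usp2 by 73.9% (log2 -1.94, adjusted p = 1.10e-07). Sesn1 was not analysed here.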

Among the 33 genes that were downregulated by LPS treatment by ≥3-fold (i.e., by 75% or more; p≤0.005), the most affected genes included *Epstein-Barr virus induced gene 2/G protein-coupled receptor 183* (*Ebi2/Gpr183*; reduced by 89%), *kelch-like 6* (*Klhl6*; by 87.5%), *lymphoblastomic leukemia* (*Lyl1*; by 81.5%), *pleckstrin homology, sec7 and coiled-coil domains, binding protein* (*Pscdbp*; by 80.8%), *beta galactoside alpha 2,6 sialyltransferase 1* (*St6gal1*; by 78.7%), *sestrin 1* (*Sesn1*; by 77.3%), *ubiquitin specific protease 2, transcript variant 2* (*Usp2*; by 76.7%), *CD28 antigen* (*Cd28*; by 75.6%) and *c-mer proto-oncogene tyrosine kinase* (*Mertk*; by 75%); (**Table S3**).

From the 82 LPS-downregulated genes presented in **Table S3**, CBD pretreatment counteracted the reduction in mRNA levels of 16 genes (by 30% or more) and 2 were affected by more than 60%. These genes almost exclusively belong to the functional categories of cell adhesion and migration, motility and morphogenesis, regulation of transcription as well as of membrane transport and secretion. These genes (**Table 3**) include *neurophilin 1(Nrp1*; whose reduction was completely abolished), *neural precursor cell expressed developmentally down-regulated gene 9 (Nedd9*; reversed by 69%), *basic helix-loop-helix domain containing class B2 (Bhlhb2*; by 56%), *unc-5 homolog B (Unc5b*; by 53%), *Cd28* (by 49%), *SRY-box containing gene 4* (*Sox4*; by 42%) and *potassium channel, subfamily K, member 13* (*Kcnk13*; by 42%). 

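Of 73 measured genes of Table S3, 72 fell with LPS. The reduction was smaller with CBD+LPS by 30% or more in 11 genes and by more than 60% in 1, and it was deepened by 30% or more in 13. At an adjusted p under 0.05, 5 genes were higher with CBD+LPS than with LPS and 3 lower. The table was chosen by the study on these samples and is not independent evidence. E2f2 rose 1.74-fold with CBD+LPS against LPS (log2 0.80, standard error 0.20, adjusted p = 0.0355). Over all 142 probes lowered 2-fold or more by LPS, 13 were higher and 4 lower with CBD+LPS than with LPS, and P2ry1, St6gal1 and Lyl1 were not among them (log2 0.37, 0.27 and 0.35, 95% intervals -0.06 to 0.80, -0.37 to 0.91 and -0.75 to 1.44). E2f2 missed the threshold without any 1 of LPS replicates 3, 5 and 6 and CBD_LPS replicate 2 (adjusted p = 0.0583 to 0.855). Another probe of E2f2 did not pass. E2f2 did not pass with median scaling or with the compared groups alone or with array weights.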

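Nrp1, a coreceptor for semaphorins and VEGF, rose 3.78-fold with CBD+LPS above its level with LPS (log2 1.92, standard error 0.30, adjusted p = 0.00117, n = 2 and 6 arrays), and Cd28 rose 2.42-fold (log2 1.28, standard error 0.32, adjusted p = 0.0335). Unc5b, a netrin receptor, had a log2 fold change of 1.10 (95% interval 0.15 to 2.05), the transcription factor Bhlhe40 of 1.26 (0.12 to 2.41) and the potassium channel Kcnk13 of 0.86 (0.35 to 1.37), and none of these passed. LPS had lowered Nrp1 by 71.7% (log2 -1.82, adjusted p = 3.89e-06), Unc5b by 67.1% (log2 -1.60, adjusted p = 0.00143), Bhlhe40 by 64.1% (log2 -1.48, adjusted p = 0.0126) and Kcnk13 by 57.2% (log2 -1.22, adjusted p = 3.70e-05). Sox4, a transcription factor, was not well above background with LPS and did not pass with CBD+LPS against LPS (adjusted p = 0.700). Nedd9 was not analysed here, and Table 3 is a choice of the study that is not independent evidence. Nrp1 did not pass in CBD+LPS against LPS without CBD_LPS replicate 2 (adjusted p = 0.126). Cd28 no longer passed in CBD+LPS against LPS without any 1 of LPS replicates 1, 2, 3 and 6 and CBD_LPS replicate 2 (adjusted p = 0.0508 to 0.796). Unc5b and Bhlhe40 passed in CBD+LPS against LPS without CBD_LPS replicate 1 (adjusted p = 0.0373 and 0.0220). Kcnk13 passed in CBD+LPS against LPS without Cntr replicate 4 or without CBD_LPS replicate 1 (adjusted p = 0.0485 and 0.00124). Cd28 had a log2 fold change of 2.05 in CBD+LPS against LPS without CBD_LPS replicate 1. Another probe of Cd28 did not pass in CBD+LPS against LPS. Nrp1 and Cd28 did not pass in CBD+LPS against LPS with the compared groups alone, and Cd28 with median scaling or with array weights.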

Treatment with THC resulted in a much weaker attenuation of the LPS-induced downregulation of gene expression and only in the case of *Nrp1* exceeded 30%. 

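None of the LPS-lowered genes passed with THC+LPS against LPS. Nrp1 had a log2 fold change of 0.56 (95% interval 0.07 to 1.05, n = 4 and 6 arrays), Kcnk13 of 0.51 (0.10 to 0.91), Bhlhe40 of 0.47 (-0.44 to 1.37) and Cd28 of 0.37 (-0.16 to 0.91). The difference between CBD+LPS and THC+LPS in Nrp1 was 1.36 (95% interval 0.70 to 2.02, adjusted p = 0.0506) and in Bhlhe40 0.80 (-0.42 to 2.01, adjusted p = 0.700). Of the measured genes of Table S3, a list of the study that is not independent evidence, 1 had a reduction smaller by 30% or more with THC. Nrp1 reached the threshold in CBD+LPS against THC+LPS without any 1 of CBD replicates 1 and 2, THC replicates 1 and 2 and CBD_LPS replicate 1 (adjusted p = 0.00558 to 0.0495).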

DAVID Bioinformatics Resources and KEGG pathway analyses identify *Nrp1* and *Unc5b* as genes related to axon guidance and *Nedd9* as a gene related to adherens junction dynamics.

**Table 3:** Opposing effects of CBD and THC on LPS-downregulated genes.

Gene Name	Description	Accession	Fold Change (versus untreated)					Effect on LPS	
*Adhesion and migration*			LPS	CBD+LPS	THC+LPS	CBD	THC	CBD	THC
*Cd28* *	CD28 antigen	NM_007642.2	−4.1	−2.1	−3.3	1.3	−1.2	**−49%**	**−20%**
*Nrp1*	neuropilin 1	NM_008737.1	−3.4	0.0	−2.2	1.6	−1.1	**−100%**	**−33%**
*Unc5b*	unc-5 homolog B (C. elegans)	NM_029770.1	−2.9	1.4	−2.4	1.7	−1.4	**−53%**	**−15%**
***Motility and morphogenesis***									
*Nedd9*	neural precursor cell expressed, developmentally down-regulated gene 9	NM_017464.2	−2.8	−0.9	−2.3	−1.0	−1.4	**−69%**	**−20%**
***Membrane transport and secretion***									
*Kcnk13*	potassium channel, subfamily K, member 13	NM_146037.1	−2.2	−1.3	−1.6	−0.9	−0.9	**−42%**	**−27%**
***Regulation of transcription***									
*Sox4*	SRY-box containing gene 4	NM_009238.1	−3.1	−1.8	−2.8	2.1	0.9	**−42%**	**−10%**
*Bhlhb2*	basic helix-loop-helix domain containing, class B2	NM_011498.4	−2.5	−1.1	−1.9	1.0	1.0	**−56%**	**−24%**

* gene related to inflammatory responses.

In several cases, we have observed that treatment with CBD further potentiated the LPS-downregulation of some genes. These genes were spotted across almost all identified gene categories; however they were particularly concentrated within those related to cell cycle and proliferation, stress response, metabolic processes and phosphatases. Thus, CBD significantly enhanced the LPS-downregulation of a number of important genes including *cyclin D1* (*Ccnd1*; by additional 155%), *Pscdbp* (by 111%), *myocyte enhancer factor 2c* (*Mef2c*, by 95%), *Cxcl14* (by 93%), *paladin* (*Pald*; by 88%), *Ebi2/Gpr183* (by 82%), *Klhl6* (by 72%) and *RAS guanyl releasing protein 3 (Rasgrp3*, by 66%), *heat shock 70 kDa protein 5 binding protein 1* (*Hspa5bp1*, by 64%); *zinc finger protein 36, C3H type-like 1* (*Zfp 36l1*, by 61%), *carbohydrate sulfotransferase 10* (*Chst10*, by 59%) and *SH3-binding kinase* (*Sbk*, by 51%); (**Table 4**). 

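Ccnd1 fell by a further 71.2% with CBD+LPS below its level with LPS (log2 -1.80, standard error 0.29, adjusted p = 0.00133, n = 2 and 6 arrays), Mef2c by 49.9% (log2 -1.00, standard error 0.27, adjusted p = 0.0478) and Pald1, a phosphatase-like protein, by 36.3% (log2 -0.65, adjusted p = 0.0247). Cytip had a log2 fold change of -0.92 (95% interval -1.68 to -0.17), Klhl6 of -0.89 (-1.61 to -0.16), Gpr183 of -0.54 (-1.42 to 0.34) and Rasgrp3, an activator of Ras, of -0.77 (-1.31 to -0.23), and none passed. Nor did Cxcl14, a chemokine (log2 -0.25, 95% interval -0.90 to 0.39), Tmem132a (log2 -0.64, 95% interval -1.71 to 0.43) or the sulfotransferase Chst10 (log2 -0.68, 95% interval -1.80 to 0.45). Tgfbr2 and Cx3cr1, receptors for TGF-beta and fractalkine that mark homeostatic microglia, fell by 44.5% and 49.3% (log2 -0.85 and -0.98, adjusted p = 0.0102 and 0.0238). In the list of homeostatic microglia, 3 of 21 measured genes fell and 0 rose with CBD+LPS against LPS (6 and 0 adjusted over the list alone; camera, adjusted p = 3.93e-05, and adjusted p = 0.274 with an estimated correlation). Ccnd1, Pald1, Tgfbr2 and Cx3cr1 missed the threshold without CBD_LPS replicate 2 (adjusted p = 0.137, 0.506, 0.418 and 0.389). Mef2c did not pass without any 1 of Cntr replicates 1, 2, 3, 4, 5 and 6, LPS replicates 1, 2, 3, 5 and 6, THC replicates 2, 3 and 4, CBD_LPS replicate 2 and THC_LPS replicates 1, 2, 3 and 4 (adjusted p = 0.0505 to 0.884). Rasgrp3 reached the threshold without CBD_LPS replicate 1 (adjusted p = 0.00600). Ccnd1 and Mef2c had log2 fold changes of -2.59 and -1.70 without CBD_LPS replicate 1. Another probe of Ccnd1, Mef2c and Tgfbr2 did not pass. Homeostatic microglia genes counted higher and lower were 0 and 0 without CBD_LPS replicate 2 or with median scaling. Ccnd1, Mef2c, Pald1, Tgfbr2 and Cx3cr1 did not pass with median scaling or with the compared groups alone, and Mef2c, Pald1 and Cx3cr1 with array weights.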

As for THC, from the 75 genes that were downregulated when both THC and LPS were present, only two transcripts were markedly downregulated due to the THC treatment. These included *Pscdbp* reduced by 40% and *Chst10* by 38% compared with the levels obtained with LPS alone.

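With THC+LPS against LPS, Cytip had a log2 fold change of -0.49 (95% interval -1.09 to 0.10, adjusted p = 1.000, n = 4 and 6 arrays) and Chst10 of -0.51 (95% interval -1.41 to 0.38, adjusted p = 1.000), and neither passed. Ccnd1 stood at -0.34 (-0.81 to 0.14) and Mef2c at -0.08 (-0.53 to 0.36). Ccnd1 was lower with CBD+LPS than with THC+LPS (log2 -1.46, adjusted p = 0.0266), while the differences in Cytip and Chst10 did not pass (log2 -0.43 and -0.16, 95% intervals -1.23 to 0.37 and -1.36 to 1.03). Ccnd1 missed the threshold in CBD+LPS against THC+LPS without any 1 of CBD_LPS replicate 2 and THC_LPS replicates 1, 2 and 4 (adjusted p = 0.0562 to 0.673). Ccnd1 had a log2 fold change of -2.26 in CBD+LPS against THC+LPS without CBD_LPS replicate 1. Ccnd1 did not pass in CBD+LPS against THC+LPS with median scaling or with the compared groups alone or with array weights.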

**Table 4:** Potentiated effect of CBD and THC on LPS-downregulated genes.

Gene Name	Description	Accession	Fold Change (versus untreated)					Effect on LPS	
*Stress response*			LPS	CBD+LPS	THC+LPS	CBD	THC	CBD	THC
*Sesn1*	sestrin 1	NM_001013370.2	−4.4	−6.3	−4.2	−1.7	−1.1	43%	−3%
*Hspa5bp1*	heat shock 70 kDa protein 5 binding protein 1	NM_133804.1	−3.6	−5.8	−4.1	−1.0	−1.5	64%	14%
***Proinflammatory chemokines***									
*Cxcl14*	chemokine (C-X-C motif) ligand 14	NM_019568.2	−1.1	−2.1	−1.2	−2.6	−1.4	93%	11%
***Metabolic enzymes***									
*Chst10*	carbohydrate sulfotransferase 10	NM_145142.1	−3.2	−5.0	−4.3	−2.2	−1.8	59%	38%
***Cell cycle and proliferation***									
*Klhl6*	kelch-like 6 (Drosophila)	NM_183390.1	−8.0	−13.7	−9.1	−1.9	−1.4	72%	13%
*Rasgrp3*	RAS guanyl releasing protein 3	NM_207246.2	−2.7	−4.5	−2.4	−1.4	−1.1	66%	−13%
*Ccnd1*	cyclin D1	NM_007631.2	−2.4	−6.0	−2.8	−2.9	−1.2	155%	20%
*Zfp36l1*	zinc finger protein 36, C3H type-like 1	NM_007564.2	−2.0	−3.2	−2.2	−1.1	−1.0	61%	9%
***Motility and morphogenesis***									
*Pscdbp* *	pleckstrin homology, Sec7 and coiled-coil domains, binding protein	NM_139200.4	−5.2	−11.0	−7.3	−2.1	−1.7	111%	40%
***Phosphatases***									
*Pald*	paladin	NM_013753.1	−3.0	−5.7	−3.3	−2.0	−1.2	88%	9%
***Kinases***									
*Sbk*	SH3-binding kinase	NM_145587.1	−2.2	−3.2	−2.3	−1.2	−1.2	51%	8%
***G protein-coupled receptors***									
*Ebi2*	Epstein-Barr virus induced gene 2/GprPR183	NM_183031.2	−9.1	−16.6	−10.6	−2.4	−1.3	82%	16%
***Regulation of transcription***									
*Mef2c*	myocyte enhancer factor 2C	NM_025282.1	−2.1	−4.1	−2.3	−2.1	−1.2	95%	11%

* gene related to inflammatory responses.

### Validation of microarray results

A large number of genes that were identified by microarray analysis as differentially regulated were subjected to validation by qPCR using *B2m* as a reference gene. Many of them were selected to be validated according to the distinct effects of cannabinoids on the LPS affected genes. The qPCR assays were repeated several times using at least 3 mRNA preparations from independent experiments. The results are expressed as fold change relative to control levels. We found that in almost all cases, there has been a very good agreement between the microarray and the qPCR data in terms of direction of change as well as of its magnitude (**Table 5**). For example, the qPCR data show that LPS upregulates the expression of the inflammatory chemokines *Ccl2, Ccl12* and *Cxcl10*, the transporters and channels *Aqp9, Mcoln2 (TRPML2)* and *Slc7a11*, the kinase inhibitor *Cdkn1a*, the phosphatases *Dusp1* and *Dusp2*, the regulatory molecule *Sqstm1/p62*, the G protein-coupled receptor *Ptgir* and the receptor *Tlr2*. The qPCR data also show that LPS downregulates the expression of the G protein-coupled receptors *Ebi2/Gpr183, Cnr2* and *Gpr55*, and the transcription factors *Pparg1* and *Pparg2*. In addition, in agreement with the microarray data, the stress response genes *Trib3* and *Hmox1* are upregulated by CBD+LPS but not by LPS alone or by THC+LPS.

**Table 5:** qCR validation.

Gene Name	Fold Change				
*Inflammatory chemokines*	LPS	CBD+LPS	THC+LPS	CBD	THC
Ccl2	5.2±1.5	2.8±0.3	5.7±1.3	0.5±0.08	1.2±0.1
Ccl12	10.7±2.5	3.8±0.4	5.8±1.2	0.8±0.2	0.9±0.1
Cxcl10	52.7±3.2	41.2±5.1	45.1±2.8	1.8±0.3	0.7±0.1
***Membrane transport and secretion***					
*Aqp9*	2.5±0.3	34.7±7.1	6.8±1.6	14.6±3.8	2.5±0.5
*Mcoln2 (TRPML2)*	3.9±0.3	5.3±0.1	4.0±0.6	1.5±0.8	1.6±0.5
*Slc7a11*	6.5±0.3	19.8±0.1	15.3±0.1	9.2±0.6	1.4±0.2
***Cell cycle and proliferation***					
*Cdkn1a/p21*	7.3±2.1	12.6±2.2	6.2±0.7	3.2±0.6	1.0±0.1
***Phosphatases***					
*Dusp1*	2.4±0.2	9.1±1.8	2.2±0.4	3.2±1.5	0.8±0.1
*Dusp2*	2.5±0.2	1.1±0.5	2.2±0.2	0.8±0.2	0.9±0.2
***Regulatory molecules***					
*Sqstm1/p62*	3.0±0.8	5.9±1.8	3.2±0.8	4.8±1.7	1.7±0.1
***G protein-coupled receptors***					
*Ebi2/Gpr183*	0.3±0.1	0.06±0.02	0.08±0.01	0.24±0.01	1.06±0.19
*Ptgir*	5.3±0.7	13.4±0.8	7.7±0.6	11.9±0.6	1.6±0.2
*GPR55*	0.19±0.04	0.15±0.03	0.29±0.07	0.83±0.06	1.0±0.2
*Cnr2*	0.1±0.01	0.1±0.02	0.15±0.02	0.9±0.1	1.05±0.15
***Host defense and adaptive response***					
*Tlr2*	4.1±0.9	2.6±0.3	3.2±0.6	1.1±0.1	1.1±0.2
***Stress response***					
*Trib 3*	0.6±0.1	15.2±0.4	1.6±0.2	15.7±0.3	3.6±0.9
*Hmox1*	0.84±0.04	3.6±0.9	0.9±0.2	3.9±1.2	2.1±0.2
***Transcription factors***					
*Pparg1*	0.14±0.01	0.27±0.06	0.12±0.03	1.4±0.3	1.27±0.01
*Pparg2*	0.15±0.02	0.06±0.01	0.35±0.06	1.6±0.2	1.0±0.1

### Network analysis and signaling pathways – Functional associations between the effects of cannabinoids and LPS

The differential mRNA expression patterns as revealed by the arrays of BV-2 cells treated with LPS alone or in combination with either CBD or THC, were analyzed using the Ingenuity System Database, software that includes the Ingenuity Knowledge Base (IKB) and the Global Molecular Network (GMN). These databases integrate published findings on biologically meaningful genetic or molecular gene/gene product interactions and identify functionally related gene networks.

The differential gene expression values (*e.g.*; CBD+LPS versus LPS treatment or THC+LPS versus LPS) were entered into IPA to determine the most highly regulated networks of gene interactions and to highlight the biological processes that are relevant to each of the treatments. The IPA computation gives a score for each network according to the fit of the set of supplied affected genes that are also contained in the GMN (focus genes: network eligible molecules). The scores indicate the likelihood that “focus genes” belong to a network versus those that are obtained by chance. A score of >2 indicates a ≥99% confidence that a “focus gene” network was not generated by chance. According to the degree of interconnectedness among the molecules, a higher or lower IPA network score is assigned. Only networks with a score of 15 or higher, have been selected for further analysis. Networks describing the relationships between a subset of genes and their neighboring genes are presented in **Figures 2** **,** **3** **,** **4** for CBD and **Figures 5** **,** **6** **,** **7** for THC. Focus genes are denoted by red symbols for upregulated genes and green symbols indicate downregulated genes. Grey and open symbols are intermediate molecules, placed in the network by the Ingenuity software and shown in the literature to interact with genes in this dataset. Symbols representing the functional categories of the molecules are listed in the legend to **Figure 2**.

**Figure 2:**
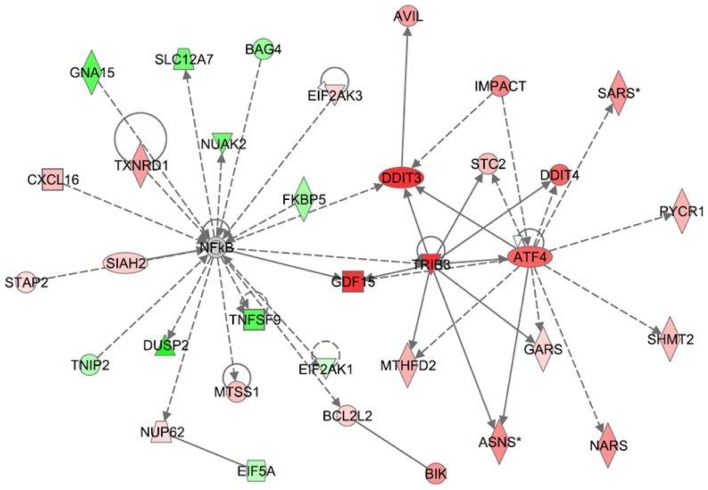
Ingenuity Interactome analysis of the effect of CBD on LPS-affected gene expression. Network analysis of the genes whose expression was affected by LPS+CBD vs LPS was performed using the Ingenuity software. Each network displays the genes/gene products as nodes (different shapes representing the functional classes of gene products) and the biological relationships between the nodes as lines. The length of each line reflects the amount of literature evidence supporting this node-to-node relationship. The color intensity of each node indicates the degree of upregulation (red) or downregulation (green) of the respective gene transcript. Genes in gray have been shown (in the literature) to interact with the colored gene products that appear in this scheme. **Network 1**: The NFκB-ATF4 interactome – Interaction between the CBD-upregulated *Trib3* and the attenuation of the NF-κB transcription factor (responsible for the transcription of many proinflammatory genes) shows the connection of this network to anti-inflammatory responses.

**Figure 3:**
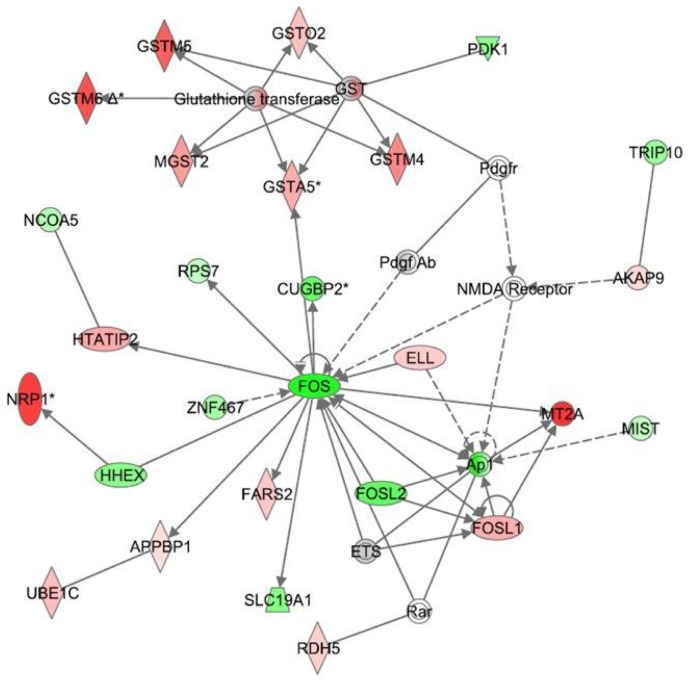
Ingenuity Interactome analysis of the effect of CBD on LPS-affected gene expression. **Network 2**: The FOS interactome – Interaction between the downregulated AP1 (a modulator of inflammatory mediated cellular functions) and the upregulated *FosL1* (a negative regulator of AP1) shows the connection of this network to CBD-anti-inflammatory responses Details are as indicated in Figure 2.

**Figure 4:**
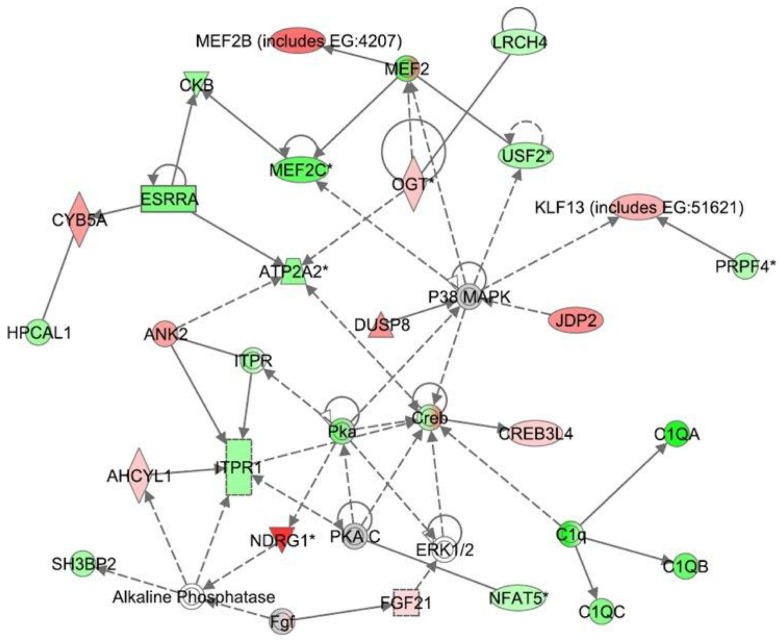
Ingenuity Interactome analysis of the effect of CBD on LPS-affected gene expression. **Network 3:** p38MAPK interactome Details are as indicated in Figure 2.

**Figure 5:**
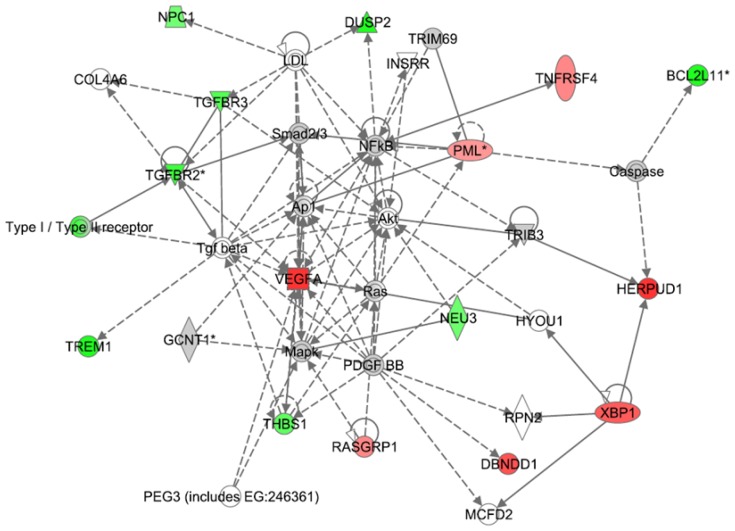
Ingenuity Interactome analysis of the effect of THC on LPS-affected gene expression. **Network 4**: The AP1-Akt-NFκB interactome Network analysis of the genes whose expression was affected by LPS+THC vs LPS was performed using the Ingenuity software. Details are as indicated in Figure 2.

**Figure 6:**
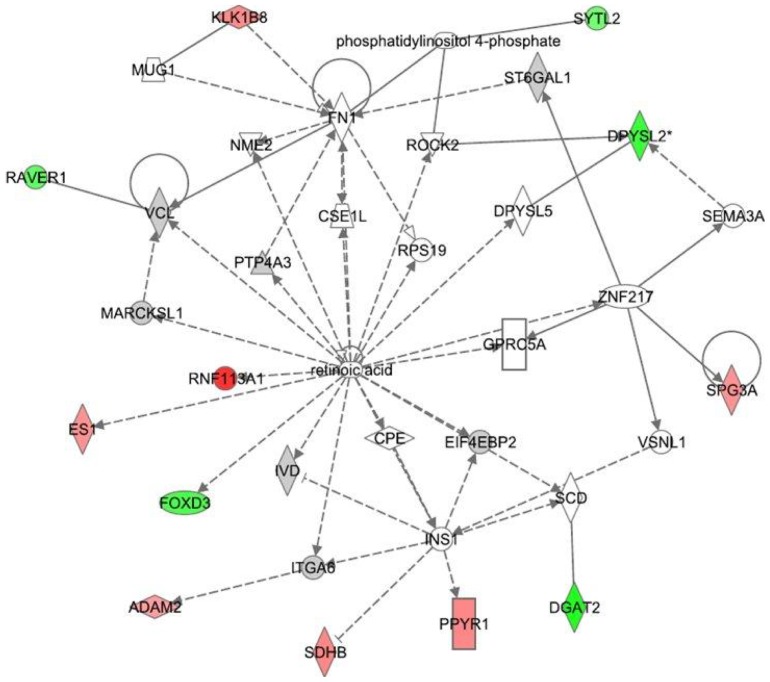
Ingenuity Interactome analysis of the effect of THC on LPS-affected gene expression. **Network 5:** The retinoic acid interactome Details are as indicated in Figure 2.

**Figure 7:**
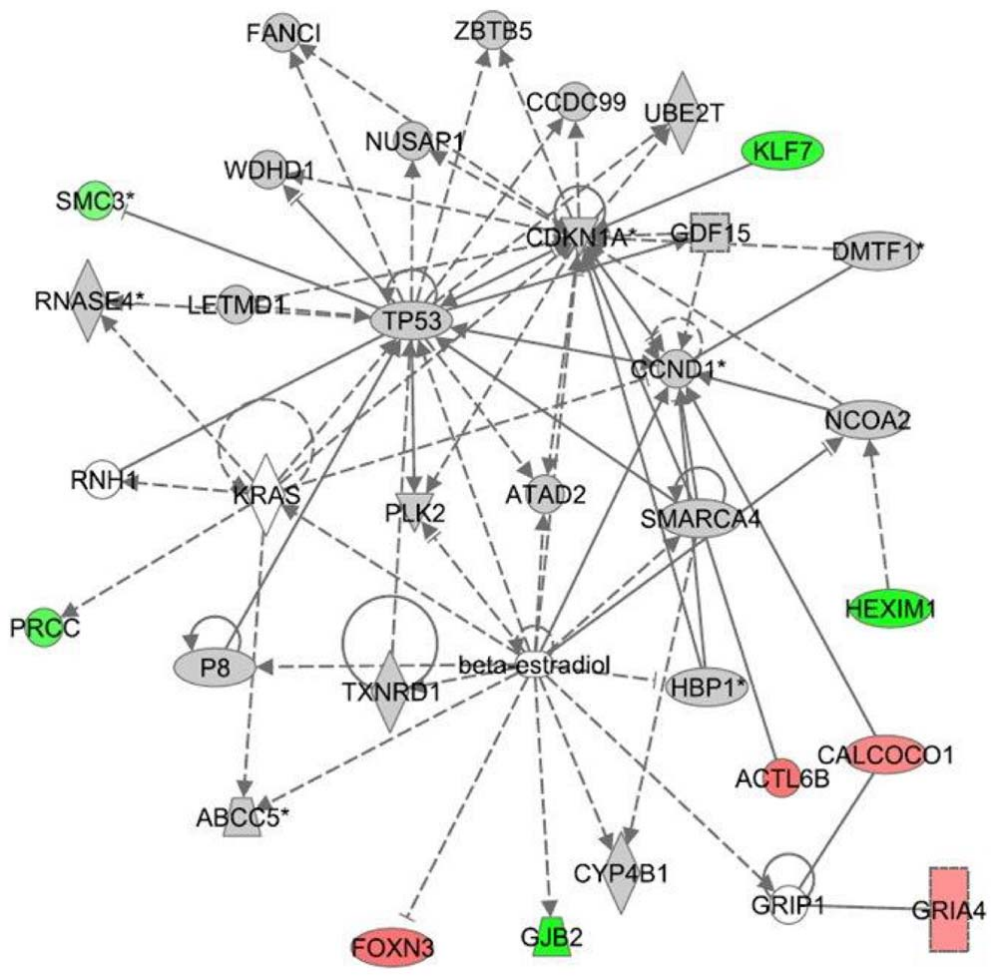
Ingenuity Interactome analysis of the effect of THC on LPS-affected gene expression. **Network 6:** TP53-Cdkn1A-beta estradiol interactome. Details are as indicated in Figure 2.

Interactome analysis between CBD+LPS- and LPS-associated gene networks are shown in **Figure 2** **–** **4** **. Network 1** (**Figure 2**) received the highest score (48) and contains 34 differentially regulated genes. This network has in its central position two transcription factors, ATF4 and NFκB, interconnecting several important canonical pathways. 

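CBD+LPS raised genes of the ATF4 response and aminoacyl-tRNA synthetases above their level with LPS. Of 31 measured ATF4 target genes, 15 rose and 0 fell (21 and 0 adjusted over the list alone), with a median of 1.89-fold over the 24 members above background (camera, adjusted p = 2.08e-22, and adjusted p = 0.00806 with an estimated correlation). The transcription factors Ddit3 and Atf4 rose 6.58-fold and 2.97-fold (log2 2.72 and 1.57, standard errors 0.49 and 0.35, adjusted p = 0.00414 and 0.0159), and the glycine transporter Slc6a9 rose 7.88-fold (log2 2.98, standard error 0.35, adjusted p = 6.57e-05). Asns, asparagine synthetase, did not pass (log2 0.76, 95% interval 0.32 to 1.19). Of 15 cytosolic aminoacyl-tRNA synthetases, 8 rose and 0 fell (11 and 2 adjusted over the list alone; camera, adjusted p = 3.46e-08, and adjusted p = 0.0695 with an estimated correlation), among them Sars 2.09-fold (log2 1.06, adjusted p = 0.00838) and Nars 2.10-fold (log2 1.07, adjusted p = 0.00399), and not Gars (log2 0.41, 95% interval 0.17 to 0.66). Eif2ak1, a kinase of the stress response, fell by 18.6% (log2 -0.30, adjusted p = 0.0311). Ddit3, Atf4, Sars and Nars did not pass without CBD_LPS replicate 2 (adjusted p = 0.327, 0.292, 0.471 and 0.238). Eif2ak1 no longer passed without any 1 of LPS replicates 1 and 6 and CBD_LPS replicate 2 (adjusted p = 0.0540 to 0.439). Asns passed without any 1 of Cntr replicate 4, THC replicate 4, CBD_LPS replicate 1 and THC_LPS replicates 2 and 3 (adjusted p = 0.0288 to 0.0467). Gars passed without THC replicate 3 (adjusted p = 0.0459). Ddit3 had a log2 fold change of 3.94 without CBD_LPS replicate 1. Another probe of Asns passed. ATF4 target genes counted higher and lower were 8 and 0 with median scaling and 4 and 0 without CBD_LPS replicate 2. Cytosolic aminoacyl-tRNA synthetases counted higher and lower were 0 and 0 without CBD_LPS replicate 2 or with median scaling. Ddit3, Atf4, Sars, Nars and Eif2ak1 did not pass with the compared groups alone, Atf4, Sars, Nars and Eif2ak1 with median scaling, and Atf4 and Eif2ak1 with array weights. Eif2ak1 did not pass with no background correction or with the authors' processed values or with the trend and robust fit.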

The later include Nrf2/ATF4-mediated oxidative stress response (including the highly upregulated *Trib3, Didit3/Chop/Gadd153, Asns, Gfd15*), aminoacyl-tRNA synthetases (including *Sars*, *Nars*, *Gars*), and ERK/MAPK and related phosphatases (such as *Dusp2* and *EIF2AK1*). In addition, 3 members of the Bcl-2 family, *Bik, Bcl2l2 and Bag4*, related to apoptotic processes were found to be present in the NFκB interactome. The Nrf2/ATF4-regulated transcripts were mainly upregulated (red symbols) whereas the genes downstream of NFκB were mostly downregulated (green symbols). 

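Gclm, Srxn1 and Osgin1, targets of the transcription factor NRF2, rose with CBD+LPS above LPS. Of 28 measured NRF2 target genes, 10 rose and 0 fell (20 and 0 adjusted over the list alone), with a median of 1.78-fold over the 24 members above background (camera, adjusted p = 1.41e-13, and adjusted p = 0.0829 with an estimated correlation). Gclm, a subunit of the first enzyme of glutathione synthesis, rose 3.02-fold (log2 1.59, standard error 0.33, adjusted p = 0.0112) and Srxn1 3.34-fold (log2 1.74, adjusted p = 0.0121). Osgin1, an oxidative stress regulator of growth, rose 2.43-fold (log2 1.28, adjusted p = 0.0114). Of 30 genes of the NF-κB pathway and its feedback, 0 rose and 0 fell (0 and 0 adjusted over the list alone; limma, 3 and 3 at an unadjusted p under 0.05), with a median of log2 -0.04 over the 29 above background (camera, adjusted p = 0.653). Nfkbia stood at 0.06 (95% interval -0.61 to 0.73) and Tnfaip3 at 0.04 (-0.84 to 0.91). Gclm, Srxn1 and Osgin1 no longer passed without CBD_LPS replicate 2 (adjusted p = 0.457, 0.512 and 0.605). Srxn1 and Osgin1 had log2 fold changes of 2.44 and 2.06 without CBD_LPS replicate 1. NF-kB pathway and feedback genes counted higher and lower were 1 and 0 without LPS replicate 2, 0 and 1 without THC replicate 1 and 3 and 2 without CBD_LPS replicate 1. NRF2 target genes counted higher and lower were 3 and 0 with median scaling, 18 and 0 without CBD_LPS replicate 1 and 0 and 0 without CBD_LPS replicate 2. Gclm and Srxn1 did not pass with median scaling, and Gclm, Srxn1 and Osgin1 with the compared groups alone.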

The genes *Trib3* and *Gdf15* seem to serve as a point of interaction between these two families of gene transcripts. The ATF4 and NFκB networks are involved in cellular and molecular functions of cell death, protein synthesis and cancer [49], [50].

**Network 2** (**Figure 3**) with a score of 32 contains 27 genes. This network shows *Fos*, a member of the AP-1 transcription factor family, as a hub of connectivity, as it appears to play a central role possessing 15 edges (via direct connections). Two other transcripts belonging to the AP-1 superfamily, *FosL2/Fra-2* and *FosL1/Fra-1* (a gene whose product is known to decrease AP-1-dependent transcription) are also present in the *Fos* interactome. *FosL2/Fra-2* was found to be downregulated while *FosL1/Fra-1* is upregulated. 

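Members of the AP-1 family moved in different directions with CBD+LPS against LPS. Fos, the gene of c-Fos, fell by 72.7% (log2 -1.87, standard error 0.38, adjusted p = 0.00944, n = 2 and 6 arrays) and Junb by 54.4% (log2 -1.13, adjusted p = 0.0486). Fosl1 rose 1.23-fold (log2 0.30, adjusted p = 0.0191), and Fosl2 had a log2 fold change of -1.01 that did not pass (95% interval -1.59 to -0.43, adjusted p = 0.0504). Jun stood at -0.16 (95% interval -0.56 to 0.25). Of 11 genes of the family, 2 rose and 2 fell (3 and 3 adjusted over the list alone), with a median of log2 -0.16 over the 9 above background (camera, adjusted p = 0.960). Fos and Fosl1 missed the threshold without CBD_LPS replicate 2 (adjusted p = 0.237 and 0.707). Junb did not pass without any 1 of Cntr replicates 1, 2, 3, 5 and 6, LPS replicates 1, 2, 4 and 5, THC replicates 1, 2, 3 and 4, CBD_LPS replicates 1 and 2 and THC_LPS replicates 2, 3 and 4 (adjusted p = 0.0501 to 0.575). Fosl2 reached the threshold without any 1 of Cntr replicate 1, LPS replicate 3, CBD replicates 1 and 2 and THC_LPS replicates 2 and 3 (adjusted p = 0.0343 to 0.0411). AP-1 family counted higher and lower were 1 and 1 with median scaling, 2 and 1 without any 1 of Cntr replicates 2, 3, 5 and 6, LPS replicates 1, 2, 4 and 5, THC replicates 1, 2, 3 and 4, CBD_LPS replicate 1 and THC_LPS replicate 4 and 0 and 0 without CBD_LPS replicate 2. Fos and Junb did not pass with array weights, Junb with median scaling, and Junb and Fosl1 with the compared groups alone.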

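Gstm6 and Gstm4, glutathione S-transferases, rose 3.48-fold and 1.67-fold with CBD+LPS above LPS (log2 1.80 and 0.74, standard errors 0.43 and 0.18, adjusted p = 0.0262 and 0.0309). Mt2, which binds zinc, rose 9.18-fold (log2 3.20, standard error 0.24, adjusted p = 8.12e-07). Slc40a1 rose 8.33-fold (log2 3.06, adjusted p = 0.0148) and Slc1a4 7.58-fold (log2 2.92, adjusted p = 0.00109), and Zyx, the focal adhesion protein zyxin, fell by 66.0% (log2 -1.56, adjusted p = 0.00135). Uba3, the catalytic subunit of the NEDD8 activating enzyme, rose 1.56-fold (log2 0.64, adjusted p = 0.00109), and Pdk1 fell by 40.0% (log2 -0.74, adjusted p = 0.0147). Mgst2, a microsomal glutathione transferase, had a log2 fold change of 0.92 (95% interval 0.37 to 1.47), the folate transporter Slc19a1 of -0.74 (-1.17 to -0.31), Ncoa5, a nuclear receptor coactivator, of -0.45 (-0.73 to -0.18) and Zfp467 of -0.23 (-0.37 to -0.09), and none passed. Gsto2, another glutathione transferase, was detected on no LPS array and on 1 CBD+LPS array, so no fold is given, and Rdh5, a retinol dehydrogenase that was not well above background with LPS, rose at least 1.02-fold (adjusted p = 0.0107). Gsta5 was not analysed here. Gstm6, Gstm4, Slc40a1, Slc1a4, Zyx, Uba3, Pdk1 and Rdh5 missed the threshold without CBD_LPS replicate 2 (adjusted p = 0.0578 to 0.877). Mgst2 passed without any 1 of CBD replicates 1 and 2, CBD_LPS replicate 1 and THC_LPS replicate 2 (adjusted p = 0.00390 to 0.0467). Slc19a1 reached the threshold without any 1 of CBD replicates 1 and 2 and CBD_LPS replicate 1 (adjusted p = 8.50e-04 to 0.0271). Ncoa5 passed without any 1 of Cntr replicates 4 and 5, LPS replicate 4 and CBD_LPS replicate 1 (adjusted p = 0.0319 to 0.0431). Zfp467 passed without THC replicate 3 (adjusted p = 0.0228). Gstm6, Gstm4 and Slc40a1 had log2 fold changes of 2.86, 1.33 and 3.80 without CBD_LPS replicate 1. Gstm6, Slc40a1, Zyx, Uba3 and Pdk1 did not pass with median scaling, Gstm6, Gstm4, Slc40a1, Pdk1 and Rdh5 with the compared groups alone, and Gstm4 and Rdh5 with array weights.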

A series of canonical pathways including those involved in glutathione and xenobiotic metabolism (*Mgst2, Gstm5, Gstm6, Gsto2, Gstm4, Gsta5, zinc metallothionein 2a* (*Mt2a*), *Znf467, folate transporter Slc19a1/Rfc1, Pdk1, Ube1c/Uba3*) as well as those involved in LPS/IL-1 mediated inhibition of either RXR or the peroxisome proliferator activated receptor (PPAR) signaling (*Rar, Rdh5, Ncoa5, Ap1, Fos, Ets*) were found to participate in this network. *Fos* directly interacts with *Gsta5* (from the glutathione-S-transferase family), known to belong together with cytochrome P450 enzymes, NAD(P) H:quinone oxido-reductase 1 (Nqo1) and aldehyde dehydrogenase 3 to a group of genes encoding phase 1 and phase 2 xenobiotic metabolizing enzymes [51]. Altogether, Network 2 is in correlation with a set of cellular and molecular functions which include amino acid-, vitamin- and mineral-metabolism and transport as well as cell signaling.

Network 3 (Figure 4) with a score of 28, includes 25 genes. This network presents p38MAPK in a central position and overlaps with canonical pathways for calcium signaling (*Nfat5*, *Itpr1, Pka, ATP2A2, Ank2, Ogt, Mef2b*), FGF pathway (*Fgf21, ERK1/2*), B cell signaling (*Mef2c, Itpr1, ERK1/2, Sh3bp2, Creb*) and p38MAPK signaling (*Dusp8, Mef2c, Creb, Nfat5, Esrra*). The IPA interactome analysis has linked the CBD-stimulated expression of *Dusp8* (via the negative modulation of p38MAPK) to the attenuation of LPS-mediated induction of *Nfat5*, a member of the inflammatory transcription family. In addition, 3 members of the complement component 1q (*C1qa, C1qb and C1qc*) that recognize antibody-bound pathogens and trigger the complement classical pathway, were found to be present in the p38MAPK interactome. This network seems to be related to functions of cell signaling, tissue morphology and neurological diseases.

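C1qa, C1qb and C1qc, the subunits of complement component 1q, had log2 fold changes of -0.80, -0.88 and -0.78 with CBD+LPS against LPS (95% intervals -1.31 to -0.29, -1.52 to -0.24 and -1.24 to -0.31, adjusted p = 0.0791, 0.132 and 0.0623, n = 2 and 6 arrays), and none passed. Among other genes of the p38MAPK network, the cytoskeletal adaptor Ank2 rose 1.45-fold (log2 0.53, standard error 0.06, adjusted p = 8.17e-05), and the calcium pump Atp2a2 fell by 36.4% (log2 -0.65, adjusted p = 0.00706). Esrra, an estrogen-related receptor, fell by 42.8% (log2 -0.81, adjusted p = 0.0275) and the adaptor Sh3bp2 by 30.6% (log2 -0.53, adjusted p = 0.0240). Nfat5, a transcription factor of the osmotic response, stood at -0.26 (95% interval -0.56 to 0.03) and Ogt, which adds N-acetylglucosamine to proteins, at 0.59 (0.24 to 0.94), and neither passed. Fgf21 was not well above background in either group. Atp2a2, Esrra and Sh3bp2 no longer passed without CBD_LPS replicate 2 (adjusted p = 0.405, 0.779 and 0.503). C1qa passed without LPS replicate 4 (adjusted p = 0.0443). C1qc passed without Cntr replicate 1 or without Cntr replicate 3 (adjusted p = 0.0432 and 0.0313). Ogt reached the threshold without any 1 of THC replicate 1, CBD_LPS replicate 1 and THC_LPS replicate 4 (adjusted p = 0.00454 to 0.0404). Another probe of Ogt passed. Ank2, Atp2a2, Esrra and Sh3bp2 did not pass with the compared groups alone, Atp2a2, Esrra and Sh3bp2 with median scaling, and Esrra and Sh3bp2 with array weights.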

The levels of changes in gene expression induced by combined treatment of LPS and THC (versus that induced by LPS alone) are smaller than those observed for the combined treatment of LPS with CBD (versus LPS alone). These LPS+THC affected genes encompassed three networks of specific molecular interactions. **Network 4** (**Figure 5**) with a score of 32 contains 16 differentially regulated focus molecules and presents the transcription factors AP-1, Akt and NFκB in its central positions. 

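Few transcripts differed between THC+LPS and LPS. Trib3, Mt2 and Slc3a2 differed between CBD+LPS and THC+LPS. Trib3, a pseudokinase of the stress response, was 3.57-fold higher with CBD+LPS than with THC+LPS (log2 1.84, standard error 0.26, adjusted p = 0.00190, n = 2 and 4 arrays), Mt2 6.79-fold (log2 2.76, adjusted p = 2.10e-05) and the amino acid transporter subunit Slc3a2 3.89-fold (log2 1.96, adjusted p = 0.00439). At the threshold for counts 49 probes were higher and 32 lower with THC+LPS than with LPS, fewer than the 123 that chance gives, and 829 were higher and 495 lower with CBD+LPS. At an adjusted p under 0.05 the counts were 0 for THC (limma, 896 at an unadjusted p under 0.05) and 543 and 253 for CBD. With CBD+LPS 139 probes were higher and 43 lower than with THC+LPS. For CBD+LPS versus THC+LPS these counts were 32 and 1 with median scaling, 53 and 13 with the replicate block, 784 and 341 without CBD_LPS replicate 1, 47 and 3 without CBD_LPS replicate 2, and 0 and 0 with the compared groups alone (limma, 1891 at an unadjusted p under 0.05). Of 31 ATF4 target genes 6 were higher and 0 lower with CBD+LPS than with THC+LPS (16 and 0 adjusted over the list alone; camera, adjusted p = 3.25e-18, and adjusted p = 0.0214 with an estimated correlation). With THC+LPS against LPS this list had a median of log2 0.24 over 23 members above background and none called (0 and 0 adjusted over the list alone; limma, 5 and 0 at an unadjusted p under 0.05; camera, adjusted p = 9.47e-06, and adjusted p = 0.478 with an estimated correlation). The effects of CBD and THC on LPS-treated cells correlated at r = 0.554 across the detected probes (simulated shared LPS arrays 0.309, split LPS arrays 0.383; covariance 0.0241, simulated 0.00779). Trib3 and Slc3a2 missed the threshold without CBD_LPS replicate 2 (adjusted p = 0.0878 and 0.183). Slc3a2 had a log2 fold change of 2.67 without CBD_LPS replicate 1. ATF4 target genes counted higher and lower in CBD+LPS against THC+LPS were 3 and 0 with median scaling, 10 and 0 without CBD_LPS replicate 1 and 0 and 0 without CBD_LPS replicate 2. Trib3, Mt2 and Slc3a2 did not pass with the compared groups alone. With THC+LPS reduced to 2 arrays the total against LPS ran from 53 to 144.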

The gene products within the displayed network were found to be part of a number of canonical pathways. For example, the genes *X-box binding protein 1 (Xbp1)* and *Tgfbr2/3* are related to the glucocorticoid receptor signaling. The *progressive multifocal leukoencephalopathy* (*Pml*) is related to retinoic acid receptor (RAR) activation and PPAR signaling, and the *neuraminidase 3* (*Neu3*) to ceramide pathway and to p38MAPK. The gene *Trem1* is involved in immune response and *Vegfa* and *Thbs1* are related to the angiogenesis pathway. 

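Vegfa, the vascular growth factor, had a log2 fold change of 0.82 with THC+LPS against LPS (95% interval 0.45 to 1.19, adjusted p = 1.000, n = 4 and 6 arrays), and Trem1, an amplifier of inflammatory signals, of -0.19 (95% interval -0.30 to -0.09, adjusted p = 1.000), and neither passed. With CBD+LPS against LPS, Vegfa rose 5.42-fold (log2 2.44, standard error 0.23, adjusted p = 1.13e-05), and Trem1 did not pass (log2 -0.23, 95% interval -0.36 to -0.10). Vegfa was 3.07-fold higher with CBD+LPS than with THC+LPS (log2 1.62, standard error 0.24, adjusted p = 0.00207). The angiogenesis inhibitor Thbs1 was not well above background with LPS or with THC+LPS, so no fold is given. Vegfa did not pass in CBD+LPS against THC+LPS without CBD_LPS replicate 2 (adjusted p = 0.0943). Trem1 reached the threshold in CBD+LPS against LPS without any 1 of LPS replicates 1, 4 and 5 and CBD_LPS replicate 1 (adjusted p = 0.0119 to 0.0498). Vegfa did not pass in CBD+LPS against THC+LPS with median scaling or with the compared groups alone.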

Altogether, this network shows that THC affects several biological processes including immune and lymphatic system development and function as well as tissue morphology.

THC also led to changes in the LPS effects on several other groups of genes. **Network 5** received a score of 23 and is populated with 12 genes, with retinoic acid as a transcription regulator positioned at its center (**Figure 6**). 

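Dpysl2, which guides axon growth through microtubules, had a log2 fold change of -0.04 with THC+LPS against LPS (95% interval -0.29 to 0.21, n = 4 and 6 arrays), and Raver1, a splicing corepressor, of -0.31 (-0.51 to -0.11). Rnf113a1, a ring finger protein of the spliceosome, had 0.54 (0.12 to 0.97, adjusted p = 1.000), and none of these passed. Rnf113a1 was 3.85-fold higher with CBD+LPS than with THC+LPS (log2 1.94, standard error 0.27, adjusted p = 0.00149). Sema3a, Atl1, Foxd3 and Adam2 were not well above background with LPS or with THC+LPS, so no fold is given for them. Rock2 and Es1 were not analysed here. Rnf113a1 missed the threshold in CBD+LPS against THC+LPS without CBD_LPS replicate 2 (adjusted p = 0.0700). Rnf113a1 did not pass in CBD+LPS against THC+LPS with median scaling or with the compared groups alone.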

A number of canonical pathways related to axonal guidance (*Sema3a*, *Rock2, Dpysl2/Crmp2, Dpysl5/Cram, Spg3a/Atl1, Foxd3*), synaptic plasticity (*Raver1*), cell adhesion (*Adam2*), actin cytoskeleton (*Rock2, Foxd3*) as well as gene products involved in the activation of the nuclear receptor family of transcription factors LXR/RXR (*Es1, Rnf113a1*), were found to participate in this network. Cell to cell interaction as well as tissue development are the major biological processes related to this network.

Finally, **Network 6** with a score of 16 and 9 genes shows *Tp53, Cdkn1A* and beta-estradiol at the central nodes of the interactome (**Figure 7**). This network overlaps with the aryl hydrocarbon and glucocorticoid receptor signaling. Phosphatidylinositol 3-kinase (PI3K)/Akt (*Tp53/Trp53, Cdkn1A, Ccnd1*), p53 (*Tp53/Trp53, Prcc*, *Cdkn1A, Gdf15, Ccnd1, Smc3*), beta estradiol (*Foxn3, Gjb2, Hexim1, Gria4, Calcoco1*) as well as JAK/Stat (*Cdkn1A, Klf7*) signaling are affected. This network is correlated with functions of cell cycle control, reproductive malfunctions and cancer.

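Cdkn1a had a log2 fold change of -0.0016 with THC+LPS against LPS (95% interval -0.62 to 0.61, n = 4 and 6 arrays), Klf7 of -0.40 (-0.64 to -0.16) and Hexim1 of -0.48 (-0.78 to -0.17), and none passed. Smc3, a subunit of cohesin, stood at -0.15 (-0.47 to 0.17), Prcc, a splicing-associated protein, at -0.06 (-0.26 to 0.15) and Calcoco1, a receptor of selective autophagy, at 0.07 (0.02 to 0.11). Foxn3, Gjb2 and Gria4 were not well above background with LPS or with THC+LPS, so no fold is given for them. In the list of the cell cycle and DNA replication, 0 genes rose and 0 fell (0 and 0 adjusted over the list alone; limma, 0 and 0 of 35 at an unadjusted p under 0.05). Trp53 and Gdf15 were not analysed here.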

## Discussion

### Effect of cannabinoids on LPS-stimulated gene expression in BV-2 cells

This study addresses the effects of the two major cannabinoids present in cannabis, CBD and THC, on mRNA expression in LPS-stimulated BV-2 microglial cells. Our results show that pretreatments with CBD or THC differentially affect LPS-regulated gene transcription. The modulation of LPS-regulated gene expression by CBD was more pronounced as compared with THC. This result is in line with the more profound effects of CBD on mRNA regulation in surveillant (resting) microglial cells, as previously described by our group [11], [13].

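Il18, Il6 and Cd40 had values below 0 with CBD+LPS against LPS, without passing the test. Il18 had a log2 fold change of -0.92 (95% interval -1.64 to -0.20, adjusted p = 0.173, n = 2 and 6 arrays), Il6 of -0.62 (-1.59 to 0.35, adjusted p = 0.597) and Cd40 of -0.59 (-1.44 to 0.27, adjusted p = 0.560). Compared with THC+LPS, Il18 was at -0.79 (-1.56 to -0.03), Il6 at -0.32 (-1.35 to 0.71) and Cd40 at -0.53 (-1.44 to 0.38), and none of these differences passed. THC+LPS against LPS gave -0.13 for Il18, -0.30 for Il6 and -0.06 for Cd40 (95% intervals -0.70 to 0.44, -1.06 to 0.47 and -0.73 to 0.62). Il18 passed in CBD+LPS against LPS without CBD_LPS replicate 1 (adjusted p = 0.00187). Il18 reached the threshold in CBD+LPS against THC+LPS without CBD_LPS replicate 1 (adjusted p = 0.00657).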

Here we show that CBD, more than THC, suppresses the LPS-induction of many proinflammatory genes in selected functional categories (**Table 1** and **Table S2**) including cytokines (*e.g.*, *Il-1β, Il-1α, Il-27, Il-6*, *Il-18, Tnfrsf5/Cd40*) and chemokines (*e.g.*; *Ccl12, Ccl7, Ccl9* and *Ccl2*). Moreover, CBD also repressed the basal expression of *Ccl2, Ccl7* and *Ccl9*. Interestingly, Ccl2, Ccl7 and Ccl12 bind to the same receptor (CCR2), thus, showing binding promiscuity while they activate different signal transduction pathways in different cell populations. From these chemokines, Ccl2 plays a critical role in multiple sclerosis and in its murine model, experimental autoimmune encephalomyelitis (EAE). Several reports show that increased expression of Ccl2 in immune cells is closely associated with the clinical activity of EAE ([52] and references therein). Thus, the CBD downregulation of *Ccl2* mRNA is in line with the finding that CBD is ameliorating the EAE disease symptoms [12].

Another hallmark of inflammation is the increased expression of proinflammatory mediators like matrix metalloproteinases (Mmps). Here, we show that CBD downregulates the expression of the LPS-upregulated matrix metalloproteinase13 (*Mmp13*). 

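Mmp13, a collagenase, rose 14.9-fold with LPS (log2 3.90, standard error 0.80, adjusted p = 0.00181, n = 6 and 6 arrays) and had a log2 fold change of -1.16 with CBD+LPS against LPS that did not pass (95% interval -3.54 to 1.21, adjusted p = 0.713). It was 0.13 with THC+LPS against LPS (-1.75 to 2.00). The difference between CBD+LPS and THC+LPS was -1.29 (95% interval -3.81 to 1.23, adjusted p = 0.786) and did not pass. Mmp13 was also among the genes that varied most between arrays of the same group, with log2 signals on the LPS arrays from 10.66 to 14.36. Another probe of Mmp13 did not pass in LPS against control.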

MMP13 level and activity are enhanced in correlation with the degenerative changes in osteoarthritis cartilage and this molecule co-localizes with its specific type II collagen cleavage products. In agreement with this result, Malfait et al., [53] reported that in the murine collagen-induced arthritis (CIA) CBD treatment blocks the progression of the disease.

CD69 antigen is another mediator found to be involved in the CIA model of rheumatoid arthritis. This antigen is highly expressed in the leukocyte infiltrates of various chronic inflammatory diseases. In this regard, CIA disease severity is increased by antibody-induced blockade of the transforming growth factor β (TGF-β) in wild type but not in CD69^-/-^ mice, suggesting that CD69 is a negative modulator of autoimmune response and inflammatory reaction [54]. Our current results show that CBD downregulates the mRNA expressions of the LPS-upregulated *Cd69* antigen and of *Mmp13* suggesting a possible mechanism for the therapeutic activity of CBD in the murine CIA model.

The expression of several genes in the inflammatory cytokine functional category was found to be enhanced by CBD (and to a lower extent by THC). These include the LPS-upregulated expression of *Gdf15/MIC-1* and *Il-15*. From these genes, *Gdf15* mRNA expression is upregulated (8.2-fold) in surveillant/resting BV-2 cells by CBD (and 2.4-fold by THC) but synergistically upregulated by CBD+LPS (55.7-fold). Gdf15/MIC-1 is a member of the TGF-β superfamily that plays key roles in the regulation of cellular responses to stress signals, inflammation and tissue repair. Gdf15 mRNA expression was found to be upregulated in activated macrophages by secreted proinflammatory cytokines (including TNFα, IL-1β and IL-6, as well as IL-2 and the macrophage colony-stimulating factor) suggesting that Gdf15 may act through an autocrine loop as an inhibitory factor in the late phases of inflammation by suppressing inflammation through the inhibition of macrophage activation [55].

Other genes highly upregulated by CBD are *Lcn2* and *Aqp9*. Lcn2 has been implicated in many cellular processes, such as cell death/survival, cell migration/invasion, cell differentiation, inflammation and iron sequestration, including a role in the acute phase response ([56] and references therein). With regard to Aqp9, we have previously shown that CBD upregulates *Aqp9* mRNA in BV-2 cells (14-fold; [13]). Moreover, CBD synergistically increases (by 877%) the LPS-upregulated *Aqp9* (3.1-fold). Aqp9 participates in the transport of small solutes (such as glycerol, lactate and urea) and takes part in osmotic swelling induced by apoptotic stimuli [57].

Two major kinase-mediated signaling pathways are activated following TLR4 stimulation by LPS. These include the MAPKs and IκB kinase complexes, which lead to activation of AP-1 and NF-κB transcription factors, respectively. Here we show that LPS-upregulated expression of *Dusp1* (MKP-1) was significantly upregulated by CBD (5.1-fold) but not by THC. 

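Dusp1, a phosphatase that inactivates p38 and JNK, rose 5.56-fold with CBD+LPS above control (log2 2.48, standard error 0.79, adjusted p = 0.0442) and did not pass in the other comparisons given here. Its log2 fold change was 1.05 with CBD+LPS against LPS (95% interval -0.59 to 2.69, adjusted p = 0.597, n = 2 and 6 arrays) and 0.23 with THC+LPS against LPS (95% interval -1.07 to 1.53). Against control it was 1.43 with LPS (95% interval 0.26 to 2.59, adjusted p = 0.113), 1.56 with CBD (-0.08 to 3.20, adjusted p = 0.430) and 0.15 with THC (-1.15 to 1.45). The difference between CBD+LPS and THC+LPS was 0.82 (-0.92 to 2.56, adjusted p = 0.810) and that between CBD and THC 1.41 (-0.33 to 3.16, adjusted p = 0.667). Dusp1 missed the threshold in CBD+LPS against control without any 1 of Cntr replicates 2, 3, 5 and 6, LPS replicates 4 and 6, THC replicates 1 and 4 and CBD_LPS replicate 2 (adjusted p = 0.0516 to 0.513). Dusp1 had a log2 fold change of 3.36 in CBD+LPS against control without CBD_LPS replicate 1. Dusp1 did not pass in CBD+LPS against control with the trend and robust fit or with the compared groups alone or with array weights.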

An increase in the expression of *Dusp1* was also observed following incubation of resting BV-2 cells with CBD, but not with THC. 

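Dusp8, a phosphatase of JNK and p38, rose 1.70-fold with CBD+LPS above LPS (log2 0.77, standard error 0.08, adjusted p = 1.99e-05, n = 2 and 6 arrays) and was 1.71-fold higher than with THC+LPS (log2 0.78, standard error 0.08, adjusted p = 8.19e-05). LPS alone raised it at least 1.27-fold (adjusted p = 1.70e-05), from a level in control cells that was not well above background. It was not detected on any THC array and was detected on 1 CBD array, without passing against control (adjusted p = 0.393). Of 11 measured phosphatases of MAP kinases, 1 rose and 1 fell with CBD+LPS against LPS (2 and 2 adjusted over the list alone). Dusp4, a nuclear phosphatase of ERK, had 0.56 (95% interval 0.12 to 1.01) and Dusp16 -0.43 (-0.80 to -0.05). Dusp4 passed in CBD+LPS against LPS without CBD_LPS replicate 1 (adjusted p = 0.0369). MAPK phosphatases counted higher and lower were 2 and 1 without CBD_LPS replicate 1. Dusp8 did not pass in CBD+LPS against THC+LPS with the compared groups alone.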

A similar CBD-mediated regulation of mRNA level was observed for *Dusp8*, another negative regulator of MAPKs. The IPA interactome analysis has linked this CBD-stimulated expression of *Dusp8*, via negative modulation of p38 MAPK, to the attenuation of LPS-mediated induction of NFAT5, a member of the inflammatory transcription complex. On the other hand, the LPS-stimulated expression of *Dusp2* (*Pac-1*), a key positive regulator of the inflammatory MAPKs signaling [58], was significantly repressed by CBD as well as by THC. Moreover, CBD but not THC decreased basal levels of *Dusp2/Pac-1* mRNA in resting BV-2 cells.

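Dusp2 was at 10.73 ± 0.31 (SD, n = 6) on the log2 scale with LPS, at 9.81 ± 0.22 (SD, n = 4) with THC+LPS and at 8.52 ± 0.74 (SD, n = 2) with CBD+LPS. LPS raised it 3.53-fold over control (log2 1.82, standard error 0.18, adjusted p = 6.64e-07). In the list of MAP kinase phosphatases with THC+LPS against LPS, 0 rose and 0 fell (0 and 1 adjusted over the list alone; limma, 0 and 1 at an unadjusted p under 0.05). With THC alone Dusp2 stood at log2 -0.05 against control (95% interval -0.48 to 0.38), and the difference between CBD and THC alone did not pass (-0.50, 95% interval -1.08 to 0.07).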

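Relb and Tnfaip2, genes of the NF-κB pathway, rose with CBD alone. Of 30 measured genes, 2 rose and 0 fell with CBD against control (5 and 0 adjusted over the list alone), with a median of log2 0.23 over the 26 members above background (camera, adjusted p = 2.96e-04, and adjusted p = 0.435 with an estimated correlation). Relb rose 2.16-fold (log2 1.11, standard error 0.17, adjusted p = 0.00155) and Tnfaip2 3.84-fold (log2 1.94, adjusted p = 0.00705). With THC against control none was called (0 higher and 0 lower adjusted over the list alone; limma, 2 and 0 at an unadjusted p under 0.05), with a median of log2 0.23 (camera, adjusted p = 3.41e-04, and adjusted p = 0.670 with an estimated correlation). THC replicate 1 stood apart from the other THC arrays, with 101 probes higher by a log2 of 1 or more, 58 of which LPS raises. With THC+LPS against LPS none was called either (0 and 0 adjusted over the list alone; limma, 0 and 0 at an unadjusted p under 0.05). Relb and Tnfaip2 no longer passed without CBD replicate 1 (adjusted p = 0.203 and 0.390). Another probe of Tnfaip2 did not pass. NF-kB pathway and feedback genes counted higher and lower in CBD against control were 0 and 0 without CBD replicate 1 or with median scaling and 4 and 0 without any 1 of CBD replicate 2 and CBD_LPS replicates 1 and 2. Relb and Tnfaip2 did not pass with median scaling, and Relb with the compared groups alone.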

IPA and interactome analysis indicate that pretreatment with CBD, but less so with THC, result in attenuation of LPS-stimulated activation of NF-κB and its dependent gene transcription pathways. Indeed, our previous data show that CBD decreases the activity of the NFκB signaling pathway in BV-2 microglial cells via the partial reversal of the LPS-induced degradation of IRAK-1 intermediate kinase, thus reversing IκB degradation and reducing NF-κB p65 subunit phosphorylation. This effect of CBD in decreasing NF-κB signaling activity is in line with the CBD-induced diminished transcription of NF-κB-dependent genes, *e.g.*, IL-1β and IL-6 [11].

We and others previously reported that BV-2 cells express CB_1_, CB_2_, GPR55, GPR18 and TRPV2, G protein-coupled receptors and a channel that are known to interact with cannabinoids [20], [30], [31], [59]–[61]. Using gene array analysis [13], [31], we have observed that the relative levels of *CB_1_, CB_2_, GPR18* and *TRPV2* as well as of the fatty acid amide hydrolase (*FAAH*; known to cleave the endocannabinoid anandamide) gene transcripts were not significantly affected by the cannabinoid treatments and their levels did not exceed the 2-fold induction or 50% reduction by either CBD or THC treatment. On the other hand, we show here that LPS markedly downregulates *CB_2_* and *GPR55* and that this downregulation is not affected by either CBD or THC pretreatment. This result is in agreement with our previous report showing that LPS markedly downregulates *CB_2_* and *GPR55* mRNAs in BV-2 microglial cells and in microglial primary cultures [59].

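Cnr2, the cannabinoid receptor CB2, fell with LPS to a level not well above background, at least 1.20-fold (adjusted p = 1.88e-05, n = 6 and 6 arrays). It was not detected on the CBD+LPS arrays and on 1 THC+LPS array alone, so no fold against LPS is given. In control cells its log2 signal was 8.02 ± 0.10 (SD, n = 6). Of 14 genes of cannabinoid receptors and enzymes, 4 fell and 2 rose with LPS (4 and 2 adjusted over the list alone). With CBD+LPS against LPS 1 fell and 0 rose (1 and 0 adjusted over the list alone), the member that fell being Daglb (log2 -1.36, standard error 0.29, adjusted p = 0.0136). The nuclear receptor Pparg was not well above background in control or LPS-treated cells. Gpr55 was not analysed here. Daglb missed the threshold in CBD+LPS against LPS without CBD_LPS replicate 2 (adjusted p = 0.441). Another probe of Daglb did not pass in CBD+LPS against LPS. Cannabinoid receptors and enzymes counted higher and lower in LPS against control were 1 and 2 with median scaling. Cannabinoid receptors and enzymes counted higher and lower in CBD+LPS against LPS were 0 and 0 with median scaling and 1 and 0 without CBD_LPS replicate 2. Daglb did not pass in CBD+LPS against LPS with median scaling or with the compared groups alone.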

### Network analysis and signaling pathways

A relationship between CBD-mediated oxidative stress response and glutathione depletion was previously reported ([13] and references therein). More recently, we showed that CBD-specific gene expression profile in BV-2 cells displays changes normally occurring under either nutrient limiting conditions or proteasome inhibition, and that are attributed to activation of GCN2/eIF2α/p8/ATF4/CHOP-Trib3 pathway leading to autophagy as well as to apoptotic cell death [13]. The *Trib3* gene product seem to be of high importance to the CBD effect due to its ability to serve as a master regulator of an array of pathways including AP-1 [62], ER stress [63], Akt/PKB [64] and NF-κB [65]. *Trib3* expression is significantly upregulated by CBD (16-fold) as well as by THC (3.4-fold) [13] and as observed here, remains upregulated after LPS treatment (CBD + LPS, 14-fold; THC + LPS, 2.3-fold). 

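Trib3, on chromosome 2 of GRCm38.p6 from 152337425 to 152344060, was detected on no control array and on 1 LPS array, so no fold is given for LPS. It rose at least 4.69-fold with CBD (adjusted p = 5.52e-05, n = 2 and 6 arrays) and was higher with CBD+LPS than with LPS (adjusted p = 7.65e-05), with no exact fold given since its level with LPS lay close to background. It did not pass with THC+LPS against LPS (adjusted p = 1.000). CBD raised it 4.24-fold above THC (log2 2.08, standard error 0.26, adjusted p = 5.31e-04). Trib3 had a log2 fold change of 1.40 in CBD against THC without CBD replicate 1. Trib3 had a log2 fold change of 2.76 in CBD against THC without CBD replicate 2. The change of Trib3 in CBD against control was smaller without CBD replicate 1 (adjusted p = 0.00494). The change of Trib3 in CBD against control was larger without CBD replicate 2 (adjusted p = 5.12e-07). Trib3 did not pass in CBD against THC with the compared groups alone.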

According to these gene array studies and the qPCR results, LPS by itself does not significantly affect the expression of *Trib3* mRNA. IPA interactome analysis of the microarrays data reveals an interaction between the CBD-upregulated *Trib3* and the NF-κB transcription factor pathway (as shown in **Figure 2**). This interaction seems to be responsible for the attenuation by CBD of the transcription of many proinflammatory genes. There are several indications suggesting interaction between these two pathways. First, a direct interaction between p65/RelA and Trib3 protein which induces inhibition of PKA dependent p65 phosphorylation, was described [65]. Second, Trib3 protein can negatively regulate the serine-threonine kinase Akt/PKB [64], a downstream effector of PI3K that has been implicated in the potentiation of NF-κB-induced transcription of proinflammatory mediators [66]. This negative regulation of Akt activity by the highly induced *Trib3* gene product could point to the mechanism for the CBD-mediated regulation of LPS-stimulated gene expression. Indeed, the effect of CBD treatment on a number of LPS-stimulated genes as reported here is reminiscent of the effects described for the PI3K inhibitor (LY294002) and for the NFκB inhibitor (BAY 11-7082) in the murine macrophage cell line RAW264.7 activated with LPS [67]. Both PI3K and NFκB signaling pathways exert important roles in gene expression in response to LPS, but they are not overlapping. Specifically, treatment with CBD repressed a number of typical proinflammatory genes (*e.g.; CD40/Tnfrsf5, Tlr2* and *Ccl2/Mcp-1*) stimulated by LPS, which are known to be NFκB dependent and of other genes including *Csf3, Il-1β, Il-1α* and *Cox2/Ptgs2*, which are under the control of both PI3K and NFκB pathways.

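Csf3, Cxcl2 and Ptgs2, the gene of cyclooxygenase 2, did not pass with CBD+LPS against LPS. Csf3 had a log2 fold change of -0.79 (95% interval -1.42 to -0.16, adjusted p = 0.185, n = 2 and 6 arrays), Ptgs2 of -0.67 (-1.60 to 0.26, adjusted p = 0.531) and Cxcl2 of -0.19 (-0.62 to 0.24). Tlr2 stood at -0.35 (-0.90 to 0.20, adjusted p = 0.595) and Ccl2 at -1.09 (-2.28 to 0.09, adjusted p = 0.381). In the paper's PCR both were lower with CBD+LPS than with LPS. Cxcl10 and Ccrl2 had -0.91 and -0.58 (-1.65 to -0.16 and -1.51 to 0.35). LPS alone raised Ptgs2 3.92-fold (log2 1.97, adjusted p = 1.41e-04). Another probe of Ptgs2 did not pass in LPS against control.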

Finally, Trib3 was documented to interfere with the inflammatory MAPK signaling via direct interaction with MEK-1 and MKK7 leading to attenuation of AP-1 mediated transcriptional activity in cancer HeLa cells [62]. AP-1 is a transcription factor involved in the regulation of inflammation-mediated cellular functions and has been shown to be inhibited by Nrf2-activating agents [68]. Indeed, our IPA network analysis indicates that the observed decrease in mRNA levels for a number of genes is probably related to a reduction in AP-1 dependent transcription. Additionally, according to these IPA results, this repression is reinforced by combined treatments of CBD and LPS as observed by the induction of *FosL1* gene product, another negative regulator of AP-1 (see **Figure 3**).

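Fos had a log2 fold change of -0.77 with THC+LPS against LPS (95% interval -1.40 to -0.14, adjusted p = 1.000, n = 4 and 6 arrays), Junb of -0.18 (-0.69 to 0.33) and Fosl2 of -0.29 (-0.74 to 0.17), and none passed. Between CBD+LPS and THC+LPS, Fos differed by -1.10 (-1.95 to -0.26, adjusted p = 0.260) and Junb by -0.95 (-1.63 to -0.27), and neither difference passed. LPS alone raised Junb 2.26-fold (log2 1.17, adjusted p = 6.67e-04), Fosl2 2.24-fold (log2 1.16, adjusted p = 2.52e-04) and Jun 1.46-fold (log2 0.54, adjusted p = 0.00963). Another probe of Fosl2 did not pass in LPS against control. Jun did not pass in LPS against control with median scaling.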

Trib3 has been shown to downregulate PPARγ transcription and serve as a potent negative regulator of adipocyte differentiation [69] and PPARγ is a molecular target for CBD that could be involved in mediating transcriptional effects in BV-2 microglial cells. Indeed, CBD has been shown to bind to PPARγ *in vitro* as well as to activate its transcriptional activity in 3T3L1 fibroblast and in HEK293 transfected cells [70]. In addition, Necela *et al*., [71] described a regulatory feedback loop in which PPARγ represses NF-κB-mediated inflammatory signaling in unstimulated macrophages. Moreover, they show that upon activation of TLR4 in LPS-stimulated macrophages, NF-κB drives down PPARγ expression. These results are in agreement with our results showing that LPS highly downregulates the expression of *Pparg1* and *Pparg2* (**Table 5**) in BV-2 cells.

The profiles of CBD-induced gene expression with either resting or LPS-activated BV-2 cells, show that CBD stimulates the transcription of several anabolic genes encoding amino acid biosynthetic enzymes, amino acid transporters and aminoacyl-tRNA synthetases known to be activated by ATF4, a basic leucine zipper transcription factor, that is increased when cultured cells are deprived of amino acids or subjected to endoplasmic reticulum (ER) stress ([13] and references therein). 

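CBD alone raised the ATF4 targets as a list. The list was fixed before the data were examined. The paper already reports such targets as raised by CBD in these samples, so the choice of list is not independent evidence. Of 31 measured genes, 18 rose and 0 fell (23 and 0 adjusted over the list alone), with a median of 2.68-fold over the 22 members above background (camera, adjusted p = 2.07e-30, and adjusted p = 0.00160 with an estimated correlation). Ddit3 rose 13.6-fold (log2 3.77, standard error 0.49, adjusted p = 3.11e-04, n = 2 and 6 arrays), Slc6a9 7.21-fold (log2 2.85, standard error 0.35, adjusted p = 1.92e-04) and Gpt2, which makes alanine into pyruvate and back, 5.34-fold (log2 2.42, standard error 0.32, adjusted p = 3.11e-04). The list was higher with CBD than with THC, with 9 genes higher and 0 lower (20 and 0 adjusted over the list alone; camera, adjusted p = 7.37e-25, and adjusted p = 0.00476 with an estimated correlation). Ddit3 was 8.26-fold higher with CBD than with THC (log2 3.05, adjusted p = 0.0114). With THC against control none was called (1 higher and 0 lower adjusted over the list alone; limma, 6 and 0 at an unadjusted p under 0.05; camera, adjusted p = 4.51e-06, and adjusted p = 0.436 with an estimated correlation). Of 15 aminoacyl-tRNA synthetases, 5 rose and 0 fell with CBD (9 and 0 adjusted over the list alone; camera, adjusted p = 1.43e-07, and adjusted p = 0.0722 with an estimated correlation). Ddit3 and Gpt2 did not pass in CBD against control without CBD replicate 1 (adjusted p = 0.0609 and 0.0657). Ddit3 no longer passed in CBD against THC without CBD replicate 1 (adjusted p = 0.578). Ddit3 had a log2 fold change of 4.89 in CBD against control without CBD replicate 2. Ddit3 had a log2 fold change of 4.17 in CBD against THC without CBD replicate 2. ATF4 target genes counted higher and lower in CBD against control were 5 and 0 with median scaling and 3 and 0 without CBD replicate 1. Cytosolic aminoacyl-tRNA synthetases counted higher and lower in CBD against control were 0 and 0 without CBD replicate 1 or with median scaling. ATF4 target genes counted higher and lower in CBD against THC were 1 and 0 without CBD replicate 1 or with median scaling and 5 and 0 without THC replicate 3. Slc6a9 and Gpt2 did not pass in CBD against control with median scaling. Ddit3 did not pass in CBD against THC with median scaling or with the compared groups alone. With median scaling the fold of Ddit3 for CBD was 8.53.

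**Figure D3:**
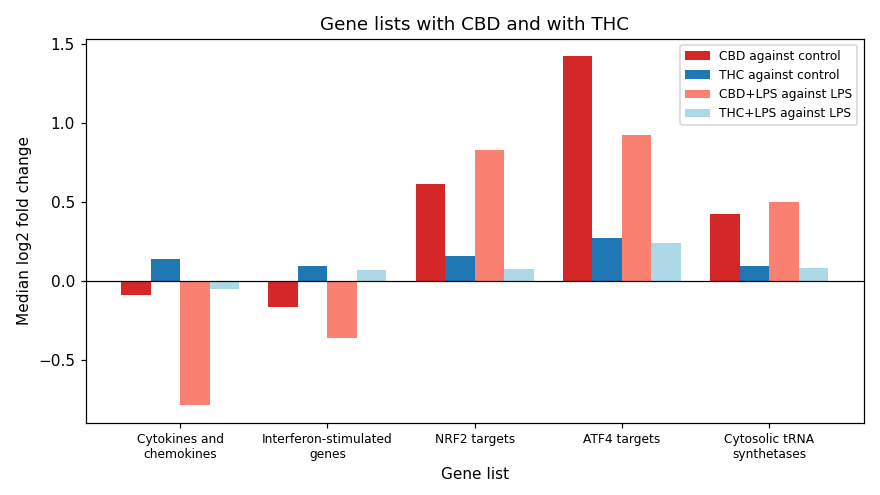
Median log2 fold change of the members above background of 5 gene lists with CBD and THC against control and with CBD+LPS and THC+LPS against LPS. The ATF4 targets have the highest bars with CBD and with CBD+LPS, and the cytokines and chemokines have the lowest bar, with CBD+LPS.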

The divergent types of stress (nutrient deficiency, ER stress, hypoxia and oxidative stress) converge on a single event—phosphorylation of the translation initiation factor eIF2α, resulting in a general translational pause followed by selective increase in ATF4 mRNA translation and subsequent stimulation of expression of ATF4 target genes [72]. 

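Of 28 measured NRF2 target genes, 6 rose and 0 fell with CBD against control (10 and 0 adjusted over the list alone), with a median of 1.53-fold over the 24 members above background (camera, adjusted p = 3.70e-09, and adjusted p = 0.190 with an estimated correlation). Gclm rose 3.03-fold (log2 1.60, standard error 0.33, adjusted p = 0.0127, n = 2 and 6 arrays) and Hmox1 2.77-fold (log2 1.47, adjusted p = 0.0366). With CBD+LPS against LPS, Nqo1, a quinone reductase, rose 1.52-fold (log2 0.60, adjusted p = 0.0271) and Gstm1 3.02-fold (log2 1.60, adjusted p = 0.0135), and Hmox1 did not pass (log2 1.26, 95% interval 0.49 to 2.03). With CBD against THC, 2 genes of the list were higher and 0 lower (4 and 0 adjusted over the list alone). Camera passed the list as higher at the preset correlation (adjusted p = 1.79e-05) and not with an estimated correlation (adjusted p = 0.567). The difference in Hmox1 did not pass (log2 0.98, 95% interval 0.17 to 1.80). From the effects on these genes the paper proposes that CBD acts through a response to oxidative stress and the depletion of glutathione. Gclm missed the threshold in CBD against control without CBD replicate 1 (adjusted p = 0.755). Hmox1 did not pass in CBD against control without any 1 of Cntr replicates 2, 3, 4 and 5 and CBD replicate 1 (adjusted p = 0.0556 to 0.954). Nqo1 and Gstm1 no longer passed in CBD+LPS against LPS without CBD_LPS replicate 2 (adjusted p = 0.818 and 0.576). Hmox1 passed in CBD+LPS against LPS without LPS replicate 4 (adjusted p = 0.0205). Gstm1 had a log2 fold change of 2.35 in CBD+LPS against LPS without CBD_LPS replicate 1. Another probe of Nqo1 and Gstm1 did not pass in CBD+LPS against LPS. NRF2 target genes counted higher and lower in CBD against control were 1 and 0 with median scaling, 0 and 0 without CBD replicate 1 and 10 and 0 without any 1 of CBD replicate 2 and CBD_LPS replicates 1 and 2. NRF2 target genes counted higher and lower in CBD against THC were 0 and 0 without any 1 of CBD replicate 1 and THC replicate 3 or with median scaling, 6 and 0 without CBD replicate 2, 1 and 0 without any 1 of THC replicates 2 and 4 and 5 and 0 without any 1 of CBD_LPS replicates 1 and 2. Gclm and Hmox1 did not pass in CBD against control with median scaling or with the compared groups alone. Nqo1 and Gstm1 did not pass in CBD+LPS against LPS with the compared groups alone, Nqo1 with array weights, and Gstm1 with median scaling.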

Many of the CBD-affected transcripts (*e.g., Herpud1, Hmox1*, *Nqo1*, *Gclm, Gstmu1, Gstmu6* upregulated by CBD and by CBD+LPS treatments) are indeed classified as Nrf2-mediated oxidative stress response genes, including enzymes involved in the biosynthesis of glutathione [13]. Thus, the observed CBD-mediated induction of ATF4-dependent anabolic genes may serve to replenish the amino acids reduced during the elevated turnover of GSH (cysteine, glutaConceived and designed the experiments:mate and glycine). The mechanism underlying CBD action presumably engages generation of ROS which in turn depletes intracellular GSH. Perturbations in redox tone and GSH levels activate the “phase 2 response”, a mechanism used by cells to mitigate oxidative stress [73]. As we have previously shown, many of the “phase 2” gene products are significantly upregulated by CBD [13].

Our present results show that CBD, and less so THC, have immunosuppressive and protective activities that are reminiscent of other clinically applied drugs such as glucocorticoids (GCs; [74]), rexinoids and synthetic triterpenoids [75]. GCs are immunomodulatory agents known to act as suppressive and protective mediators against inflammation. GCs are known to clear antigens by stimulating cell trafficking as well as scavenger systems and matrix metalloproteinases while they stop cellular immune responses by inhibiting antigen presentation and T cell activation [74]. Synthetic oleanane triterpenoids (SO) were shown to be highly effective (much more than the natural triterpenoids) in many *in vivo* models in the prevention and treatment of cancer and other diseases with an inflammatory component. Molecular targets of SO include KEAP1 (the inhibitor of the transcription factor Nrf2), PPARγ, IκB kinase, TGF-β signaling and STAT signaling [75]. SO are among the most potent known inducers of the phase 2 response both *in vivo* and *in vitro* and affect the expression of several key cell cycle proteins (*e.g.*, cyclin D1, Cdkn1a/p21 and caveolin 1). In some cancer cells, SO signal through PPARγ to inhibit proliferation. The rexinoids bind almost exclusively to the RXRs and are involved in regulation of development, cell proliferation, differentiation and apoptosis [76]. Because RXRs heterodimerize with other receptors (such as RARs, vitamin D receptor, thyroid hormone receptor, PPARα, PPARγ and LXRs), rexinoids modulate the actions of many steroid-like molecules that control metabolism and cellular energetics. In view of these results, triterpenoids and rexinoids are defined as multifunctional drugs. Their targets are either regulatory proteins that control the activity of transcription factors (triterpenoids) or transcription factors themselves (rexinoids). These complex modulatory activities exerted by GCs, rexinoids and SO display a panorama of effects that closely resembles the complex actions of CBD.

## Conclusions

We found that CBD induces robust responses related to oxidative stress and inflammation and that CBD, and to a lesser extent THC, have immunosuppressive and protective activities. The anti-inflammatory effects are mediated by mainly downregulating the expression of proinflammatory genes but also by upregulating anti-inflammatory mediators. The impact of pretreatment with CBD on LPS-stimulated gene expression was much greater than that of THC.

We show here, that CBD highly upregulates genes encoding negative regulators of NF-κB and AP-1 transcriptional activities (*e.g.; Trib3, Dusp1*). CBD response to oxidative stress and inflammation is controlled by Nrf2 and ATF4 transcription factors and seem to involve the Nrf2-Hmox1 and the Nrf2/ATF4 systems. The central role of phase 2-response genes and the ATF4-dependent *Trib3* induction offer an explanatory mechanism by which CBD (but less so THC) lowers the LPS-induced activation of microglial cells and leads to attenuation of transcription of many proinflammatory genes.

CBD and THC effects are also found to be linked to new targets, notably the MAPK pathway (*Dusp1/Mkp-1, Dusp8* and *Dusp2/Pac-1*), the JAK/STAT regulatory molecules (*Socs3, Cish, Stat1*) and the cell cycle related genes (*Cdkn2b/p15, Gadd45a, Cdkn1a/p21*).

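Cdkn2b passed with CBD+LPS against LPS, and Socs3, Cish and Gadd45a did not. With median scaling Gadd45a passed in CBD+LPS versus LPS (log2 1.12, adjusted p = 0.0203). Socs3 had a log2 fold change of -1.34 (95% interval -2.26 to -0.42, adjusted p = 0.108, n = 2 and 6 arrays), Cish of -1.41 (-2.61 to -0.20, adjusted p = 0.222) and Gadd45a, a stress sensor, of 0.94 (0.25 to 1.62, adjusted p = 0.136). Of 22 genes of the JAK/STAT pathway and its regulators, none was called (1 higher and 2 lower adjusted over the list alone; limma, 2 and 3 at an unadjusted p under 0.05). Of 15 genes of arrest and p53 targets, 1 rose and 0 fell (6 and 0 adjusted over the list alone; camera, adjusted p = 0.00148, and adjusted p = 0.0695 with an estimated correlation). With CBD alone 2 rose and 0 fell (6 and 0 adjusted over the list alone; camera, adjusted p = 1.87e-04, and adjusted p = 0.0350 with an estimated correlation). Cdkn1a was 4.62-fold higher with CBD than with THC (log2 2.21, standard error 0.40, adjusted p = 0.0144), and the difference between CBD+LPS and THC+LPS in Socs3 did not pass (log2 -1.02, 95% interval -1.99 to -0.04). Cdkn1a did not pass in CBD against THC without CBD replicate 1 (adjusted p = 0.542). Socs3 reached the threshold in CBD+LPS against LPS without THC replicate 1 (adjusted p = 0.0243). Cell cycle arrest and p53 target genes counted higher and lower in CBD against control were 0 and 0 without CBD replicate 1 or with median scaling and 5 and 0 without any 1 of CBD replicate 2 and CBD_LPS replicates 1 and 2. Cell cycle arrest and p53 target genes counted higher and lower in CBD+LPS against LPS were 2 and 0 without any 1 of Cntr replicates 1 and 6, LPS replicates 4 and 5 and THC_LPS replicates 1 and 4 or with median scaling, 3 and 0 without any 1 of CBD replicates 1 and 2, 4 and 0 without CBD_LPS replicate 1 and 0 and 0 without CBD_LPS replicate 2. JAK/STAT pathway and regulators counted higher and lower in CBD+LPS against LPS were 1 and 0 without any 1 of Cntr replicate 4, CBD replicates 1 and 2 and THC replicate 2, 0 and 1 without THC replicate 1 and 2 and 0 without CBD_LPS replicate 1. Cdkn1a did not pass in CBD against THC with median scaling or with the compared groups alone.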

All together, our results show that CBD and to a lesser extent THC, are potent modulators of microglial activation and affect several signaling pathways and related networks including induction of cellular stress responses that underlies their high immunosuppressant activity.

## Supporting Information

Figure S1 **Functional and pathway annotations according to DAVID Bioinformatics Resources of affected gene products following LPS treatment.** Gene Ontology (GO) analysis was performed separately for upregulated (red) and downregulated (green) genes, to identify functional categories and cluster of genes significantly affected by LPS treatment. The GO terms were arbitrarily chosen at various levels within the ontology to avoid redundant allocation. Categories shown are significantly represented at *p*≤0.05. The bottom pie charts represent the cellular pathways according to KEGG database.
(TIF)

Figure S2 **Distribution of differentially expressed genes by global functional annotation and pathway association according to IPA analysis.** IPA global functional and pathway analysis was used to examine the enriched functional classes of upregulated (warm colors) and downregulated (cold colors) gene transcripts among the LPS-stimulated genes. The *y* axis shows the top 8 most representative high-level functions and canonical pathways associated with genes regulated in LPS-treated BV-2 cells. The x axis displays the mean p-value for each associated high-level function and canonical pathway in a -log scale. Increasing value of −log (significance) indicates increased confidence for each category. The vertical gray line in each plot indicates *p* = 0.05.
(TIF)

Table S1 **Primer sequences for qPCR.** ^a^ Amplicon length in base pairs; ^b^ Genbank accession number of cDNA and corresponding gene, available at http://www.ncbi.nlm.nih.gov/http://www.ncbi.nlm.nih.gov/; ^c^ FW, forward primer; RV, reverse primer
(DOC)

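Table S2 prints for each gene the fold change with LPS, CBD+LPS, THC+LPS, CBD and THC against control, on the linear scale, and the effect of each cannabinoid as the share by which the ratio to LPS departs from 1. For the 169 genes of the table that were measured here, the sign of the CBD effect was the same in the table and in the values analysed here for 168. The authors made the values in the table from the same arrays, and the values given here were background corrected in addition. The genes are listed by category, such as cytokines, interferon regulated genes and phosphatases.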

Table S2 **Effect of CBD and THC on LPS-upregulated genes.** Some genes were validated by qPCR, using β2-microglobulin mRNA as a reference gene.
(XLS)

Table S3 **Effect of CBD and THC on LPS-downregulated genes.** Some genes were validated by qPCR, using β2-microglobulin mRNA as a reference gene.
(XLS)

## References

[1] KoganNM, MechoulamR (2007) Cannabinoids in health and disease. Dialogues Clin Neurosci 9: 413–430.1828680110.31887/DCNS.2007.9.4/nkoganPMC3202504

[2] HillAJ, WilliamsCM, WhalleyBJ, StephensGJ (2012) Phytocannabinoids as novel therapeutic agents in CNS disorders. Pharmacology & Therapeutics 133: 79–97.2192428810.1016/j.pharmthera.2011.09.002

[3] PertweeRG (2002) Cannabinoids and multiple sclerosis. Pharmacol Ther 95: 165–174.1218296310.1016/s0163-7258(02)00255-3

[4] GuzmanM (2003) Cannabinoids: potential anticancer agents. Nat Rev Cancer 3: 745–755.1457003710.1038/nrc1188

[5] Di MarzoV, De PetrocellisL (2006) Plant, synthetic and endogenous cannabinoids in medicine. Ann Rev Med 57: 553–574.1640916610.1146/annurev.med.57.011205.135648

[6] GowranA, NoonanJ, CampbellVA (2011) The multiplicity of action of cannabinoids: Implications for treating neurodegeneration. CNS Neuroscience & Therapeutics 17: 637–644.2087504710.1111/j.1755-5949.2010.00195.xPMC6493861

[7] CabralGA, StaabA (2005) Effects on the immune system. Handb Exp Pharmacol 168: 385–423.10.1007/3-540-26573-2_1316596782

[8] KleinTW, CabralGA (2006) Cannabinoid-induced immune suppression and modulation of antigen-presenting cells. J Neuroimmune Pharmacol 1: 50–64.1804079110.1007/s11481-005-9007-x

[9] AshtonJC (2007) Cannabinoids for the treatment of inflammation. Curr Opin Investig Drugs 8: 373–384.17520866

[10] RiederSA, ChauhanA, SinghU, NagarkattiM, NagarkattiP (2010) Cannabinoid-induced apoptosis in immune cells as a pathway to immunosuppression. Immunobiology 215: 598–605.1945757510.1016/j.imbio.2009.04.001PMC3005548

[11] KozelaE, PietrM, JuknatA, RimmermanN, LevyR, et al (2010) Cannabinoids Δ^9^ -tetrahydrocannabinol and cannabidiol differentially inhibit the LPS-activated NF-κB and IFNβ/STAT proinflammatory pathways in BV-2 microglial cells. J Biol Chem 285: 1616–1625.1991045910.1074/jbc.M109.069294PMC2804319

[12] KozelaE, LevN, KaushanskyN, EilamR, RimmermanN, et al (2011) Cannabidiol inhibits pathogenic T-cells, decreases spinal microglial activation and ameliorates multiple sclerosis-like disease in mice. Brit J Pharmacol 163: 1507–1519.2144998010.1111/j.1476-5381.2011.01379.xPMC3165959

[13] JuknatA, PietrM, KozelaE, RimmermanN, LevyR, et al (2012) Differential transcriptional profiles mediated by exposure to the cannabinoids cannabidiol and Δ^9^-tetrahydrocannabinol in BV-2 microglial cells. Brit J Pharmacol 165: 2512–2528.2154282910.1111/j.1476-5381.2011.01461.xPMC3423229

[14] JuknatA, RimmermanN, LevyR, VogelZ, KozelaE (2012) Cannabidiol affects the expression of genes involved in zinc homeostasis in BV-2 microglial cells. Neurochem Int 61: 923–930.2217845810.1016/j.neuint.2011.12.002

[15] van der SteltM, Di MarzoV (2005) Cannabinoid receptors and their role in neuroprotection. Neuromolecular Med 7: 37–50.1605203710.1385/NMM:7:1-2:037

[16] VelascoG, SánchezC, GuzmánM (2012) Towards the use of cannabinoids as antitumor agents. Nature Rev Cancer 12: 436–444.2255528310.1038/nrc3247

[17] WuHY, GobleK, MechaM, WangCC, HuangCH, et al (2012) Cannabidiol-induced apoptosis in murine microglial cells through lipid raft. Glia 60: 1182–1190.2253557210.1002/glia.22345

[18] CabralGA, RabornES, GriffinL, DennisJ, Marciano-CabralF (2008) CB2 receptors in the brain: role in central immune function. Brit J Pharmacol 153: 240–251.1803791610.1038/sj.bjp.0707584PMC2219530

[19] PertweeRG, HowlettAC, AboodME, AlexanderSPH, Di MarzoV, et al (2010) International Union of Basic and Clinical Pharmacology. LXXIX. Cannabinoid Receptors and Their Ligands: Beyond CB1 and CB2. Pharmacol Rev 62: 588–631.2107903810.1124/pr.110.003004PMC2993256

[20] StellaN (2010) Cannabinoid and cannabinoid-like receptors in microglia, astrocytes and astrocytomas. Glia 58: 1017–1030.2046804610.1002/glia.20983PMC2919281

[21] RheeMH, VogelZ, BargJ, BayewitchM, LevyR, et al (1997) Cannabinol derivatives: binding to cannabinoid receptors and inhibition of adenylylcyclase. J Med Chem 40: 3228–3233.937944210.1021/jm970126f

[22] CabralGA, Griffin-ThomasL (2009) Emerging role of the cannabinoid receptor CB2 in immune regulation: therapeutic prospects for neuroinflammation. Expert Rev Mol Med 11: e3.1915271910.1017/S1462399409000957PMC2768535

[23] MechoulamR, PetersM, Murillo-RodriguezE, HanusLO (2007) Cannabidiol-recent advances. Chem Biodivers 4: 1678–1692.1771281410.1002/cbdv.200790147

[24] ScuderiC, De FilippisD, IuvoneT, BlasioA, SteardoA, et al (2009) Cannabidiol in Medicine: a review of its therapeutic potential in CNS disorders. Phytother Res 23: 597–602.1884428610.1002/ptr.2625

[25] BoozGW (2011) Cannabidiol as an emergent therapeutic strategy for lessening the impact of inflammation on oxidative stress. Free Radical Biology & Medicine 51: 1054–1061.2123858110.1016/j.freeradbiomed.2011.01.007PMC3085542

[26] Fernandez-RuizJ, SagredoO, PazosMR, GarciaC, PertweeR, et al (2013) Cannabidiol for neurodegenerative disorders: Important new clinical applications for this phytocannabinoid? Brit J Clin Pharmacol 75: 323–333.2262542210.1111/j.1365-2125.2012.04341.xPMC3579248

[27] MechaM, TorraoAS, MestreL, Carrillo-SalinasFJ, MechoulamR, et al (2012) Cannabidiol protects oligodendrocyte progenitor cells from inflammation-induced apoptosis by attenuating endoplasmic reticulum stress. Cell Death and Disease 3: e331.2273998310.1038/cddis.2012.71PMC3388241

[28] PazosMR, CinquinaV, GómezA, LayuntaR, SantosM, et al (2012) Cannabidiol administration after hypoxia-ischemia to newborn rats reduces long-term brain injury and restores neurobehavioral function. Neuropharmacology 63: 776–783.2265908610.1016/j.neuropharm.2012.05.034

[29] IzzoAA, BorrelliF, CapassoR, Di MarzoV, MechoulamR (2009) Non-psychotropic plant cannabinoids: new therapeutic opportunities from an ancient herb. Trends Pharmacol Sci 30: 515–527.1972920810.1016/j.tips.2009.07.006

[30] Rimmerman N, Kozela E, Levy R, Vogel Z, Juknat A (2013) Cannabinoid signaling through non CB1/non CB2 GPCR targets in microglia. In: Abood ME, Sorensen RG, Stella N, editors.endoCANNABINOIDS.Actions at non-CB1/CB2 cannabinoid receptors.Series: The Receptors, Vol. 24, pp.143–171 .Springer Verlag, New York.

[31] RimmermanN, JuknatA, KozelaE, LevyR, BradshawHB, et al (2011) The non-psychoactive plant cannabinoid, cannabidiol affects cholesterol metabolism-related genes in microglial cells. Cell Mol Neurobiol 31: 921–930.2153361110.1007/s10571-011-9692-3PMC11498456

[32] SrivastavaMD, SrivastavaBI, BrouhardB (1998) Delta9 tetrahydrocannabinol and cannabidiol alter cytokine production by human immune cells. Immunopharmacology 40: 179–185.985806110.1016/s0162-3109(98)00041-1

[33] CabralGA, Dove PettitDA (1998) Drugs and immunity: cannabinoids and their role in decreased resistance to infectious disease. J Neuroimmunol 83: 116–123.961067910.1016/s0165-5728(97)00227-0

[34] KleinTW, NewtonC, LarsenK, ChouJ, PerkinsI, et al (2004) Cannabinoid receptors and T helper cells. J Neuroimmunol 147: 91–94.1474143510.1016/j.jneuroim.2003.10.019

[35] PuffenbargerRA, BootheAC, CabralGA (2000) Cannabinoids inhibit LPS-inducible cytokine mRNA expression in rat microglial cells. Glia 29: 58–69.10594923

[36] EljaschewitschE, WittingA, MawrinC, LeeT, SchmidtPM, et al (2006) The endocannabinoid anandamide protects neurons during CNS inflammation by induction of MKP-1 in microglial cells. Neuron 49: 67–79.1638764010.1016/j.neuron.2005.11.027

[37] CarrierEJ, AuchampachJA, HillardCJ (2006) Inhibition of an equilibrative nucleoside transporter by cannabidiol: a mechanism of cannabinoid immunosuppression. Proc Natl Acad Sci USA 103: 7895–7900.1667236710.1073/pnas.0511232103PMC1472541

[38] O′SullivanSE (2007) Cannabinoids go nuclear: evidence for activation of peroxisome proliferator-activated receptors. Br J Pharmacol 152: 576–582.1770482410.1038/sj.bjp.0707423PMC2190029

[39] EspositoG, ScuderiC, ValenzaM, TognaGI, LatinaV, et al (2011) Cannabidiol reduces Aβ-induced neuroinflammation and promotes hippocampal neurogenesis through PPARγ involvement. PLOS One 6: e28668.2216305110.1371/journal.pone.0028668PMC3230631

[40] De PetrocellisL, Di MarzoV (2010) Non-CB_1_, non-CB_2_ receptors for endocannabinoids, plant cannabinoids and synthetic cannabimimetics: focus on G-protein coupled receptors and transient receptor potential channels. J Neuroimmune Pharmacol 5: 103–121.1984765410.1007/s11481-009-9177-z

[41] GraeberMB, StreitWJ (2010) Microglia: biology and pathology. Acta Neuropathol 119: 89–105.2001287310.1007/s00401-009-0622-0

[42] SaijoK, GlassCK (2011) Microglial cell origin and phenotypes in health and disease. Nature Rev Immunol 11: 775–787.2202505510.1038/nri3086

[43] SchwartzM, ShechterR (2010) Systemic inflammatory cells fight off neurodegenerative disease. Nat Rev Neurol 6: 405–410.2053138310.1038/nrneurol.2010.71

[44] LundS, ChristensenKV, HedtjarnM, MortensenAL, HagbergH, et al (2006) The dynamics of the LPS triggered inflammatory response of murine microglia under different culture and *in vivo* conditions. J Neuroimmunol 180: 71–87.1699614410.1016/j.jneuroim.2006.07.007

[45] ThomasDM, Francescutti-VerbeemDM, KuhnDM (2006) Gene expression profile of activated microglia under conditions associated with dopamine neuronal damage. Faseb J 20: 515–517.1638491210.1096/fj.05-4873fje

[46] CalvanoSE, XiaoW, RichardsDR, FelcianoRM, BakerHV, et al (2005) A network-based analysis of systemic inflammation in humans. Nature 437: 1032–1037.1613608010.1038/nature03985

[47] AshburnerM, BallCA, BlakeJA, BotsteinD, ButlerH, et al (2000) Gene ontology: tool for the unification of biology. Nat Genet. 25: 25–29.10.1038/75556PMC303741910802651

[48] HuangDW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID Bioinformatics Resources. Nature Protoc 4: 44–57.1913195610.1038/nprot.2008.211

[49] BairdTD, WekRC (2012) Eukaryotic initiation factor 2 phosphorylation and translational control in metabolism. Adv Nutr 3: 307–321.2258590410.3945/an.112.002113PMC3649462

[50] Ben-NeriahY, KarinM (2011) Inflammation meets cancer, with NF-κB as the matchmaker. Nature Immunol 12: 715–723.2177228010.1038/ni.2060

[51] DietrichC, KainaB (2010) The aryl hydrocarbon receptor (AhR) in the regulation of cell-cell contact and tumor growth. Carcinogenesis 31: 1319–1328.2010690110.1093/carcin/bgq028PMC6276890

[52] BanisorI, LeistTP, KalmanB (2005) Involvement of β-chemokines in the development of inflammatory demyelination. J Neuroinflammation 2: 7.1573056110.1186/1742-2094-2-7PMC554759

[53] MalfaitAM, GallilyR, SumariwallaPF, MalikAS, AndreakosE, et al (2000) The nonpsychoactive cannabis constituent cannabidiol is an oral anti-arthritic therapeutic in murine collagen-induced arthritis. PNAS 97: 9561–9566.1092019110.1073/pnas.160105897PMC16904

[54] SanchoD, GómezM, ViedmaF, EspluguesE, Gordón-AlonsoM, et al (2003) CD69 downregulates autoimmune reactivity through active transforming growth factor-β production in collagen-induced arthritis. J Clin Invest 112: 872–882.1297547210.1172/JCI19112PMC193672

[55] BootcovMR, BauskinAR, ValenzuelaSM, MooreAG, BansalM, et al (1997) MIC-1, a novel macrophage inhibitory cytokine, is a divergent member of the TGF-beta superfamily. Proc Natl Acad Sci USA 94: 11514–11519.932664110.1073/pnas.94.21.11514PMC23523

[56] LeeS, LeeS, KimJH, KimJH, SeoJW, et al (2011) Lipocalin-2 Is a chemokine inducer in the central nervous system. Role of chemokine ligand 10 (CXCL10) in lipocalin-2-induced cell migration. J Biol Chem 286: 43855–43870.2203039810.1074/jbc.M111.299248PMC3243551

[57] LeeW-K, ThevenodF (2006) A role for mitochondrial aquaporins in cellular life-and-death decisions? Am J Physiol Cell Physiol 291: C195– C202.1662498910.1152/ajpcell.00641.2005

[58] JeffreyKL, BrummerT, RolphMS, LiuSM, CallejasNA, et al (2006) Positive regulation of immune cell function and inflammatory responses by phosphatase PAC-1. Nat Immunol 7: 274–283.1647439510.1038/ni1310

[59] PietrM, KozelaE, LevyR, RimmermanN, LinYH, et al (2009) Differential changes in GPR55 during microglial activation. FEBS Letters 583: 2071–2076.1946429410.1016/j.febslet.2009.05.028

[60] McHughD, HuSS, RimmermanN, JuknatA, VogelZ, et al (2010) *N*-arachidonoyl glycine, an abundant endogenous lipid, potently drives directed cellular migration through GPR18, the putative abnormal cannabidiol receptor. BMC Neurosci 11: 44.2034614410.1186/1471-2202-11-44PMC2865488

[61] RimmermanN, BradshawHB, KozelaE, LevyR, JuknatA, et al (2012) Compartmentalization of endocannabinoids into lipid rafts devoid of caveolin-1 in a microglial cell line. Brit J Pharmacol 165: 2436–2449.2144998110.1111/j.1476-5381.2011.01380.xPMC3423248

[62] Kiss-TothE, BagstaffSM, SungHY, JozsaV, DempseyC, et al (2004) Human tribbles, a protein family controlling mitogen-activated protein kinase cascades. J Biol Chem 279: 42703–42708.1529901910.1074/jbc.M407732200

[63] OhokaN, YoshiiS, HattoriT, OnozakiK, HayashiH (2005) TRB3, a novel ER stress-inducible gene, is induced via ATF4-CHOP pathway and is involved in cell death. EMBO J 24: 1243–1255.1577598810.1038/sj.emboj.7600596PMC556400

[64] DuK, HerzigS, KulkarniRN, MontminyM (2003) TRB3: a tribbles homolog that inhibits Akt/PKB activation by insulin in liver. Science 300: 1574–1577.1279199410.1126/science.1079817

[65] WuM, XuLG, ZhaiZ, ShuHB (2003) SINK is a p65-interacting negative regulator of NF-kappaB-dependent transcription. J Biol Chem 278: 27072–27079.1273626210.1074/jbc.M209814200

[66] SizemoreN, LeungS, StarkGR (1999) Activation of phosphatidylinositol 3-kinase in response to interleukin-1 leads to phosphorylation and activation of the NF-kappaB p65/RelA subunit. Mol Cell Biol 19: 4798–4805.1037352910.1128/mcb.19.7.4798PMC84278

[67] Dos SantosS, DelattreAI, De LonguevilleF, BultH, RaesM (2007) Gene expression profiling of LPS-stimulated murine macrophages and role of the NF-kappaB and PI3K/mTOR signaling pathways. Ann N Y Acad Sci 1096: 70–77.1740591710.1196/annals.1397.071

[68] KimJ, ChaY-N, SurhY-J (2010) A protective role of nuclear factor-erythroid 2-related factor-2 (Nrf2) in inflammatory disorders. Mutat Res 690: 12–23.1979991710.1016/j.mrfmmm.2009.09.007

[69] TakahashiY, OhokaN, HayashiH, SatoR (2008) Trb3 suppresses adipocyte differentiation by negatively regulating PPARγ transcriptional activity. J Lipid Res 49: 880–892.1818777210.1194/jlr.M700545-JLR200

[70] O′SullivanSE, SunY, BennettAJ, RandallMD, KendallDA (2009) Time-dependent vascular actions of cannabidiol in the rat aorta. Eur J Pharmacol 612: 61–68.1928506010.1016/j.ejphar.2009.03.010

[71] NecelaBM, SuW, ThompsonEA (2008) Toll-like receptor 4 mediates cross-talk between peroxisome proliferator-activated receptor γ and nuclear factor-κB in macrophages. Immunology 125: 344–358.1842296910.1111/j.1365-2567.2008.02849.xPMC2669138

[72] NguyenT, SherrattPJ, NioiP, YangCS, PickettCB (2005) Nrf2 controls constitutive and inducible expression of ARE-driven genes through a dynamic pathway involving nucleocytoplasmic shuttling by Keap1. J Biol Chem 280: 32485–32492.1600031010.1074/jbc.M503074200

[73] TalalayP, Dinkova-KostovaAT, HoltzclawWD (2003) Importance of phase 2 gene regulation in protection against electrophile and reactive oxygen toxicity and carcinogenesis. Adv Enzyme Regul 43: 121–134.1279138710.1016/s0065-2571(02)00038-9

[74] GalonJ, FranchimontD, HiroiN, FreyG, BoettnerA, et al (2002) Gene profiling reveals unknown enhancing and suppressive actions of glucocorticoids on immune cells. Faseb J 16: 61–71.1177293710.1096/fj.01-0245com

[75] LibyKT, YoreMM, SpornMB (2007) Triterpenoids and rexinoids as multifunctional agents for the prevention and treatment of cancer. Nat Rev Cancer 7: 357–369.1744685710.1038/nrc2129

[76] TanakaT, De LucaLM (2009) Therapeutic potential of rexinoids in cancer prevention and treatment. Cancer Res 69: 4945–4947.1950923410.1158/0008-5472.CAN-08-4407

# Supplementary material for: Microarray and Pathway Analysis Reveal Distinct Mechanisms Underlying Cannabinoid-Mediated Modulation of LPS-Induced Activation of BV-2 Microglial Cells
**Source:** PLoS One. 2013 Apr 24;8(4):e61462. doi: 10.1371/journal.pone.0061462
**Supplement:** Table S1 — Primer sequences for qPCR. a Amplicon length in base pairs; b Genbank accession number of cDNA and corresponding gene, available at http://www.ncbi.nlm.nih.gov/http://www.ncbi.nlm.nih.gov/; c FW, forward primer; RV, reverse primer

**Table S1.** Primer sequences used for qPCR

| **Genes** | | **Sequence (5′ → 3′)** | **Length (bp)****a** | **Accession****[b](http://www.sciencedirect.com/science?_ob=ArticleURL&_udi=B6WDF-4H0BSYS-1&_user=48161&_coverDate=09%2F21%2F2005&_rdoc=1&_fmt=full&_orig=search&_cdi=6765&_sort=d&_docanchor=&view=c&_acct=C000005078&_version=1&_urlVersion=0&_userid=48161&md5=b53f77d6e3c3d7dcb106335c6673aa48" \l "tblfn2)** |
| --- | --- | --- | --- | --- |
| ***B2mg*** | FW**c**  RV | ATG GGA AGC CGA ACA TAC TG  CAG TCT CAG TGG GGG TGA AT | 176 | [NM_009735.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_009735.3) |
| ***Ccl2*** | FW  RV | ACT GCA TCT GCC CTA AGG TCT TCA  TTC ACT GTC ACA CTG GTC ACT CCT | 131 | [NM_011333.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_011333.3) |
| ***Ccl12*** | FW  RV | ATC AGT CCT CAG GTA TTG GCT GGA  TGG CTG CTT GTG ATT CTC CTG TAG | 125 | [NM_011331.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_011331.2) |
| ***Cxcl10*** | FW  RV | TTA ACT GGA GTG AAG CCA CGC ACA  TCA CCT TTC AGA AGA CCA AGG GCA | 128 | [NM_021274.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_021274.2) |
| ***Aqp9*** | FW  RV | TGA AGG GAC AAG GTA GCC GTT TGA  AAA CAG TTG GCA GTG AAG GCA CAC | 193 | [NM_022026.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_022026.2) |
| ***Mcoln2/Trpml2*** | FW  RV | AGC AGT CGG CTC AAA GAT TGT CCT  ACA AAC GAC CAG ACT CCT GGT GAA | 175 | [NM_026656.4](http://www.ncbi.nlm.nih.gov/nuccore/NM_026656.4) |
| ***Slc7a11*** | FW  RV | AAA GCA GGT TCC ACA GCG AAG T  TGG CCA GCT CCG CAA ATG AAA T | 227 | [NM_011990.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_011990.2) |
| ***Cdkn1a*** | FW  RV | TGC CTG GTT CCT TGC CAC TTC TTA  TTC ACT GTC ATC CTA GCT GGC CTT | 122 | [NM_007669.4](http://www.ncbi.nlm.nih.gov/nuccore/NM_007669.4) |
| ***Dusp1*** | FW  RV | ATT TGC TGA ACT CGG CAC ATT CGG  GGT GGG TGT GTC AAG CAT GAA GTT | 154 | [NM_013642.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_013642.3) |
| ***Dusp2*** | FW  RV | AGA TGG TGG AGA TAA GTG CCT GGT  AAT CAG GTA TGC CAG GCA GAT GGT | 137 | [NM_010090.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_010090.2) |
| ***Sqstm1/p62*** | FW  RV | ACC CTC CAC CAT TGT GAT AGT GCT  AAT GCC AAG ACA CTG GGC CTA TCT | 109 | [NM_011018.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_011018.2) |
| ***Ebi2/Gpr183*** | FW  RV | ATG CTG GTC ATG ACA GAG GTG ACA  AGG CAC TAC CAG CTG AAC AGA AGT | 198 | [NM_183031.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_183031.2) |
| ***Ptgir*** | FW  RV | AGT GCT CCT GCT GAT GTT TCT CCT  AAA GTT CTG CTG TGT GGT CCA AGC | 165 | [NM_008967.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_008967.3) |
| ***Gpr55*** | FW  RV | ACA GCT GAA AGC CTC ACT CTC CAT  AAA GCA CAC GAA GTC TCC TGG GAT | 132 | [NM_001033290.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_001033290.2) |
| ***Cnr2*** | FW  RV | AGG AGG AAG TGC TTG GTT CTG TCA  CCA AAG CTG GTG CAG GAA TTC ACA | 107 | [NM_009924.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_009924.3) |
| ***Tlr2*** | FW  RV | ATT CCC ATT GGG TGG AGA ACC TCA  CAA TGA TCC ATT TGC CCG GAA CGA | 108 | [NM_011905.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_011905.3) |
| ***Trib3*** | FW  RV | AAG ACT TGG CTG TGG GAT TCA AGC  AGA ACA GGG CCT GAG ATT GTC TGT | 190 | [NM_175093.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_175093.2) |
| ***Hmox1*** | FW  RV | GTG GCC TGA ACT TTG AAA CCA GCA  ACA GCA GTC GTG GTC AGT CAA CAT | 130 | [NM_010442.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_010442.2) |
| ***Pparg1*** | FW  RV | ATC CGT AGA AGC CGT GCA AGA GAT  TGA ATC CTT GGC CCT CTG AGA TGA | 179 | [NM_001127330.1](http://www.ncbi.nlm.nih.gov/nuccore/NM_001127330.1) |
| ***Pparg2*** | FW  RV | AGG GCG ATC TTG ACA GGA AAG ACA  TAC TCT GTG ATC TCT TGC ACG GCT | 197 | [NM_011146.3](http://www.ncbi.nlm.nih.gov/nuccore/NM_011146.3) |

[Full-size table](http://www.sciencedirect.com/science?_ob=MiamiCaptionURL&_method=retrieve&_udi=B6WDF-4H0BSYS-1&_image=tbl1&_ba=&_user=46001&_rdoc=1&_fmt=full&_orig=search&_cdi=6765&view=c&_isTablePopup=Y&_acct=C000005078&_version=1&_urlVersion=0&_userid=48161&md5=017caea86eb2ba6c08db725eabbfe240)

a Amplicon length in base pairs; b Genbank accession number of cDNA and corresponding gene,

available at [http://www.ncbi.nlm.nih.gov/http://www.ncbi.nlm.nih.gov/](http://www.sciencedirect.com/science?_ob=RedirectURL&_method=externObjLink&_locator=url&_cdi=6765&_plusSign=%2B&_targetURL=http%253A%252F%252Fwww.ncbi.nlm.nih.gov%252F) ; c FW, forward primer;

RV, reverse primer

How the deposited data were processed for this re-analysis (not part of the article)

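BV-2 microglial cells had been treated by the authors with LPS, CBD, THC or a combination, and RNA had been measured on 24 Illumina MouseRef-8 arrays. The deposited labels give 6 control, 6 LPS, 4 THC, 4 THC+LPS, 2 CBD and 2 CBD+LPS arrays, and the groups were taken from these labels alone. The paper's methods give 4 arrays for each treatment and its results give sextuplicates. The deposited intensity of each probe is the mean bead signal, which the authors exported without normalization. The deposited detection p-value compares that signal with the negative control beads of the array. The authors also deposited log2 values. These were checked and equal the quantile-normalized log2 signals without background correction.

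From the deposited signals and detection p-values, neqc of limma gave background-corrected and quantile-normalized log2 values (offset 16). All 24611 probes were tested without a filter. A linear model with a mean per group was fitted to all arrays, which share 1 estimate of the spread per probe, and moderated t-tests of limma gave each comparison. Counts of transcripts used the paper's threshold, an unadjusted p of 0.005 or less. Single genes and gene lists used a Benjamini-Hochberg adjusted p under 0.05 over all probes, and every p given for fewer than 10 arrays comes from these moderated tests unless a permutation is named. Gene lists were also tested by camera with a preset correlation of 0.01 between genes and with the correlation estimated from the data. R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used.

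The text names many of the genes that the paper names and a probe measures, the 10 largest rises and 10 largest falls of 5 comparisons among genes past the threshold whose values do not overlap, and up to 4 members of each list with the largest change past the threshold. Not all genes of the paper are given, and Bik, Bcl2l2, Bag4, Xbp1, Pml and Neu3 are among those left out. The values in the paper's tables had been seen before this rule was written. Further list members named in the text were chosen after their values were seen. A gene with several probes is given from the probe whose accession the paper's tables state, or else from the brightest probe. Where every array of a group had a detection p of 0.05 or more the fold is given as a bound. The 25 gene lists were written before the data were examined, though with the paper and its themes known. The lists of Tables S2 and S3 are the study's own choice from these samples.

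The model was tested on simulated data with 200 changed genes. The changed genes were taken from probes detected on every array, and the noise was independent between probes and arrays. The rates below therefore do not cover dim probes or the axis that the real residuals share, and may be too high for these data. It recovered, past an adjusted p of 0.05, 83% for LPS versus control (54%, 86%, 92% and 100%), 65% for CBD versus control (26%, 60%, 76% and 98%), 76% for THC versus control (44%, 78%, 84% and 98%), 72% for CBD+LPS versus LPS (38%, 70%, 82% and 98%) and 76% for THC+LPS versus LPS (44%, 72%, 88% and 100%), where the percentages in parentheses are for folds of 1.3, 1.5, 2 and 4. Of all probes 36.3% were detected on every array, and the median SD within groups was 0.0296 in log2.

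Alternatives covered background correction, the offset, scaling, the authors' processed values, dim probes, the variance prior, the replicate block, the groups in the fit, array weights, each array left out, the threshold, THC groups of 2 arrays, the correlation within lists, the probe per gene and split controls. The first residual component, the weaker or stronger CBD arrays left out and the crossed replicate block were added after seeing the data. The paper's PCR values, its protein pathways and its network scores were not analysed here, nor were genes without a probe matched by name, Gdf15 and Cd69 among them.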

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

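The 2 tests on THC replicate 1 and the 4 counts over other splits of the arrays were chosen only after the result they measure was seen. The other 4 tests were chosen before.

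NF-kB pathway genes and the cytokine gene Il1b stood out on a single THC array. In the THC group the log2 signal of Il1b was 8.94 on replicate 1, and its gap to the nearest other array was 0.923 of the range of the group. For the mean of the NF-kB pathway and feedback genes this ratio was 0.957, also with replicate 1 highest, and for the cell cycle arrest and p53 target genes it was 0.869, with replicate 1 lowest. Ddit3 was highest on THC replicate 4 (ratio 0.850), and the mean of the cell cycle and DNA replication genes was highest on LPS replicate 3 (ratio 0.727). These ratios lie above Dixon's 95% critical value for groups of 4 or 6 arrays, and chance exceeds it in about 1 of 20 groups. Of 132 groups of array measures, gene list means and genes shown array by array, 5 exceeded it. Over the 180 genes named in the text, 57 of 720 groups exceeded it, where chance would give 36, and 19 of them were due to THC replicate 1.

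Of the probes on THC replicate 1, 101 were higher than on the other THC arrays by a log2 of 1 or more, and LPS raised 58 of them. Over the detected probes the deviation of this array followed the LPS effect at r = 0.444. RNA of LPS-treated cells mixed into the sample would add the same share of the LPS rise to every gene. Among the 128 genes that LPS raised 4-fold or more, the 75th percentile of that share was 11.0 times the 25th. The shares come from 1 array without an allowance for its noise, and their median was 0.082. The spread of the shares therefore does not exclude mixing. The ratio had been set for the 90th and 10th percentiles, and the quartiles were used because the 10th was not above 0. An LPS array under the wrong label would show the whole rise, but the median share on the log2 scale was 0.217. A weak activation of that culture before harvest may remain as an explanation, and no biological explanation was tested, since the design names no condition in which this sample differs.

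The response to CBD was stronger on CBD replicate 1 and CBD_LPS replicate 2 than on the other array of each group. The median log2 rise of the genes that CBD raised 2-fold or more was 1.96 and 1.10 on CBD replicates 1 and 2, and over LPS 0.911 and 1.84 on CBD_LPS replicates 1 and 2, and the differences of the stronger and the weaker array in the 2 groups followed each other at r = 0.726. The split of the arrays in the other groups does not account for it, since the lower of its 2 correlations with these differences was 0.103. Untreated RNA in the weaker samples would leave the same share of the rise for every gene. This was tested in the CBD pair alone, where the 90th percentile of that share was 5.12 times the 10th. No allowance was made for the noise of single arrays, so untreated RNA is not excluded by this. A difference in the dose or the time that reached the cells may remain as an explanation and was not tested, since the labels give 1 dose and 1 time.

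After the group means are removed, 1 axis holds 38.0% of the spread of the arrays and the next axis 16.5%. In simulated noise that was independent between probes the first axis held at most 7.07%, which is a value for uncorrelated probes alone. On the first axis of the data, Mmp12, Mmp13 and the histone genes H2ac19 and H2ac18 lie at one end and Ccnd2, Serpinf1, Chac1 and Hp at the other (chosen after their values were seen). The quality of the signal is argued against as its cause, since the Spearman correlation of the axis with the percentage of probes detected was 0.0183 (permutation p = 0.938, 24 arrays). With median scaling in place of quantile normalization the positions of the arrays correlated with the axis at an absolute r of 0.606, between the bounds set for a cause and for none, so a part of normalization in it cannot be told apart from a difference between samples. Separate batches of cells or of array processing may also underlie it, and the labels give none.

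Other splits of the same arrays into groups of the same sizes, 100 per comparison with the real split among them and each fitted on the 2 groups alone, show where chance can be excluded. For LPS against control the real split gave 2957 probes at a p of 0.005 or less and the highest other split 633 (1 of 100 splits as large, the real one), and for THC+LPS against control it gave 2505 and 1096 (1 of 100), so chance is excluded for both. For THC against control the real split gave 115 and the highest other 400 (29 of 100 as large), and for THC+LPS against LPS 98 and 594 (25 of 100), so chance cannot be excluded for either. The splits that called several times as many probes as the real one point to a structure of the samples. The CBD groups have 2 arrays each and were not split.

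The effect of CBD differed between cells with and without LPS for 2 transcripts at an adjusted p under 0.05 (limma, interaction), which were chosen after their values were seen. Pi16, a peptidase inhibitor detected on 2 of 24 arrays and so not well above background, had a difference of -0.24 in log2 (adjusted p = 0.00352), from 0.27 without LPS and 0.02 with LPS. It lay below the LPS mean on 1 of 2 CBD+LPS arrays. The other, a transcript with no gene name detected on 24 arrays, had a difference of -0.52 (adjusted p = 0.00599), from 0.17 and -0.34, lower than the LPS mean on 2 of 2 CBD+LPS arrays. Under alternatives set before the data were examined, the CBD by LPS interaction called 0 and 0 with no background correction and with the authors' processed values (limma, 1117 at an unadjusted p under 0.05), 0 and 0 with median scaling (1321 at an unadjusted p under 0.05) and 0 and 0 without CBD replicate 1, against 64 and 14 without CBD_LPS replicate 1 and 5 and 45 without CBD replicate 2.

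CBD also moved genes that the paper does not name, from gene lists fixed before the data were examined. The zinc exporter Slc30a1 (log2 1.54, standard error 0.33, adjusted p = 0.0161) and the zinc importer Slc39a4 (2.00, standard error 0.45, adjusted p = 0.0211) were higher than in control cells. So were the glycolytic enzyme phosphofructokinase Pfkp (0.60, adjusted p = 0.0117) and the hypoxia-responsive gene Ndrg1 (1.62, adjusted p = 0.0113). Lower were Egln1, a prolyl hydroxylase that marks HIF1A for degradation (-0.77, adjusted p = 0.00205), the heat shock protein Dnajb1 (-0.40, adjusted p = 0.0390) and the transferrin receptor Tfrc (-0.71, adjusted p = 0.00852). Slc30a1, Slc39a4, Pfkp, Ndrg1, Egln1 and Tfrc missed the threshold without CBD replicate 1 (adjusted p = 0.303 to 0.903). Dnajb1 did not pass without any 1 of Cntr replicates 1, 2, 3, 5 and 6, LPS replicates 3 and 6 and CBD replicate 1 (adjusted p = 0.0502 to 0.999). Ndrg1 had a log2 fold change of 2.70 without CBD replicate 2. Another probe of Slc39a4, Pfkp and Egln1 did not pass. Slc30a1, Slc39a4, Ndrg1, Egln1, Dnajb1 and Tfrc did not pass with median scaling, Slc30a1, Slc39a4, Pfkp, Ndrg1, Egln1, Dnajb1 and Tfrc with the compared groups alone, and Dnajb1 with the trend and robust fit. Pfkp had the other direction with median scaling.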

How the results depend on the processing

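The first residual component as a covariate, leaving out the weaker or the stronger CBD arrays, and the crossed replicate block were chosen after seeing the data. All other alternatives were set before the data were examined. A count was held to have moved where it changed by more than 1.5 times.

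Counts of transcripts at a p of 0.005 or less held under the choices of background correction, offset, the authors' processed values, the variance prior and the replicate block. Under these 5 alternatives LPS versus control gave 2920 to 3148 probes, CBD+LPS versus LPS 1041 to 1402, THC+LPS versus LPS 82 to 108, CBD versus control 829 to 1205 and THC versus control 84 to 97. Of the 12 counts none moved under any of the 5.

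Median scaling in place of quantile normalization moved the counts to 1399 for LPS versus control, 1084 for CBD+LPS versus control, 1239 for THC+LPS versus control, 319 for CBD versus control, 429 for CBD+LPS versus LPS, 37 for THC+LPS versus LPS, 240 for CBD+LPS versus THC+LPS, 55 for CBD versus THC and 1533 for the test over all treatments. Directions moved as well, with higher and lower probes of 711 and 373 for CBD+LPS versus control, 772 and 467 for THC+LPS versus control, 66 and 253 for CBD versus control, 9 and 72 for THC versus control, 384 and 45 for CBD+LPS versus LPS, 48 and 7 for CBD versus THC and 74 and 26 for the CBD by LPS interaction. The main counts of higher and lower probes in the same order were 1348 and 1543, 1134 and 1550, 695 and 471, 65 and 31, 829 and 495, 413 and 264 and 65 and 77. No array had more than 44.8% of its probes detected at a p under 0.05. The median that this scaling sets level therefore lies among undetected probes. Over the Table S2 genes the median log2 difference from the paper's folds was -0.49 for CBD and -0.36 for THC with median scaling. In the main fit these were 0.0035 and -0.0080. For LPS, CBD+LPS and THC+LPS it was 0.11, 0.035 and 0.24, against 0.049, 0.040 and 0.055. Whether this moved the counts was not tested.

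With the compared groups alone, which leaves fewer arrays to estimate the spread, the counts were 679 for CBD versus control, 729 for CBD+LPS versus LPS, 235 for CBD+LPS versus THC+LPS and 289 for CBD versus THC. Array weights gave 858 for CBD+LPS versus LPS, 434 for CBD+LPS versus THC+LPS and 76 for the CBD by LPS interaction, and the cause was not tested. The detected probes alone, which are fewer probes to count, gave 39 for THC versus control, 21 for THC+LPS versus LPS, 65 for the CBD by LPS interaction and 6 for the THC by LPS interaction. A stricter threshold, an adjusted p under 0.05, left 640 for CBD versus control, 1 for THC versus control, 796 for CBD+LPS versus LPS, 0 for THC+LPS versus LPS, 182 for CBD+LPS versus THC+LPS, 182 for CBD versus THC, 2 for the CBD by LPS interaction and 0 for the THC by LPS interaction. Where this count was 0, limma gave 896 probes for THC+LPS versus LPS and 727 for the THC by LPS interaction at an unadjusted p under 0.05. With THC groups of 2 arrays, over all pairs of arrays, the lowest counts were 1640 for THC+LPS versus control, 59 for THC versus control, 53 for THC+LPS versus LPS, 376 for CBD+LPS versus THC+LPS and 341 for CBD versus THC and the highest 182 for THC versus control, 144 for THC+LPS versus LPS and 146 for the THC by LPS interaction, against 1166 for CBD versus control and 1324 for CBD+LPS versus LPS with 2 CBD arrays each.

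Without 1 array at a time the counts ran from 2720 to 3129 for LPS versus control, 1568 to 2946 for CBD+LPS versus control, 2202 to 2792 for THC+LPS versus control, 249 to 1518 for CBD versus control, 83 to 131 for THC versus control and 462 to 2006 for CBD+LPS versus LPS. They ran from 66 to 98 for THC+LPS versus LPS, 310 to 1499 for CBD+LPS versus THC+LPS, 166 to 1079 for CBD versus THC, 116 to 400 for the CBD by LPS interaction, 43 to 62 for the THC by LPS interaction and 3469 to 4208 for the test over all treatments. CBD+LPS versus control was lowest without CBD_LPS replicate 2, CBD versus control was lowest without CBD replicate 1, CBD+LPS versus LPS was lowest without CBD_LPS replicate 2, CBD+LPS versus THC+LPS was lowest without CBD_LPS replicate 2 and CBD versus THC was lowest without CBD replicate 1, and CBD+LPS versus LPS was highest without CBD_LPS replicate 1, CBD+LPS versus THC+LPS was highest without CBD_LPS replicate 1, CBD versus THC was highest without CBD replicate 2 and the CBD by LPS interaction was highest without CBD_LPS replicate 1. A CBD or CBD_LPS array that stands alone is assumed to vary like the arrays of the other groups.

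The weaker and the stronger CBD arrays were picked by the size of their own CBD response, so these counts show how far the result rests on single arrays and are no better estimate of it. Without the weaker CBD arrays, CBD replicate 2 and CBD_LPS replicate 1, the counts were 1768 for CBD versus control, 2150 for CBD+LPS versus LPS, 1678 for CBD+LPS versus THC+LPS, 1344 for CBD versus THC and 303 for the CBD by LPS interaction. Without the stronger CBD arrays, CBD replicate 1 and CBD_LPS replicate 2, they were 1664 for CBD+LPS versus control, 309 for CBD versus control, 509 for CBD+LPS versus LPS, 338 for CBD+LPS versus THC+LPS and 219 for CBD versus THC. With the first residual component as a covariate they were 176 for THC versus control and 131 for THC+LPS versus LPS, and the component taken from each of 2 sets of probes correlated at 0.998.

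The replicate numbers do not pair the arrays. Between same-numbered arrays of 2 groups the residuals correlated at r from -0.726 to 0.738 over 44 pairs, 16 of them above 0.1, so not every array went with its own number. With the replicate number as a block (replicate block, paired by number) the counts were 2920 (1221 higher, 1699 lower) for LPS versus control, 2330 (1074 higher, 1256 lower) for CBD+LPS versus control, 2284 (976 higher, 1308 lower) for THC+LPS versus control, 829 (501 higher, 328 lower) for CBD versus control, 84 (50 higher, 34 lower) for THC versus control, 1041 (674 higher, 367 lower) for CBD+LPS versus LPS and 108 (57 higher, 51 lower) for THC+LPS versus LPS, and calls at an adjusted p under 0.05 fell to 165 and 85 higher and lower for CBD versus control from 408 and 232, and to 313 and 127 for CBD+LPS versus LPS from 543 and 253. With the crossed replicate block, in which the numbers of the 2 CBD_LPS arrays are exchanged, the adjusted calls were 240 and 126 and 399 and 165. A slide block was not run, since neither files nor labels give the slide of each array.

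The direction of Pfkp, CBD versus control reversed with median scaling, to -0.0974 in log2 (adjusted p = 0.895), from 0.60. The list glycolysis and hypoxia response, CBD versus control did not pass in the main comparison (median log2 -0.0252, camera adjusted p = 0.937), and with the weaker CBD arrays left out camera gave it the other direction and passed it (median log2 -0.0548, adjusted p = 8.81e-05). No other named gene that passed in the main comparison or under the alternative reversed, and no other gene list that passed under the alternative. Values that passed in neither could change sign and were not counted as reversed. In some comparisons the balance of higher and lower probes turned with median scaling, as the counts above show. Of 379 results for named genes, median scaling took 84 below the threshold and 1 past it, the compared groups alone 89 and 1, array weights 27 and 1, the replicate block 39 and 2, the authors' processed values 3 and 19, and the detected probes alone 0 and 26. Leaving out 1 array did so 225 and 71 times, and leaving out the stronger CBD arrays 81 and 0 times. Of 68 results for gene lists, the estimated correlation took 25 below the threshold, median scaling 10 below and 6 past it, and the mean of all probes of a gene 0 below and 2 past it.

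Of 6 counts of transcripts changed by LPS or a combination alone, median scaling moved 4, the compared groups alone 2, array weights 2 and the detected probes 2. Of 12 tallies over Tables S2 and S3, median scaling moved 4 and leaving out the stronger CBD arrays 5. With separate control arrays for each comparison 8 of 14 overlaps moved, all downward, where each comparison had fewer control arrays.

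Signal over background limits what can be counted. On no array were 46.2% of the probes detected. Of the probes counted, 97.0% were detected on an array for LPS versus control, 94.0% for CBD+LPS versus LPS, 62.5% for THC versus control and 45.7% for THC+LPS versus LPS. For genes below background in a group the fold is a lower bound, and a fall below background cannot be measured.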

Differences from the paper's values

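Most of the 367 values that the paper states for measures computed here were met within the limits set, and 17 were not. A fold was held to differ where it lay more than 1.5 times away and outside the spread of the replicates. Its probe also had to be detected on most arrays of at least 1 compared group, so folds of dim probes could not differ. A percentage differed where it lay outside that spread or took the other sign, and a count where it lay more than 1.5 times away. The spread was the larger SD of the 2 groups, which for CBD rests on 2 arrays. Values with no detection in either group or no usable bound were left out. Lower bounds were compared as bounds. No cause is named for any difference.

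Pilra, an inhibitory immune receptor, was 3.61-fold higher with LPS and 2.15-fold with THC+LPS than in control cells, where the paper's values are 6.3 and 3.9. Mertk was lower by 62.7% with LPS, where the paper's value is 75%. The reduction of Sbk1 was deepened by 17.6% with CBD+LPS against LPS, where the paper's value is 51%. These 4 values fall within the paper's with no background correction and with the authors' processed values, and under none of the other alternatives set before the data were examined.

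Other values fall within the paper's under these 2 alternatives and a few more. Pilra with CBD+LPS was 1.45-fold higher than in control cells (the paper's 2.4; also without CBD_LPS replicate 2). Dusp8 was higher by 70.4% with CBD+LPS against LPS (the paper's 107%; also with median scaling). Ptgir, the prostacyclin receptor, was 2.76-fold higher with THC+LPS than in control cells (the paper's 4.3; also with median scaling and without THC_LPS replicate 3 or 4). The reduction of Pald1 was deepened by 57.0% (the paper's 88%; also without LPS replicate 4 or CBD_LPS replicate 1) and that of Gpr183 by 45.6% (the paper's 82%; also without LPS replicate 2 or CBD_LPS replicate 1). Sbk1 with CBD+LPS stood at a fold of -2.05 against control (the paper's -3.2; also with median scaling and without Cntr replicate 4). The remaining alternatives set before the data were examined leave each of these 6 apart.

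For Cxcl14 neither of the 2 alternatives closes the gap. With CBD against control its fold was -1.40 (the paper's -2.6), and on this probe it falls within the paper's with median scaling alone. Its reduction was deepened by 19.3% with CBD+LPS against LPS (the paper's 93%), and on this probe it falls within the paper's without CBD_LPS replicate 2 alone. The gaps depend on the probe. Another probe of Cxcl14 had a fold of -2.92 in CBD versus control (adjusted p = 0.00537) and its reduction was deepened by 90.5% in CBD+LPS versus LPS (adjusted p = 0.0785). Its fold was -2.36 in LPS versus control, where the paper's is -1.1 and the probe used here gave -1.29.

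In counts, 52 of the 169 measured genes of Table S2 were higher with CBD+LPS than with LPS, where the paper's text gives 165, and the sign of the effect in the table itself was the same as here for 168 genes. No alternative set before the data were examined reaches the paper's number. For Table S3 1 gene had its reduction lessened by more than 60%, where the paper's number is 2. The number falls within the paper's with median scaling, the replicate block, array weights, and without LPS replicate 1 or 5, and not under the other alternatives set before the data were examined.

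At the paper's threshold of p of 0.005, 2 transcripts were lower by 3-fold or more with CBD, where the paper shows about 4 in Fig. 1A, read by eye. The count falls within the paper's with no background correction, the authors' processed values, the replicate block, and without Cntr replicate 2, 3, 5 or 6. With THC 3 transcripts were higher by 2-fold or more and 1 by 3-fold or more, where the paper shows about 8 and about 2 in Fig. 1A, read by eye. Both fall within the paper's with no background correction, the authors' processed values and without THC replicate 3. The other alternatives set before the data were examined leave all 3 counts apart. No transcript was lower by 2-fold or more with THC, and the number printed in Fig. 1A matches. For its arrays the paper's text gives the threshold and cites earlier work, and does not name the test.

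The paper presents the genes of Tables 1 to 4 as changed by CBD in LPS-treated cells. Here all 14, 14, 6 and 12 measured genes of these tables moved in the paper's direction, and 5, 7, 2 and 3 passed an adjusted p under 0.05 in CBD+LPS against LPS. The paper took its directions from these same arrays, so the shared direction is no independent evidence. Further genes of the 4 tables passed under alternatives set before the data were examined: Edn1, Ifnb1 and Kcnk13 with the authors' processed values or with no background correction, Ccl12, Edn1, Ifnb1, Kcnk13 and Pilra with the detected probes alone, Kcnk13 with the trend and robust fit, Bhlhe40, Ccl12, Ezr, Kcnk13, Lcn2, Ptgir, Rasgrp3 and Unc5b without CBD_LPS replicate 1, Ccl12 and Kcnk13 without Cntr replicate 4, Ifnb1 and Zfp36l1 without LPS replicate 4, Lcn2 and Pilra without THC replicate 1 and Edn1 and Ifnb1 without THC_LPS replicate 4. Chosen after seeing the values, the fit with the first residual component also called Ccl12, Ccl7, Edn1, Ifnb1 and Kcnk13 and dropped 0 of the genes called. Chosen after seeing the values, the fit with the weaker CBD arrays left out also called Bhlhe40, Ccl12, Ezr, Kcnk13, Klhl6, Lcn2, Ptgir, Rasgrp3 and Unc5b and dropped 0 of the genes called. Other alternatives called fewer, and the lowest were, in the order of the 4 tables, 3, 3, 1 and 0 with median scaling, 1, 2, 0 and 0 with compared groups only, 2, 4, 1 and 1 with array weights, 2, 4, 2 and 1 with the replicate block and 1, 2, 0 and 0 without CBD_LPS replicate 2. Chosen after seeing the values, the fit with the stronger CBD arrays left out called 1, 2, 0 and 1 and the fit with the crossed replicate block called 2, 5, 1 and 1.

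The paper presents a set of genes as changed by THC in LPS-treated cells, Dusp2 and Hp among them. Here 13 of 13 genes of Table 1 and 13 of 13 of Table 2 with a stated direction moved that way with THC+LPS against LPS, and none of them passed an adjusted p under 0.05 in this comparison (limma, 2 and 5 at an unadjusted p under 0.05), whichever alternative was used. Those directions come from the same arrays, so their recurrence is no independent evidence. The genes of Table 1 that moved the paper's way were 8 without THC_LPS replicate 3, 9 without LPS replicate 2 and 11 with median scaling, and those of Table 2 were 11 without THC_LPS replicate 2. Dusp2 had a log2 fold change of -0.92 (adjusted p = 1.000) and Hp of -0.89 (adjusted p = 1.000). The paper also presents Dusp1 as raised by CBD in LPS-treated cells and Mmp13 as lowered, and here both moved that way without passing (log2 1.05 and -1.16, adjusted p = 0.597 and 0.713). It presents Ccl2, Ccl7 and Ccl9 as lowered by CBD alone, and here all 3 were lower without passing (log2 -2.06, -1.99 and -1.16, adjusted p = 0.0589, 0.176 and 0.373). For Dusp1 with CBD+LPS and for Ccl2 with CBD the paper also gives PCR from independent experiments, with changes in the directions it presents. Its PCR also covers Ccl12, Ccl2, Ptgir and Tlr2 with LPS and with CBD+LPS, and each moved the way the paper presents. That PCR was not analysed here. Ccl2 passed in CBD against control without Cntr replicate 5 or without THC replicate 3 (adjusted p = 0.0276 and 0.0407). The paper states from arrays and PCR that Hmox1 was raised by CBD+LPS and not by THC+LPS. Here Hmox1 was higher with THC+LPS than in control cells at an adjusted p under 0.05.

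The paper finds no sign of batches when it clusters its arrays. Here 1 axis holds 38.0% of the spread left after the group means are removed.

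Over all genes of Table S2 with a probe, the LPS folds were within 1.5 times of the paper's for 130 of 169 genes, and for 164 with the authors' processed values. For Table S3 these numbers were 61 and 71 of 73. Table S3 writes falls as negative folds, which cannot lie between -1 and 0, yet among the measured genes 1 value of its CBD+LPS column, 6 of its CBD column and 6 of its THC column lie from -1 to 0. Those values were left out of the comparison.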

Other observations

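A few genes that bind or carry zinc were higher with CBD, though the list as a whole was not. Of 13 measured genes of zinc homeostasis 3 were higher and 0 lower with CBD against control (adjusted over the list alone 3 and 2; median log2 -0.03; camera adjusted p = 0.631, with the estimated correlation p = 0.290). Slc30a1 was 4.31-fold higher with CBD+LPS than with LPS (log2 2.11, standard error 0.33, adjusted p = 0.00125), and Mt2, a metallothionein, and Slc30a1 were higher with CBD+LPS than with THC+LPS (log2 2.76 and 1.64, adjusted p = 2.10e-05 and 0.0322). LPS called 1 and 1 of the list and THC+LPS against LPS called 0 and 0 (limma, 1 higher and 0 lower at an unadjusted p under 0.05). Slc30a1 no longer passed in CBD+LPS against LPS without CBD_LPS replicate 2 (adjusted p = 0.0980). Slc30a1 missed the threshold in CBD+LPS against THC+LPS without any 1 of CBD_LPS replicate 2 and THC_LPS replicates 1 and 3 (adjusted p = 0.0708 to 0.510). Zinc homeostasis counted higher and lower in LPS against control were 0 and 0 with median scaling and 2 and 1 without any 1 of Cntr replicate 4, LPS replicates 1 and 2 and CBD_LPS replicates 1 and 2. Zinc homeostasis counted higher and lower in CBD against control were 1 and 0 without CBD replicate 1 or with median scaling and 3 and 1 without CBD replicate 2. Mt2 and Slc30a1 did not pass in CBD+LPS against THC+LPS with the compared groups alone, and Slc30a1 with median scaling or with array weights.

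Genes of glycolysis and of the response to low oxygen moved both ways with CBD. Of 21 measured genes 3 were higher and 2 lower with CBD (over the list alone 3 and 3; median log2 -0.03; camera adjusted p = 0.937, estimated correlation p = 0.901), and 3 and 0 differed from THC. Vegfa, a growth factor of blood vessels, was 3.07-fold higher with CBD+LPS than with THC+LPS (log2 1.62, adjusted p = 0.00207), and Pfkp was 1.61-fold higher with CBD than with THC (log2 0.69, adjusted p = 0.0199). Vegfa did not pass in CBD+LPS against THC+LPS without CBD_LPS replicate 2 (adjusted p = 0.0943). Pfkp no longer passed in CBD against THC without CBD replicate 1 or without THC replicate 3 (adjusted p = 0.690 and 0.0548). Glycolysis and hypoxia response counted higher and lower in CBD against control were 0 and 0 without CBD replicate 1 or with median scaling and 3 and 1 without Cntr replicate 3. Glycolysis and hypoxia response counted higher and lower in CBD against THC were 0 and 0 without any 1 of CBD replicate 1 and THC replicate 3 or with median scaling, 1 and 0 without any 1 of Cntr replicates 1, 2 and 3, LPS replicates 1, 3, 5 and 6 and THC replicates 1 and 4, 3 and 1 without Cntr replicate 6 and 3 and 3 without CBD replicate 2. Of the same glycolysis and hypoxia response these were 3 and 2 without any 1 of CBD_LPS replicates 1 and 2. Vegfa did not pass in CBD+LPS against THC+LPS with median scaling or with the compared groups alone. Pfkp did not pass in CBD against THC with median scaling or with the compared groups alone.

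Chaperones of the endoplasmic reticulum went with THC more than with CBD as a list, although few members passed alone. With THC+LPS against LPS the median of 22 measured genes was 0.11 in log2 and camera gave an adjusted p of 4.77e-04 (estimated correlation p = 7.57e-04), while no member was called (limma, 5 higher and 0 lower at an unadjusted p under 0.05). With CBD+LPS against THC+LPS the median was -0.06 (adjusted p = 0.00936, estimated correlation p = 0.00922). LPS against control called 2 higher and 2 lower (camera adjusted p = 0.657), CBD against control 1 and 0, and THC against control 1 and 0, in both cases Herpud1. Endoplasmic reticulum chaperones and folding counted higher and lower in LPS against control were 1 and 0 with median scaling, 2 and 1 without any 1 of Cntr replicates 2 and 6 and LPS replicates 3, 5 and 6 and 1 and 1 without any 1 of Cntr replicate 4 and LPS replicates 1 and 2. Endoplasmic reticulum chaperones and folding counted higher and lower in CBD against control were 0 and 0 with median scaling. Endoplasmic reticulum chaperones and folding counted higher and lower in THC against control were 0 and 0 without any 1 of THC replicates 1 and 4 or with median scaling. Endoplasmic reticulum chaperones and folding counted higher and lower in CBD+LPS against THC+LPS were 0 and 1 without THC replicate 1.

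At the preset correlation alone, cholesterol biosynthesis genes were lower as a list with THC and higher with CBD+LPS, without a member past the threshold. For 18 measured genes the median log2 with THC against control was -0.21 (camera adjusted p = 4.51e-06; estimated correlation p = 0.0684), and with CBD+LPS against LPS it was 0.20 (adjusted p = 0.00148; estimated correlation p = 0.194). The counts at an unadjusted p under 0.05 (limma) were 0 higher and 3 lower with THC and 5 and 0 with CBD+LPS. With CBD against control the median was 0.01 (camera adjusted p = 0.702). Cholesterol biosynthesis counted higher and lower in CBD against control were 0 and 1 without any 1 of CBD replicate 2 and THC replicate 1. Cholesterol biosynthesis counted higher and lower in CBD+LPS against LPS were 0 and 1 without CBD_LPS replicate 1.

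A few genes of the cell cycle and of homeostatic microglia were lower with CBD alone. Of 35 measured cell cycle genes 1 was higher and 5 lower with CBD against control (over the list alone 1 and 11; median log2 -0.22; camera adjusted p = 1.02e-06, estimated correlation p = 0.0187). Of 21 homeostatic genes 0 were higher and 5 lower (over the list alone 1 and 6; median log2 -0.16; camera adjusted p = 3.84e-04, estimated correlation p = 0.0952). Cell cycle and DNA replication counted higher and lower were 0 and 1 with median scaling, 0 and 0 without CBD replicate 1 and 1 and 11 without CBD replicate 2. Homeostatic microglia genes counted higher and lower were 0 and 2 with median scaling, 1 and 4 without Cntr replicate 5, 0 and 0 without CBD replicate 1 and 1 and 6 without CBD replicate 2. Of the same homeostatic microglia genes these were 1 and 5 without any 1 of CBD_LPS replicates 1 and 2 and THC_LPS replicates 1, 2, 3 and 4.

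Few heat shock, lysosomal and reference genes passed the test. Of 10 measured heat shock genes 0 were higher and 2 lower with LPS (camera adjusted p = 0.538) and 0 and 1 with CBD (adjusted p = 0.850, over the list alone 0 and 1). Of 24 measured genes of lysosome and autophagy 2 were higher and 3 lower with LPS, and 2 and 0 with CBD (over the list alone 3 and 0), where the median log2 was 0.10 (camera adjusted p = 0.00256, estimated correlation p = 0.114), and the 2 were Mcoln2 and Sqstm1. Of 10 measured reference genes 0 were higher and 1 lower with LPS (Hprt) and 0 and 1 with CBD (Tfrc), with medians of -0.01 and -0.01 (camera adjusted p = 0.657 and 0.702). B2m, the gene by which the paper normalizes its PCR, had a log2 fold change of 0.08 with LPS (adjusted p = 0.475) and 0.14 with CBD (adjusted p = 0.544). Heat shock proteins counted higher and lower in LPS against control were 0 and 0 with median scaling and 1 and 2 without LPS replicate 6. Lysosome and autophagy counted higher and lower in LPS against control were 2 and 1 with median scaling. Reference genes counted higher and lower in LPS against control were 0 and 0 without any 1 of Cntr replicates 1, 4 and 6 and LPS replicates 3, 5 and 6 or with median scaling. Heat shock proteins counted higher and lower in CBD against control were 0 and 0 without any 1 of Cntr replicates 1, 2, 3, 5 and 6, LPS replicates 3 and 6 and CBD replicate 1 or with median scaling. Lysosome and autophagy counted higher and lower in CBD against control were 0 and 0 without CBD replicate 1 or with median scaling. Reference genes counted higher and lower in CBD against control were 0 and 0 without CBD replicate 1 or with median scaling.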
